# Transcriptomic diversity of innate lymphoid cells in human lymph nodes compared to BM and spleen

**DOI:** 10.1038/s42003-024-06450-9

**Published:** 2024-06-25

**Authors:** Elaheh Hashemi, Colleen McCarthy, Sridhar Rao, Subramaniam Malarkannan

**Keywords:** Innate immunity, Innate lymphoid cells

## Abstract

Innate lymphoid cells (ILCs) are largely tissue-resident, mostly described within the mucosal tissues. However, their presence and functions in the human draining lymph nodes (LNs) are unknown. Our study unravels the tissue-specific transcriptional profiles of 47,287 *CD127*^+^ ILCs within the human abdominal and thoracic LNs. LNs contain a higher frequency of *CD127*^+^ ILCs than in BM or spleen. We define independent stages of ILC development, including EILP and pILC in the BM. These progenitors exist in LNs in addition to naïve ILCs (nILCs) that can differentiate into mature ILCs. We define three ILC1 and four ILC3 sub-clusters in the LNs. ILC1 and ILC3 subsets have clusters with high heat shock protein-encoding genes. We identify previously unrecognized regulons, including the BACH2 family for ILC1 and the ATF family for ILC3. Our study is the comprehensive characterization of ILCs in LNs, providing an in-depth understanding of ILC-mediated immunity in humans.

## Abstract (web summary)

The transcriptional identity and developmental programs of the Innate lymphoid cells in human lymph nodes is described, providing an in-depth understanding of ILC-mediated immunity in humans

## Introduction

Innate lymphoid cells (ILCs) primarily respond rapidly to an altered cytokine milieu without utilizing somatically rearranged antigen receptors^1^. ILCs are important in tissue-specific protective responses^2,3^. However, their presence and functions in secondary lymphoid organs, particularly in human LN, are not fully understood. Limited access to non-diseased tissues has hindered understanding of how the tissue environment contributes to human ILC development and distribution. ILCs originate from common lymphoid progenitors (CLP), which develop into common innate lymphoid progenitors (CILP)^4^. In mice, the development of natural killer (NK) cells and non-NK ILCs is divergent, where α_4_β_7_^+^Id2^+^ common helper ILC progenitors (CHILP) have the potential to give rise to ILC1, ILC2, and ILC3 but not NK cells^5^. In humans, the Lin^−^CD34^+^CD45RA^+^CD117^+^IL-1R1^+^RORγt^+^ progenitor population that expresses ID2 gives rise to all ILCs, including NK cells, in vitro^6,7^.

ILCs mirror their adaptive counterparts, and based on their signature cytokines, functional characteristics, and transcription factor usage (TF), they are divided into three groups^8^. Type 1 includes ILC1 and NK cells that are similar to Th1 and CD8^+^ T cells, respectively. Human ILC1 produces interferon-gamma (IFN-γ), and they require T-BET for their development^9^. While NK cells also need T-BET for their development, these cells have more cytolytic functions by producing granzymes (GZMs), including GZM-B and GZM-H^10,11^. Type 2 includes ILC2, which functions similar to Th2 cells in producing Interleukin-4 (IL-4), IL-5, and IL-13, and their development depends on GATA3^12,13^. Type 3 includes ILC3 and Lymphoid Tissue Inducer (LTi) cells, which require RORγt and secret IL-17 and IL-22. Considering LTi as part of ILC3 subsets is still under debate^14^. In humans and mice, ILC3 requires promyelocytic leukemia zinc finger (PLZF), encoded by zinc finger and BTB domain-containing 16 (*ZBTB16*), for differentiation.

The maturity of ILCs can be plastic and interconvertible^2,15,16^. Cultured human ILC3 can transition to ILC1-like cells that produce IFN-γ when stimulated with IL-12 in vitro, which induces the expression of T-BET^17^. Sustained exposure of ILC3 to IL-23 can cause Type 1 polarization. Reversible differentiation of ILC1 to ILC3 occurs in the presence of IL-23, IL-2, and IL-1β, dependent on the transcription factor RORγt in vivo or in vitro^2,15^. ILC3 plasticity was also shown in vivo using fate mapping experiments in Rorc reporter mice^18^. CCR6^−^NKp46^+^ ILC3 can convert into IFN-γ-producing NK1.1^+^ ILC1^18^. One mechanism that explains the plasticity is the upregulation of Aiolos and T-bet repressive regulatory elements in murine ILC3 that convert it to ILC1^19^. In humans, a transitional ILC3-ILC1 population has been described in the tonsil^20^.

ILCs have a role in tissue formation^10,21^. Among the ILCs, LTi cells have an essential role in forming the secondary lymphoid organs, including lymph nodes (LNs), during embryogenesis. A human body contains ~500 LNs. 60–70 are found in the head and neck, 100 in the thorax, and as many as 250 in the abdomen and pelvis. LNs are embedded into a lymphatic vascular network throughout the human body. Interstitial fluid, antigens, and antigen-presenting cells drain from peripheral tissues via afferent lymph vessels to the LN subcapsular sinus^22,23^. Mucosal draining lymph nodes (MDLNs) are the first line of defense against external pathogens that infect respiratory, gastrointestinal, and urogenital tracts^24^. MDLNs are also essential for maintaining immune homeostasis in mucosal tissues^25^. The mucosal surfaces are exposed to diverse microorganisms, including commensal bacteria, which are important in maintaining host health^25–27^. MDLNs are critical in regulating immune responses against these commensal microorganisms to prevent pathological inflammation and maintain immune tolerance^26,28,29^. The LNs are one of the reservoirs of immune cells in the vicinity of mucosal tissues. However, their transcriptomic diversity and functional heterogeneity at the single-cell level within each ILC type in human LNs have not been determined.

In this study, we determined the heterogeneity of ILCs in human LNs, including abdominal and thoracic LNs, using single-cell RNA sequencing (scRNA-seq). We analyzed the developmental progression and transcriptional heterogeneity of mature ILCs and compared them to ILCs present in the bone marrow (BM) as a primary lymphoid organ and spleen (Spl) as secondary lymphoid tissue. We discovered that LNs contained predominantly ILC1 and ILC3 and fewer ILC2 subtypes. We could follow ILC development from hematopoietic stem cells (HSCs) and CLPs in the BM to nILCs in LNs. We uncovered a naïve ILCs (nILC) population residing in the LN that expresses a high level of *ZBTB16* and *ID2*. Naïve ILCs mainly exist in the LNs; we could not detect this cluster in the BM or spl. Furthermore, we could follow the developmental path from naïve ILCs to mature ILC subtypes using trajectory analysis. Mature ILC1 and ILC3 in LNs are heterogeneous, consisting of distinct subtypes. This includes HSP^High^ subsets. In contrast, fewer ILC2 formed one unique cluster, suggesting less heterogeneity. Gene regulatory network analysis confirms the main ILC subtypes with a known transcriptional requirement, and more importantly, we identified previously unknown regulons, including the BACH2 family for ILC1 and the ATF family for ILC3. These findings extend our knowledge of human ILCs in LNs.

## Results

### Single-cell RNA-seq reveals human LN contains CD127^+^ ILCs

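The data set held 14 libraries of single-cell RNA sequencing, 3 from abdominal lymph nodes (LN), 3 from thoracic LN, 4 from bone marrow (BM) and 4 from spleen (Spl). Each library was taken as 1 replicate. The cells had been sorted as CD7+ cells without CD3ε or other lineage markers, and prepared with the 10x Genomics 3′ v3.1 kit, which tags each captured molecule with a unique molecular identifier (UMI). The authors counted UMIs per gene with Cell Ranger and deposited counts of 33538 genes. The BM libraries held 69718005 to 77663405 UMIs (median 71910541.5), and the Spl libraries 4913655 to 54524716 (median 19891843.5). Abdominal LN libraries held 7689441 to 46807396 UMIs (median 19412254), and thoracic LN libraries 12680717 to 19578744 (median 16770246). Counts of LN and Spl came from Cell Ranger 3.0.0 or 3.0.2 and those of BM from 6.0.0, and BM came from another source than LN and Spl. For every comparison with BM, the batch and the condition cannot be told apart. In the authors' analysis, the libraries were normalized with SCTransform, integrated on anchors and clustered in Seurat, and module scores were compared by Welch's t-test, and genes by the Wilcoxon rank sum test of FindMarkers, with each cell as a replicate. Here, Pearson residuals of the counts were integrated with a Harmony-type correction and clustered in 4 rounds. Clusters were named from markers fixed before the data were examined, and each name below carries the ending -like to mark this. The markers came from the paper's text and from general knowledge. Some were thus chosen on these same samples, and the names are not an independent check of the paper's classes. For gene comparisons, the UMIs of a class were summed per library and tested with edgeR. Shares were compared by exact permutation of libraries, and every interval given covers counting error only.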

To define the heterogeneity of the ILCs in the human LN, we performed single-cell RNA-seq using three thoracic LNs, three abdominal LNs, four spleens from healthy organ donors, and four BM samples from unrelated healthy individuals (Supplemental Table 1). We generated single-cell suspensions and employed cell sorting to isolate a mixed population of ILCs (Fig. 1a). We used antibodies against CD3ε, CD19, CD20, and CD14 to exclude T cells, B cells, and monocytes^30^. This CD7^+^CD3ε^−^CD19^−^CD20^−^CD14^−^ population contained ILCs, including NK cells (Fig. 1b**)**. We previously found CD7^+^CD56^−^CD16^−^NKp80^−^ are ILCs other than conventional NK cells^30^. Initial quality control (QC) of the ILCs revealed optimal library production and sequencing. We filtered the high-quality cells based on the percentage of mitochondrial gene expression and the number of total genes expressed in the cells. The majority of the cells had more than 3,000 median unique molecular identifiers (UMI) and a minimum of 1000 genes associated with the cell barcodes. 

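Over the cells that passed the stated filter, the median was 2306 UMIs and 1076 genes per cell. At least 1000 genes were found in 55.9% of these cells, and more than 3000 UMIs in 33.6%. The median UMI count of single libraries ranged from 1157.5 to 4804.5 and exceeded 3000 in 7 of 14 libraries. It was 2078 over BM cells, 4145 over Spl cells, 2885 over abdominal LN cells and 1443 over thoracic LN cells.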

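The matrices held 179277 barcodes. The stated filter of 100 to 6000 genes and 2% to 20% mitochondrial UMIs kept 165319 of them. These were 102588 cells from BM, 19915 from abdominal LN, 23005 from thoracic LN and 19811 from Spl. The mitochondrial minimum was missed by 9166 barcodes, the maximum was passed by 4754, and 681 lay outside the gene range. Without the mitochondrial minimum, 174105 cells passed. A stricter filter of at least 500 genes and at most 10% mitochondrial UMIs kept 146966.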

After QC filtering for each sample, we obtained 172,668 total ILCs combining BM, LN, and Spl samples (104,978 BM, 21,427 abdominal LN, 25,860 thoracic LN, and 20,403 splenic). 

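The first round of clustering gave 20 clusters, and the later rounds gave 16, 12 and 9 clusters of the cells carried forward. Some clusters held markers of lineages that the sort was meant to exclude. They were B-cell-like (733 cells), myeloid-like (1664), megakaryocyte-like (850) and erythroid-like (765 and 152). A further 4008 cells resembled plasmacytoid dendritic cells, 3770 of them from BM.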

Initial analyses of all the innate lymphocytes resulted in 11 clusters. As expected, all the clusters expressed a high CD7-encoding transcript except Cluster #10 (C #10). C #6 expressed high levels of genes associated with B cells, and C #8 and #9 expressed high levels of red blood cell markers. Therefore, we removed these four clusters before further analysis. The reclustered ILCs formed eight clusters, which were visualized using the Uniform Manifold Approximation and Projection (UMAP) plot (Fig. 1c). We split the cells based on the tissue types to identify the presence of unique tissue-specific clusters (Fig. 1d). All the clusters were present in three tissues, while the percentage of each cluster varied between them. To validate whether all these clusters were universal among the donors, we plotted the percentage of individual clusters within each donor (Fig. 1e). 

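A final cluster drew on 4 to 14 libraries. Of the clusters left without a name, 1 with 2000 cells came to 69.1% from BM 1, and 1 with 4031 cells came to 77.1% from the same library. Their median UMI counts were 968 and 1131. In the last round, thoracic LN 2 gave 45.4% of an ILC1-like cluster of 3923 cells and 68.3% of an ILC3-like cluster of 584 cells.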

Individual clusters were found in all the donor samples apart from C #1, which was mostly from one of the BM samples. All the clusters were present in the individuals with different proportions (Supplemental Fig. 1a).

**Fig. 1:**
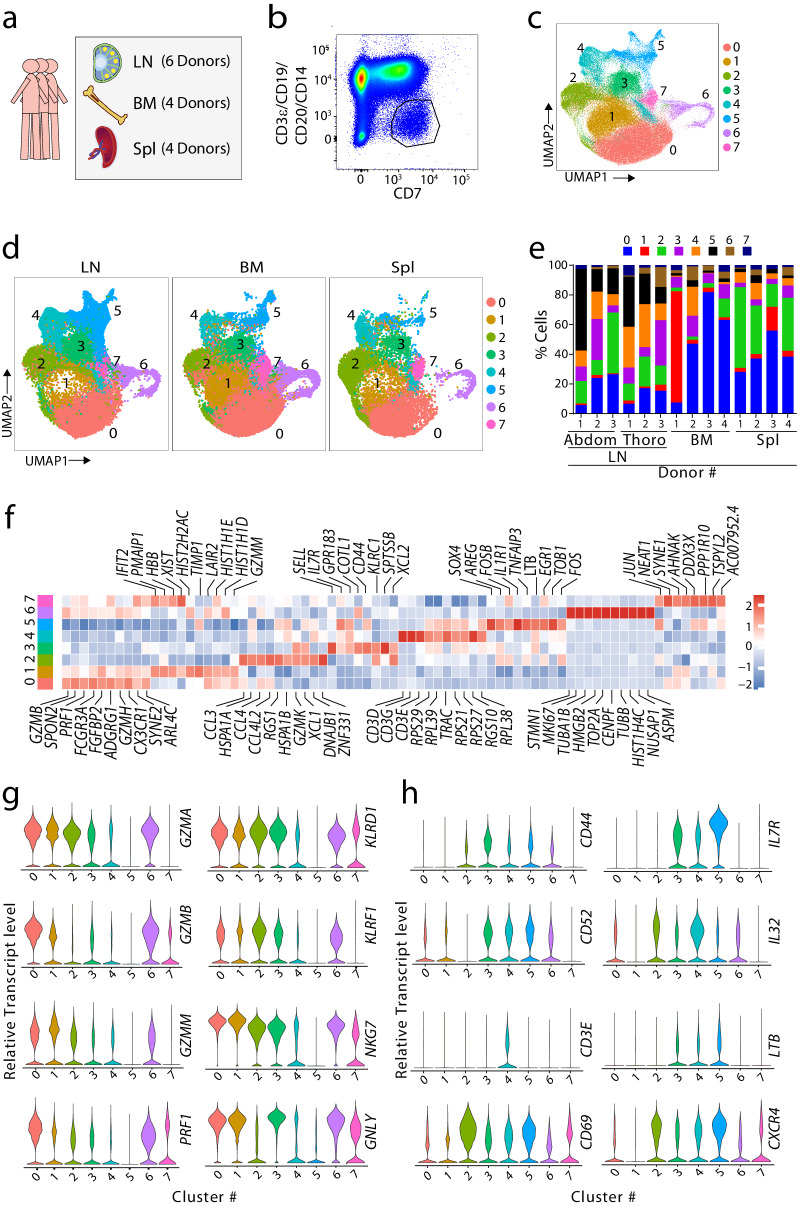
scRNA-seq profiling of total ILCs in human bone marrow, lymph nodes, and spleen tissues. **a** Graphical overview of study design. Human tissues were collected from individuals for scRNA-seq. Samples were obtained from 6 donors for LNs (lymph node), 4 donors for BMs (bone marrow), and 4 donors for Spls (spleen). **b** Sorting strategy for capturing the total ILC population. An anti-CD7 antibody was used for positive selection for ILCs. T cells, B cells, and monocytes were excluded by using anti-CD19, -CD20, -CD3ε, and -CD14 antibodies. **c** Identification of transcriptomically distinct ILC clusters. Clusters were defined by integration-based analysis of the differential expressed genes (DEGs) from all samples. Total cells clustered into 8 groups as depicted in a UMAP. **d** Dividing the UMAP into three tissues. The separated UMAPs show the distribution of the clusters in LN, BM, and Spl tissues. **e** The percentages of all ILCs in each donor separated by tissues, which include Abd (abdominal) LNs, Tho (thoracic) LNs, BMs, and Spls. **f** The top 10 DEGs in each cluster visualized by a heatmap. The color scale reflects a log2-fold change in Z-score. **g** The levels of expression are shown in violin plots for markers defining canonical NK cells. **h** Violin plots showing highly expressed genes in clusters 4 and 5.

To identify ILCs, we used cluster-defining differentially expressed genes (DEGs) (Fig. 1f, g). We defined C #0, #1, and #7 as mature NK cells. They expressed transcripts encoding cytotoxic molecules, including granzymes (GZMs) and perforin (*PRF1*), with a high level of granulysin (*GNLY*) and Natural Killer Cell Granule Protein 7 (*NKG7*). C #2 contained transitional NK cells. This cluster had intermediate levels of mature NK cell markers, such as GZMs and *PRF1*. In addition, this cluster has a high level of *NKG7*, *KLRD1* (CD94), and *KLRF1* (NKp80). The expression of *NCAM1* (CD56), *SELL* (CD62L), *XCL1*, *XCL2*, and *CD44* indicate that C #3 consists of immature NK cells. C #4 and #5 had lower expression of immature and mature NK markers. They expressed low levels of GZMs and high levels of *IL7R*, *CD52*, and *CD3E*, which are associated with non-NK ILCs (Fig. 1h). 

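In all 14 libraries, IL7R (ENSG00000168685) and CD52 (ENSG00000169442) were higher in the non-NK ILC classes than in the NK-like classes. The mean log2 difference was 3.24 for IL7R and 1.14 for CD52 (each p = 0.000122, exact two-sided sign-flip permutation of 14 libraries, the smallest p allowed). CD3E (ENSG00000198851) was higher in 11 of 14 libraries (mean log2 difference 0.995, exact permutation p = 0.00366). After Benjamini-Hochberg adjustment over the 29 genes that the paper lists for this contrast, the exact permutation p was 0.000186 for IL7R and 0.00425 for CD3E. That list was chosen on these samples, so the adjusted values are not independent evidence. IL7R and CD3E also served to name clusters, and CD52 did not. The ILC and NK-like classes came from clusters of the same counts, so these and the later tests between them describe the clusters.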

Lastly, C #6 has a high level of cell cycle-related transcripts and was defined as proliferating NK cells. Collectively, we defined C #4 and #5 as the non-NK ILCs.

### Human LNs contain a higher percentage of CD127^+^ ILCs compared to BM or Spl

To validate C #4 and #5 as the ILCs, we generated a gene set using published transcriptomic profiles of human tonsils-derived ILCs^31,32^ and applied them to our single-cell RNA sequencing data. C #4 and #5 had a significantly higher expression level of ILC-specifying genes than other clusters, as shown by their relative expression in UMAPs **(**Fig. 2a**)**. These higher module scores of C #4 and #5 were significant compared to the other clusters. Next, we divided the UMAP based on the tissue types to define the inter-tissue differences **(**Fig. 2b**)**. We found LN contained the most cells in C #4 and #5 compared to BM or Spl. Then, we generated a module score using a list of genes with higher expression in NK cells than ILCs and applied it to our scRNA-seq data **(**Fig. 2c**)**. Again, we found that cells with NK features were represented at a higher number in all the clusters except C #4 and #5. Analyzing the cells by tissue type demonstrated that both the BM and Spl contained proportionately higher NK cell gene features than the LN **(**Fig. 2d**)**. Analyzes of percentages of the cells in each cluster in three tissues confirm the higher number of ILCs in the LNs **(**Fig. 2e**)**. 

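Each cell was thinned to 1000 UMIs so that depth could not set the share of cells with an IL7R UMI. That share was 52.6% in LN (SD 15.1, n = 6), 5.69% in BM (SD 1.70, n = 4) and 6.65% in Spl (SD 3.97, n = 4). LN exceeded BM by 46.9 points and Spl by 46.0 points (each p = 0.00476, exact two-sided permutation of libraries, the smallest p allowed). Thinning left out 7155 LN cells (16.7%), 11412 BM cells (11.1%) and 355 Spl cells (1.8%). Unthinned shares were 60.5%, 9.49% and 11.0%. Mature NK-like cells, which were assumed to lack the transcript, held it at the same depth in 24.3% of LN cells (SD 20.4, 6.50% to 54.7% per library). The same share was 2.16% in BM and 3.64% in Spl. RNA from other cells and expression by NK-like cells could not be told apart as its source. A threshold of 2000 UMIs moved the difference from Spl most, to 50.8 points.

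**Figure D1:**
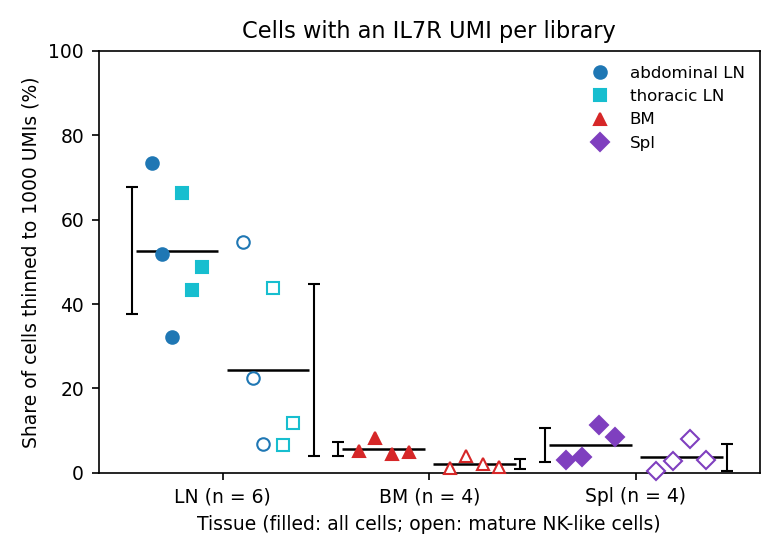
Percent of cells with an IL7R UMI after thinning to 1000 UMIs (vertical axis) by tissue (horizontal axis), with 1 point per library, filled for all cells and open for mature NK-like cells, lines for means and bars for SD. The 6 LN libraries averaged 52.6%, above the BM and Spl libraries.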

Further, LN contains more CD127^+^ cells than BM and Spl (Supplemental Fig. 1b, c).

**Fig. 2:**
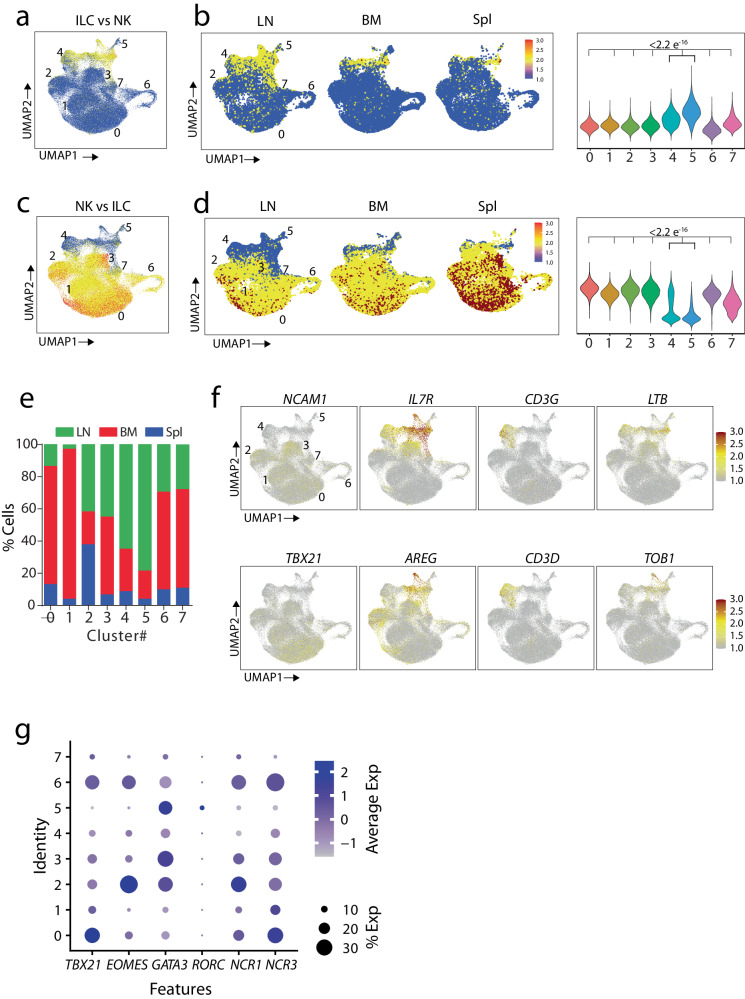
Human LNs contain a higher percentage of CD127^+^ ILCs compared to BM or Spl. **a** Expression level of ILC gene list on the total ILCs. Module scores were calculated by the expression levels of gene lists specific for each cell type and visualized by UMAPs. Blue to red represent levels of expression of the gene list in each feature plot. **b** Dividing the UMAP into three tissues. The separated UMAPs show the distribution of the clusters in LN, BM, and Spl tissues. Expression levels of specific gene lists are shown in violin plots. P-values were calculated by Welch’s t-test. **c** Expression level of canonical NK gene list on the total ILCs. Module scores were calculated by the expression levels of gene lists specific for each cell type and visualized by UMAPs. Blue to red represent levels of expression of the gene list in each feature plot. Expression levels of specific gene lists are shown in violin plots. P-values were calculated by Welch’s t-test. **d** Dividing the UMAP into three tissues. The separated UMAPs show distribution of the clusters in LN, BM, and Spl tissues. **e**The feature plots show the expression of selected genes for helper ILCs on the combined LN, BM, and Spl tissues. Blue to red represent levels of expression of the selected genes. **f** Dotplots showing the expression of known markers for NK and ILCs. The size of the dots showed the percentage of the cells expressing genes, and the color indicates the significance of the expression. **g** The percentage of ILC clusters of LN, BM, and Spl tissues is shown by barplot. The tissues are color coded.

Next, we analyzed the expression of known markers to authenticate the identity of C #4 and #5 as ILCs in LNs. We found a high level of *IL-7R* expression in C #4 and #5 **(**Fig. 2f**)**, consistent with the notion that IL-7 is essential for the development and homeostasis of the ILCs, especially in the LNs^33,34^. In addition, these clusters possess a higher expression of *CD52*, which is expressed on ILCs from progenitor stages^35^. We also found the expression of *CD69*, a marker for tissue retention^36^ (Supplemental Fig. 2a). These clusters also expressed *CD3D, CD3E*, and *CD3G*, which have previously been shown to be high in ILCs^31,37^. We generated a heatmap of 100 highly upregulated genes in C #4 and #5 and compared them with the remaining NK cell clusters (Supplemental Fig. 2a). 

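Immediate early genes were compared between non-NK ILC and NK-like classes within each library. FOS was higher in the ILC classes in 13 of 14 libraries (mean log2 difference 0.44, p = 0.00293, exact two-sided sign-flip permutation). FOSB was higher in 12 of 14 (0.69, exact permutation p = 0.000488), and AREG in 9 of 14 (0.24, exact permutation p = 0.0875). JUN was higher in 5 of 14 libraries (−0.09, exact permutation p = 0.676), with a mean of 0.53 in LN, −0.26 in BM and −0.84 in Spl. CD69 was higher in 5 of 14 (−0.33, exact permutation p = 0.0536), with a mean of −0.05 in LN, 0.01 in BM and −1.07 in Spl.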

We found transcripts encoding immediate early genes (IEGs), including *FOS*, *JUN*, *FOSB*, *AREG*, and *CD69*, were highly expressed in C #4 and #5. Importantly, transcripts related to cytotoxicity, including *GZMB*, *GZMA*, *GZMM*, *GZMH*, *GNLY*, *CTSW*, *CST7*, *NKG7*, and *PRF1* were expressed at much lower levels compared to NK cells (Supplemental Fig. 2a). Transcripts encoding several ribosomal proteins were expressed in C #4 and #5; however, their expression was shared by NK cells. Moreover, expression of NK cell-specific genes, including *TYROBP*, *FCGR3A*, and *KLRF1*, were comparatively low in C #4 and #5 (Supplemental Fig. 2a). Transcript levels of chemokines CCL3, CCL4, and CCL5, primarily produced by NK and T cells, were also lower in C #4 and #5 (Supplemental Fig. 2a).

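All 15 genes named for cytotoxicity, receptors and chemokines had lower levels in the ILC classes in all 14 libraries (each p = 0.000122, exact two-sided sign-flip permutation). The mean log2 difference ranged from −5.00 for GZMB to −1.83 for CTSW. Only TYROBP (−1.85) and CCL5 (−2.31) had no part in naming the clusters. Both were still among the counts from which the clusters were drawn, so they are no independent test of the contrast.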

To further validate that C #4 and #5 are ILCs, we compared the expression levels of TFs required to develop and maintain ILCs or NK cells **(**Fig. 2g**)**. We found the expression levels of *GATA3* and *RORC* were higher, and *TBX21* and *EOMES* were lower in C #4 and #5 and the remaining clusters, respectively. However, the persistent expression of *TBX21* and *EOMES*, albeit at a lower level in C #4 and #5, indicated two possibilities. It can be due to the ILC1 subset, which shares a similar transcriptional profile of NK cells, or a smaller number of NK cells still present within clusters. Therefore, we reclustered C #4 and #5 and analyzed their transcriptomic profiles. 

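GATA3 was higher in the ILC classes in 8 of 14 libraries (mean log2 difference 0.46, exact two-sided sign-flip permutation p = 0.0342), with a mean of 1.25 in BM, 0.60 in Spl and −0.15 in LN. TBX21 was lower in the ILC classes in 14 of 14 libraries (−2.21) and EOMES in 13 of 14 (−1.87, exact permutation p = 0.000488). Adjusted over the list alone, GATA3 had an exact permutation p of 0.0381.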

We found eight subclusters (Supplemental Fig. 2b); among these, C #1 and #7 possessed transcripts indicative of NK features (Supplemental Fig. 2c). Application of a module score based on NK cell-specific gene signature validated that subclusters #1 and #7 are NK cells (Supplemental Fig. 2d). Therefore, we removed them from further analyzes. A second reclustering provided ten subclusters, and subcluster #8 contained NK features (Supplemental Fig. 2e, f**)**. We confirmed this by module score analysis (Supplemental Fig. 2g**)** and removed it. The remaining nine clusters represented ILCs and were used for further studies. Collectively, we conclude that human LNs contain significant numbers of ILCs compared to the BM or Spl. By contrast, NK cells are predominantly present in the BM and Spl compared to the LNs.

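Non-NK ILCs made up 34.0% of LN cells (SD 16.7, n = 6, 15.5% to 56.6% per library), 1.19% of BM cells (SD 0.856, n = 4) and 3.16% of Spl cells (SD 2.58, n = 4). LN exceeded BM by 32.8 points (p = 0.0143) and Spl by 30.9 points (p = 0.019), both by exact two-sided permutation of libraries. Abdominal LN averaged 33.3% and thoracic LN 34.8%. Stronger integration, chosen after the data were seen, moved the LN to BM difference most, to 22.7 points (exact permutation p = 0.00952). Over all alternatives, exact permutation p for this difference lay between 0.00952 and 0.0238. The CD7 sort sets which cells can enter these shares. ILC1-like cells were 44.5% of the non-NK ILCs of LN. Of 12 T cell genes, 11 were higher in them than in ILC3-like and NK-like cells of all 6 LN libraries, CD5 and CD28 being ILC1 markers. T cells among them were not excluded, so the LN share may count T cells as ILCs. Most BM ILC1-like cells lay in 1 LN-rich cluster, while most Spl ILC1-like cells lay in another with GZMK among its leading genes. Clusters kept out of the ILC classes by a score of NK features set after the data were seen held 2.34% and 0.506% of LN cells. In BM they held 0.055% and 0.308%, and in Spl 2.31% and 0.146%. A last-round cluster with ILC3 markers was left without a name, and its LN cells are taken below in place of naive ILCs. It held 1.58% of LN, 0.377% of BM and 0.081% of Spl cells. The paper concludes that LN hold more ILCs than BM or Spl.

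**Figure D2:**
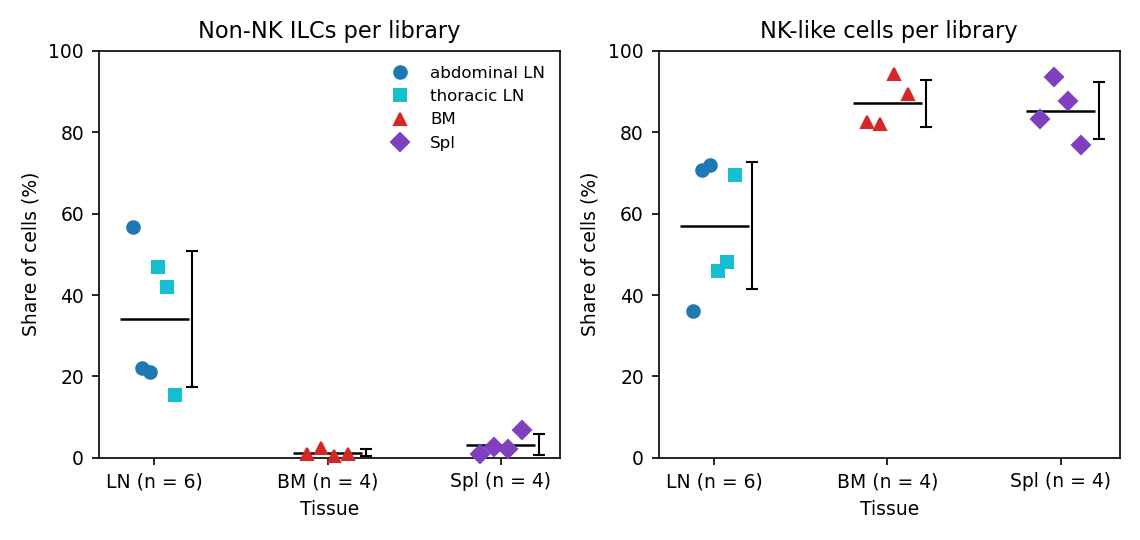
Percent of cells (vertical axis) in non-NK ILC and NK-like classes by tissue (horizontal axis), with 1 point per library, lines for means and bars for SD. Non-NK ILCs averaged 34.0% in LN and 1.19% in BM, and T cells among their ILC1-like part were not excluded.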

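Mature NK-like cells made up 8.88% of LN cells (SD 3.84), 67.7% of BM cells (SD 10.9) and 14.6% of Spl cells (SD 7.41). LN lay below BM by 58.8 points (p = 0.00476, exact two-sided permutation of libraries) and below Spl by 5.69 points (exact permutation p = 0.157). Without Spl 2, the Spl difference was −8.90 points (exact permutation p = 0.0357), and without Spl 1 it was −3.08 points (exact permutation p = 0.381). Log normalization turned it to 1.24 points (exact permutation p = 0.49). Over all alternatives, exact permutation p for it ranged from 0.00476 to 0.49. Transitional NK-like cells made up 32.0% in LN, 5.30% in BM and 63.9% in Spl. All NK-like classes combined held 57.0% of LN (SD 15.5), 87.1% of BM (SD 5.88) and 85.3% of Spl cells (SD 6.98), a comparison added after the data were seen. LN lay below BM by 30.0 points and below Spl by 28.3 points (exact permutation p = 0.019 each). Under the stricter cell filter, the BM difference in this comparison was −1.51 points (exact permutation p = 0.848).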

### Unique transcriptional signatures of ILCs in human LN

To identify the individual ILC subtypes, we used the gene signatures of ILC1, ILC2, ILC3, and pILCs^31^. We generated gene sets containing a minimum of 100 genes for each ILC subtype and applied that to our single-cell RNA sequencing data from all three tissues in module scores overlayed onto a combined UMAP^38^. Using these, we defined all three ILCs. C #0 and #1 were identified as ILC1, which was validated by a significant increase in the module score. The module score for ILC2 was highest in C #9, which had a limited cell number. C #2, #3, #5, and #6 were defined as ILC3 (Fig. 3a). Although C #9 expressed several genes that were shared between ILC1 and ILC2, a significant module score confirmed that it represents ILC2. Similarly, C #4 expressed a shared transcriptomic profile with ILC3; however, it contained significantly higher module score values for HSC gene features. We generated a gene list of 20 known CLPs to validate and applied it to our data. We found a majority of the cells in C #4 were highly positive for CLP gene features. It is important to note that C #4 was predominantly present in the BM compared to LN or Spl. In contrast, C #7 was only present in the LNs and formed a distinct cluster away from others. 

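The cluster named HSC/CLP-like held 501 cells, 292 from BM, 203 from LN and 6 from Spl. As a share of all cells it was 0.367% in BM and 0.505% in LN, a difference of −0.139 points from LN (p = 0.557, exact two-sided permutation of libraries). This comparison was added after the data were seen. Its difference was −0.0197 without thoracic LN 1, −0.0589 without BM 1, −0.0628 without BM 3, −0.223 without abdominal LN 3 and −0.29 without BM 2. Leaving stress, ribosomal and mitochondrial genes out of the variable genes turned it to 0.134 points (exact permutation p = 0.662). Without integration it was −0.798 points (exact permutation p = 0.0381). A resolution of 0.3 moved it most, to −1.40 points (exact permutation p = 0.0857).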

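No cluster met the naming rule for naive ILCs. A last-round cluster of 1080 cells had no name, 677 of them from LN, 387 from BM and 16 from Spl. It held ILC3 markers, but more of its leading genes marked HSC/CLP. Its LN cells were taken in place of naive ILCs in the comparisons made here, because it had no name and most of its cells came from LN. It was found in all 14 libraries.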

Previous studies in the human colon identified a subset of ILCs that lacked the master TFs needed for ILC development^32^. However, these cells had the potential to become mature ILCs and therefore defined as naïve ILCs. We generated a gene list for nILCs from this study and applied it to our data. C #7 showed the highest expression of gene signatures associated with nLCs (Fig. 3a).

**Fig. 3:**
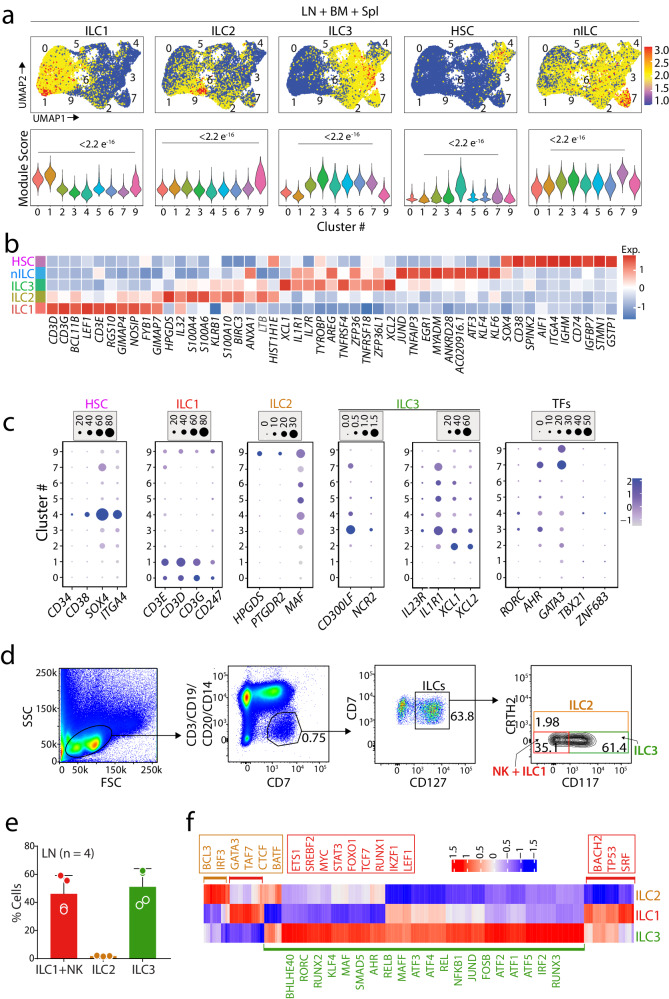
Identification of ILC subsets in human lymph nodes. **a** Identification of ILC subsets in combined BM, LN, and Spl tissues. Module scores were calculated by the expression levels of gene lists specific for ILC1-3, HSC/CLP (hematopoietic stem cell/common lymphoid progenitor) and nILC (naïve ILC) and visualized by UMAPs. Blue to red represent levels of expression of the gene list in each feature plot. Expression levels of specific gene lists are shown in violin plots. *P*-values were calculated by Welch’s t-test. **b** Top 10 DEGs in ILC subtypes and ILC progenitors visualized by heatmap. The color scale reflects Z-score of Log_2_ fold change. **c** Dot plots showing expression of known markers for subsets of mature ILCs, progenitors and transcription factors (TF). The size of the dots shows the percentage of cells expressing genes, and the color indicates significance of the expression. **d** Identification of ILC subtypes in the LN tissues. An anti-CD7 antibody was used to capture all ILCs, including NK cells. T cells, B cells, and monocytes were excluded by using anti-CD19, -CD20, -CD3ε, and -CD14 antibodies. CD7^+^CD127^+^ cells were identified as helper ILCs. Anti-CD117 and -CRTH2 antibodies were used to identify ILC1, ILC2, and ILC3 populations. **e** The percentage of subtypes in total ILCs with each sample noted as a dot. Error bars indicate the standard diviations with mean values. **f** A heatmap showing regulon activities in each ILC subtype. Blue to red indicates the level of activity for specific regulons.

Next, we generated a heatmap of ten highly expressed DEGs for each ILC and the CLP clusters (Fig. 3b**)**. C #4 expressed high levels of HSC-defining genes, including *CD34, CD38, SOX4, ITGA4, and CD74* (Figs. 3b, c**)**. ILC1 clusters expressed *CD3E*, *CD3D*, *CD3G*, and *CCR7*. The ILC2 cluster contained high levels of *S100A4*, *S100A6*, *HPGDS*, *PTGDR2*, and *IL32*^39^. ILC3 clusters have higher expression of *CD300LF*, *NCR2*, *IL23R*, and *IL1R1* (Fig. 3c). The expression of known TFs further validated that C #0 and #1 are ILC1 (*TBX21*); C #9 is ILC2 (*GATA3*); and C #2, #3, #5, and #6 are ILC3 (*AHR*) (Fig. 3c). Next, we performed flow cytometric analyzes to confirm the presence of non-NK ILCs in human LNs and BM. Antibodies against CD3ε, CD19, CD20, and CD14 were used to exclude T cells, B cells, and monocytes^30^. The remaining CD7^+^CD3ε^−^CD19^−^CD20^−^CD14^−^ population was divided into CD127^+^ and CD127^−^. The majority of the CD7^+^ cells (63.8%) were CD127^+^. We selected the CD127^+^ cells and analyzed them for CRTH2 (PTGDR2) and CD117 (c-KIT) positivity. In line with our transcriptomic data, we found abundant ILC3s (CD7^+^CTRH2^−^cKIT^+^) and only minimal ILC2s (1.98%, CD7^+^CTRH2^+^cKIT^−^) in the LNs (Fig. 3d). CD7^+^CRTH2^−^cKIT^−^ cells represented ILC1 and immature CD56^Bright^ NK cells (35.1%). Similar analyzes of human BM showed only a smaller number of CD7^+^ cells, which were CD127^+^ (8.72%), and ILC2 and ILC3 were equally present (Fig. 3e, Supplemental Fig. 3a, b).

To determine the gene regulatory network (GRN) operating in individual subtypes of ILCs, we employed a single-cell regulatory network inference and clustering (SCENIC) analysis (Fig. 3f). Each TF regulates multiple target genes, which are grouped into units defined as regulons. We defined target genes regulated by a TF identified from motif enrichment analyzes using the GRNboost2 fast GRN algorithm^40^. The ranked distribution of AUCell scores across individual cells from a binary output determined the threshold for active and inactive regulons.

LEF1 and TCF7 regulons are predominantly operative in ILC1. In addition, LEF1 is involved in the direct induction of *IL7R* (CD127, IL-7Rα) and c-Myc^41^. Consistent with this data, we observed *MYC* and *LEF1* regulon activity and their gene expression (Supplemental Fig. 3c**)**. The regulon activity also indicates high expression of gene sets related to STAT3, ETS1, IKZF, RUNX1, and FOXO1 regulons. 

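Within LN, ILC3-like and ILC1-like cells differed in 3402 of 9651 genes, 1725 higher in ILC3-like and 1677 higher in ILC1-like cells (edgeR quasi-likelihood test with library as block, Benjamini-Hochberg adjusted p < 0.05). Without the replicate block, 1470 genes were called. The classes came from clusters of the same counts, so these tests describe the clusters. The paper names 8 transcription factors for ILC1, 6 of them for regulon activity, which was not analysed here. Transcripts of all 8 were higher in ILC1-like cells, 7 were called over all genes, and 7 were called when adjusted over the list alone, which is not independent evidence. The log2 difference was −3.63 for LEF1 (adjusted p = 2.71e-08), −2.27 for MYC (adjusted p = 2.35e-07) and −2.59 for RUNX1 (adjusted p = 4.84e-07), in the same edgeR test with Benjamini-Hochberg adjustment, with no overlap between the libraries of the classes. TCF7 was not called (−0.24, edgeR Benjamini-Hochberg adjusted p = 0.176). Among genes higher in ILC1-like cells, the largest changes without overlap were in LINC00402 (count ratio 160, 95% interval 54.4 to 777), SIT1 (−6.56) and LINC01550 (−6.51). The call of BACH2 (−0.64, edgeR Benjamini-Hochberg adjusted p = 0.0258) was lost without abdominal LN 1 (0.0935), thoracic LN 2 (0.129) or thoracic LN 3 (0.0576). It was also lost without the replicate block (0.123), without scrublet doublets (0.11) and without stress, ribosomal and mitochondrial genes among the variable genes (0.167).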

The gene regulatory network analysis for ILC2 revealed that this cluster had upregulated GATA3 regulon and BCL3, IRF3, CTCF, TAF7, and BATF regulons as are necessary for ILC2 development (Fig. 3f**)**. Regulon activity and the gene expression of TFs, including *RUNX2*, *AHR*, *EGR1*, and *BHLHE40*, are higher in ILC3 subsets than other ILCs (Supplemental Fig. 3d). Motif analysis for the promoters of the genes indicated specific binding sites for these TFs (Supplemental Fig. 3e). ILC3 subset in the LNs expresses Activating Transcription Factor (ATF) family, including *ATF1, ATF2, ATF3, ATF4*, and *ATF5*. ILC3 also expressed high levels of other activation markers, including *JUN, JUND*, and *FOS*, that form AP-1 heterodimers. Collectively, these data indicate the presence of three main subtypes of the ILCs in human LN with specific gene signatures and GRNs.

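All 12 genes named for ILC3 were higher in ILC3-like than in ILC1-like cells of LN, 10 were called over all genes and 11 were called when adjusted over the list alone. The log2 difference was 2.49 for RUNX2 (adjusted p = 1.51e-07), 2.41 for AHR (adjusted p = 8.21e-08) and 2.56 for ATF3 (adjusted p = 3.71e-07), by edgeR with Benjamini-Hochberg adjustment. It was 0.92 for JUN, 0.57 for JUND and 0.76 for FOS. ATF1 (0.31, edgeR Benjamini-Hochberg adjusted p = 0.0803) and ATF2 (0.12, edgeR Benjamini-Hochberg adjusted p = 0.569) were not called. The libraries of the classes did not overlap for RUNX2 and AHR, and did for ATF3. Among genes higher in ILC3-like cells, the largest changes without overlap were in EREG (count ratio 381, 95% interval 130 to 1.85e+03), GAB1 (257, 45.8 to 1.02e+04) and ENPP1 (110, 30.1 to 915).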

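Of the non-NK ILCs of LN, 44.5% were ILC1-like (SD 19.1), 1.53% ILC2-like and 52.2% ILC3-like (SD 20.6), as means over 6 libraries. The cells numbered 6512, 191 and 6289. From gene signatures and regulatory networks, the paper proposes that LN hold 3 main ILC subtypes.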

### Development of ILC progenitors in the BM

Next, to identify the early developmental stages of ILCs in human BM, we utilized the same clustering and the module scores of gene signatures employed in Fig. 3a for ILC1, ILC2, and ILC3. It is important to note that although we removed the lineage-committed myeloid (CD14), T (CD3ε), and B (CD19/CD20) cells by positive selection during cell sorting, the remaining CD7^+^ population contained HSCs, progenitors, ILCs, and NK cells. For CLPs and pILCs, we used *CD34*, *SOX4*, *STMN*, *CD38* and *NFIL3*, *ID2*, *ZBTB16* genes, respectively. Using these gene signatures, we identified cells representing HSCs/CLPs, nILCs, ILC1, ILC2, and ILC3 in the BM (Fig. 4a). Among the 10 clusters, the majority of the cells in the BM were present in C #4, and other clusters contained only minimal cell numbers. 

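Of the non-NK ILCs of BM, 28.8% were HSC/CLP-like (SD 9.42, n = 4, 15.3% to 36.4% per library), against 1.71% in LN (SD 1.57, n = 6) and 1.59% in Spl (SD 0.811, n = 4). BM exceeded LN by 27.1 points (p = 0.00476, exact two-sided permutation of libraries, the smallest p allowed). BM exceeded Spl by 27.2 points (exact permutation p = 0.0286, the smallest p allowed with 70 regroupings). Without any 1 of Spl 1, Spl 2, Spl 3 or Spl 4, the difference was no longer called (exact permutation p = 0.0571 each, differences of 26.9 to 27.5 points). A resolution of 0.3 moved the LN difference most, to 56.4 points. The other non-NK ILCs of BM were ILC1-like (25.9%), ILC2-like (8.51%) and ILC3-like (36.8%).

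**Figure D3:**
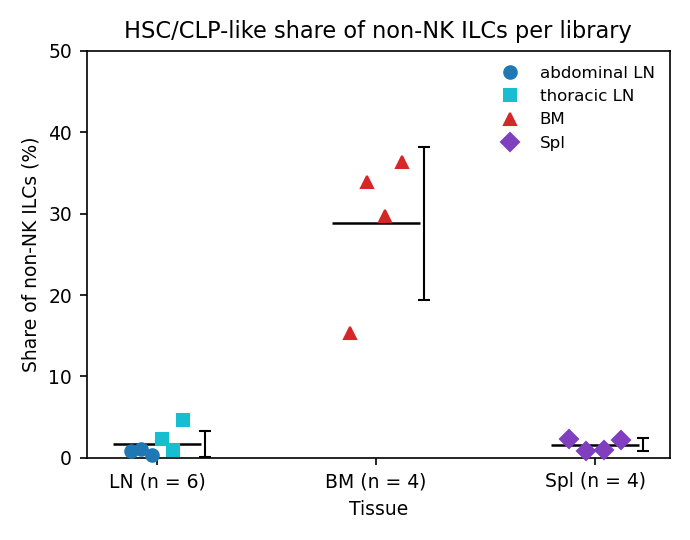
HSC/CLP-like cells as percent of non-NK ILCs (vertical axis) by tissue (horizontal axis), with 1 point per library, lines for means and bars for SD. BM libraries averaged 28.8% and LN libraries 1.71%.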

C #4 possessed eighty percent of the cells in the BM expressing CLP/Early innate lymphoid progenitors (EILPs)/pILCs gene features. (Fig. 4b). Consequently, we found fewer cells expressing ILC1, ILC2, or ILC3 gene features within C #4 and in the BM itself. Among the tissues, as expected, BM contained the highest number of cells expressing HSC/CLP gene features compared to Spl and LNs (Fig. 4c). To delineate the developmental stages, we generated the Monocle-2-based trajectories overlayed on UMAPs defining individual clusters, which indicated an orderly transition of CLPs into EILPs/pILCs to ILC3 and ILC1 (Fig. 4d). Cells in C #4 started the pseudotime trajectory, indicating the location of HSCs/CLPs, EILPs, and pILCs. Utilization of features defining CLPs and early progenitors further confirmed this unique transition pattern based on gene expression levels (Fig. 4d).

**Fig. 4:**
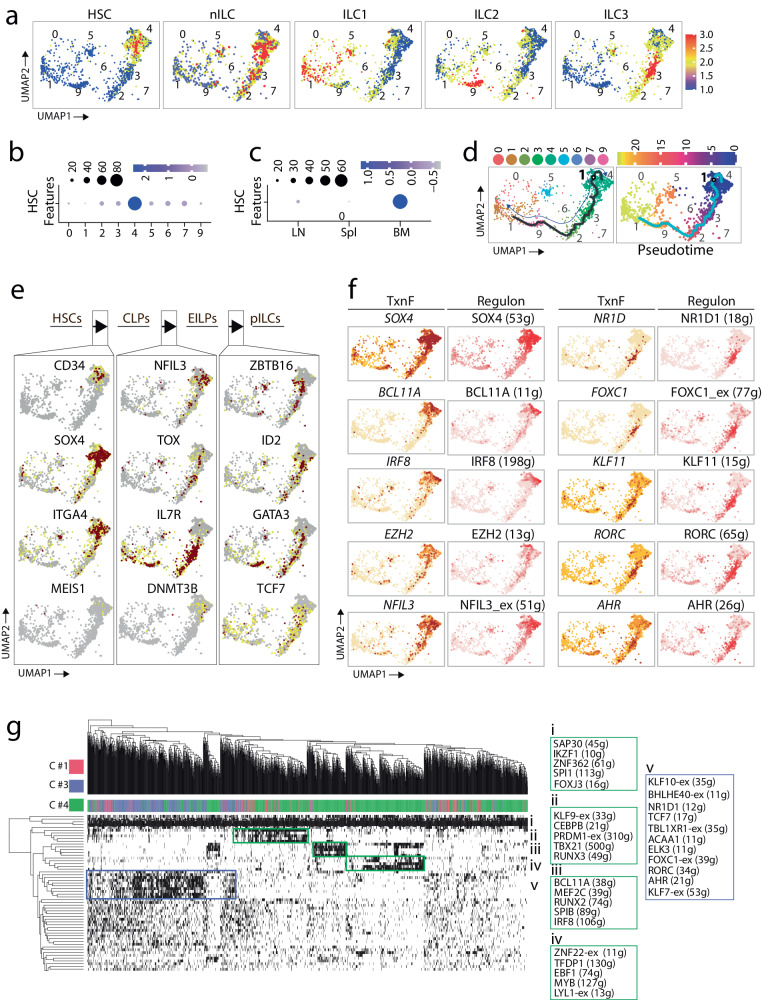
Human ILC development initiates from bone marrow. **a** Identification of ILC subtypes in BM. Module scores were calculated using expression levels of gene lists specific to each cell type and visualized by UMAPs. Blue to red represent expression levels of gene lists in each feature plot. P-values were calculated by Welch’s t-test. **b** Expression of HSC/CLP gene features per cluster displayed as dot plots. The size of each dot shows the percentage of the cells expressing the noted gene, with color indicating the significance of expression. **c** Dot plot displaying expression of HSC/CLP features per LN, BM, and Spl. **d** Pseudotime analysis of the progenitor cluster to the mature ILCs using the Monocle3. The line indicates the direction of developmental progression from progenitors to mature ILCs. UMAPs display clusters (left), and color represents the temporal dimension of the cells in each stage (right). **e** Schematic figure showing stages for early development of ILC in BM. The arrows indicate transient expression of TFs in each HSCs, CLP (common lymphoid progenitor), EILP (early ILC progenitor), and PILC (progenitor ILC) stage. **f** The expression of TFs and their related regulons in the BM clusters. The darker color represents a higher expression of TF or higher regulon activity. **g** Regulon activity in C#4 (ILC progenitor) and two mature clusters C#1 and C#3 The color bar on the top represents each cluster and related high activity regulons. The regulons are grouped in the color boxes based on the same pattern of activity.

Next, we analyzed gene expressions related to early developmental stages of ILCs by overlaying feature plots onto UMAPs. Expression of *CD34* defined HSCs and CLPs. Earlier reports have shown that the first uncommitted ILC progenitor potential resides within the α4β7-positive fraction of the CLPs^42^. 

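CD34 and ITGA4 (ENSG00000115232) were examined in 292 BM HSC/CLP-like cells with a median of 4101 UMIs, none of them left out by thinning to 1000 UMIs. Thinned, 9 cells (3.08%, 95% interval 1.63% to 5.75%) held a CD34 UMI and 151 (51.7%) an ITGA4 UMI. Unthinned shares were 12.3% and 83.2%. Mature NK-like cells of BM, which should lack CD34, held it in 0.11% of cells and ITGA4 in 22.6%, over 62704 cells with a median of 2183 UMIs and 7278 left out. Of the ITGA4+ cells, 95.4% held no CD34 UMI, and 7 cells held both against 4.7 expected from independent draws. The unthinned CD34 share shows that a cell without a CD34 UMI can still carry the transcript.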

We found the expression of *ITGA4* transcripts in a largely non-overlapping cell population that expressed lower or no *CD34* transcripts. This implies the human BM contains the CD34^−^α4β7^+^ progenitor with ILC potentials. *SOX4* is predominantly expressed in C #4 (Fig. 4e), defining these cells with the highest stemness. Transcripts encoding MEIS1 that protect and preserve HSCs by restricting oxidative metabolism were moderately present in C #4^43^. The increased expression of *NFIL3* coincided with *SOX4* and *CD38* (Fig. 4e), marking the emergence of CLPs^44^. 

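SOX4 was found in 256 of 292 BM HSC/CLP-like cells (87.7%) after thinning, against 2.51% of mature NK-like cells at the same depth. NFIL3 was found in 25.3% against 5.84%. CD38 was found in 13.7% against 12.2%, and in 1.57% of the other ILC classes of BM. MEIS1 was found in 0.68% (95% interval 0.19% to 2.46%) against 0.3%, which lies within the interval. NFIL3 and SOX4 were found together in 67 cells (64.9 expected) and NFIL3 and CD38 in 12 (10.1 expected). Unthinned shares were 100% for SOX4, 55.8% for NFIL3, 32.2% for CD38 and 5.14% for MEIS1, at a median of 4101 UMIs. MEIS1 was found in 0.74% of unthinned mature NK-like cells at a median of 2183 UMIs, and its level was 13.1 CPM against 3.1 CPM there. From this overlap, the paper reasons that NFIL3 marks the emergence of CLPs.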

Earlier studies have shown that the lack of Nfil3 abolished the development of all subsets of ILCs^45,46^. Our data demonstrates the expression of *NFIL3* transcripts in a subset of cells early in the pseudotime trajectory. Early innate lymphoid progenitors (EILPs) are a population of multipotent progenitor intermediates between all lymphoid progenitors (ALPs) and progenitor ILCs (pILCs)^47^. Previous findings have shown that TOX is required to convert ALPs to EILPs^48^. We found the presence of transcripts encoding TOX in a moderate number of cells that expressed both *NFIL3* and *IL7R* transcripts (Fig. 4e). 

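TOX was found in 15 of 292 BM HSC/CLP-like cells (5.14%, 95% interval 3.14% to 8.3%) after thinning, against 5.4% of mature NK-like cells and 5.72% of the other ILC classes of BM, so no difference was detectable at this depth. Its unthinned share was 26.0% at a median of 4101 UMIs, against 12.8% at 2183 UMIs in mature NK-like cells. IL7R was found in 4.45%, against 2.01% of mature NK-like cells. Of the TOX+ cells, 5 held NFIL3 (3.8 expected), and 1 held NFIL3 and IL7R.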

Expression of *IL7R* is higher in a population of cells that are low in *NFIL3* and *TOX* transcripts. This may be because the mature ILCs, particularly ILC3, express much higher levels of IL-7R. In murine models, a common helper ILC progenitor (CHILP) that expresses *Zbtb16* (Plzf) among the pILC fraction has been described^4,5^. Therefore, we next analyzed the expression of *ZBTB16*. 

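ZBTB16 was found in 10 of 292 BM HSC/CLP-like cells (3.42%, 95% interval 1.87% to 6.19%), against 8.52% of mature NK-like cells. In the other ILC classes of BM, 6.29% of cells held it and 70.5% held IL7R, over 699 cells with a median of 2252 UMIs and 49 left out. There, 32 of 44 ZBTB16+ cells held IL7R, against 31.0 expected.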

We found the presence of *ZBTB16* transcripts in subsets of cells that are either *IL7R* transcript positive or negative. IL-15R-mediated activation promotes the expression of NFIL3, which is required for the transcription of ID2 and GATA3 in EILPs. 

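ID2 was found in 52 of 292 BM HSC/CLP-like cells (17.8%), below the 28.6% of mature NK-like cells. GATA3 was found in 7.88%, against 5.97%. Both were found together in 4 cells, against 4.1 expected. Unthinned shares were 48.3% for ID2 and 19.2% for GATA3. In the other ILC classes of BM, 20.7% of 699 cells held ID2 and 21.6% GATA3, and 40 cells held both, against 31.3 expected. From its results on these factors, the paper concludes that BM holds several stages of ILC development, and no order in time was tested here.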

We found both the expression of ID2 and GATA3 transcripts in a subset of cells away from the CLPs or CLPs with ILC potentials. These results conclude that the human BM contains distinct developmental stages of ILCs, including CLPs (or ALPs), non-committed CLPs with ILC potentials, EILPs, and pILCs.

We performed SCENIC analysis on the BM cells to identify the specific TFs responsible for each stage of the ILC development (Fig. 4f, g). GRN analyzes confirmed the role of SOX4 regulon as its expression level is high in cells at the start of the pseudotime trajectory. SOX4 expression and its regulon activity decreased in cells present at the later stages of the pseudotime trajectory, implying an active maturation process (Fig. 2f). *BCL11A* is essential for the survival of CLPs and lymphopoiesis^49^. We found that the expression level of the *BCL11A* and its regulon activity gene is high in the CLPs and steadily decreases as cells mature. *IRF8* is expressed at a high level, and its regulon is coactivated with MEF2C, RUNX2, and SP1B regulons (Fig. 4F). The developmental progression from pILCs to mature ILCs was also seen in the BM as determined by RORC, AHR, KLF7, and TCF7 regulons (Figs. 4f, g). Next, we analyzed the three major clusters (C #1, #3, and #4) present in the BM for active regulons (Fig. 4g). Five regulons, SAP30, IKZF1, ZNF362, SPI1, and FOXJ3, were dominantly active in all three clusters. ZNF362 and SPI1 were universally present in all the cells (Fig. 4g-i). Three additional sets of regulons were expressed in C #4. These included KLF9, CEBPB, PRDM1, TBX21, and RUNX3 in the first group (Fig. 4g-ii), BCL11A, MEF2C, RUNX2, SPIB, and IRF8 in second group (Fig. 4g-iii), and ZNF22, TFDP1, EBF1, MYB, and LYL1 in the third group (Fig. 4g-iv). Cluster #3 possessed BHLHE40, TCF7, RORC, and AHR regulons, indicating the presence of committed ILC3 in the BM (Fig. 4g-v).

As BM and LN contain C #4 as the progenitor population, we compared the transcriptomic differences between the tissues using DEGs (Supplemental Fig. 4a). In the BM cells, C #4 expressed high levels of genes and regulons indicative of early developmental stages, including *ITGA4*, *CD38*, *CD34*, *RUNX1*, *RUNX3*, *MYB1*, and *ZEB2*. Conversely, LN C #4 cells expressed genes defining committed pILCs, including *KIT*, *ID2*, *IL1R1*, and *IL7R*. It is important to note that some of the highly expressed genes in in C #4 of BM were shared with C #4 cells of LN. However, most of the genes that are highly expressed in LN were not shared with C #4 of BM (Supplemental Fig. 4a), potentially suggesting a link between the ILC progenitors in BM and differentiating ILCs in LN. 

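HSC/CLP-like cells of BM and LN were compared in 4 BM libraries (292 cells) and the 4 LN libraries with at least 20 such cells (185 cells). Of 11 genes listed, 9 could be tested and 8 differed in the stated direction. Over all genes, 4 were called in that direction and 1 in the opposite one. When adjusted over the list alone, 5 and 1 were called, which is not independent evidence. ITGA4 (1.66, adjusted p = 0.0102) and ZEB2 (1.84, adjusted p = 0.00551) were higher in BM by edgeR with Benjamini-Hochberg adjustment. ID2 (−2.06, adjusted p = 0.000618), IL7R (−1.77, adjusted p = 0.00463) and RUNX3 (−2.19, adjusted p = 0.00111) were higher in LN by the same edgeR test and Benjamini-Hochberg adjustment. For these 5 genes, no BM library overlapped an LN library. The call of ZEB2 was lost at resolutions of 0.3 (0.0543) and 1.0 (0.107), and with at least 50 cells per library (0.064), as was that of IL7R in the last of these (0.0803). ITGA4 lost its call without stress, ribosomal and mitochondrial genes among the variable genes (0.0654) and with a replicate block (0.05). KIT was not called (−0.73, edgeR Benjamini-Hochberg adjusted p = 0.267), nor CD38 (1.17, adjusted p = 0.111) or MYB (0.91, adjusted p = 0.209). Without abdominal LN 2, the edgeR test with Benjamini-Hochberg adjustment called CD38 (2.09, adjusted p = 0.00204), KIT (−1.05, adjusted p = 0.03) and MYB (1.49, adjusted p = 0.0359). CD38 was also called in 11 alternatives. Over all alternatives, its adjusted p ranged from 0.000476 to 0.336 (edgeR, DESeq2, Benjamini-Hochberg). CD34 and IL1R1 had too few counts to be tested.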

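Between BM and LN, 246 of 2413 genes differed in HSC/CLP-like cells, 94 higher in BM and 152 higher in LN (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p < 0.05). The count was 151 without BM 2 and 131 without BM 4. RGS1 (−4.81, adjusted p = 3.64e-06) and CXCR4 (−4.55, adjusted p = 1.14e-05) led in LN with AREG (−3.87, adjusted p = 0.00106), and HIST1H1E (3.67, adjusted p = 8.21e-07) and HIST1H1D (3.37, adjusted p = 1.61e-06) in BM, by edgeR with Benjamini-Hochberg adjustment and with no overlap between libraries. HBB was also higher in BM (count ratio 36.2, 95% interval 12.2 to 178), with a fitted log2 difference of 8.16 without thoracic LN 1. Histone genes were also higher in BM in NK-like cells, with a median log2 difference of 1.51 over 36 genes, so this difference is not specific to progenitors. The same holds for AREG, at 1.55e+03 CPM in mature NK-like cells of LN and 129 CPM in those of BM. The paper proposes a link between BM progenitors and differentiating ILCs of LN, which was not tested here.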

Next, we identified the gene regulatory networks operating in the LN and BM. The regulon activities of C #4 in LN and BM reveal three active groups. The first group, including AHR, ATF, and NFIL3, is common between the two tissues. In the previous section, we identified the expression of NFIL3 in EILP as a transient stage. The next group, mostly active in BM cells, expressed TBX21 and RUNX1 regulons and has been previously defined as an early developmental stage^50^. Finally, the last group of regulons is mostly active in LN cells. These regulons mostly consist of genes known for later development stages in mature ILCs. This includes RORC, RUNX2, BHLHE40, and the ATF family. (Supplemental Fig. 4b). We analyzed major signaling pathways using Gene Set Enrichment Analyzes (GSEA) using Reactome and Msig Data Base (MsigDB, Hallmark gene sets) databases to differentiate the pathways that operate in C #4 from BM and LN (Supplemental Fig. 4c). 

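In HSC/CLP-like cells, 32 of 38 cell cycle genes were higher in BM than in LN, with a median log2 difference of 0.93 and a mean of 1.09. Leaving out scrublet doublets moved the median most, to 2.55. The summed level was 631.3 CPM in BM (SD 246.8) and 447.7 CPM in LN (SD 74.6), a difference of 183.6 CPM. For the set, two-sided p was 0.00181 by camera and 0.116 by fry, and exact permutation of the summed level gave 0.257. The call held only under camera. Over all genes, 1 gene of the set was called (MCM4, 2.96, edgeR Benjamini-Hochberg adjusted p = 0.00544), and 3 were called when adjusted over the list alone. The set was tested without a low-count filter, a choice made after the filter had left 1 gene.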

Cell-cycle signaling was significantly enriched in BM compared to LN. In contrast, the TLR pathways, including TLR3 cascade and MyD88 independent TLR4-mediated activation, were enriched in the LN C #4. Together, our single-cell data indicate the developmental progression of ILCs begins in the BM and continues in the LN via nILC progenitors.

### ILC progenitors develop in the BM and commit to naïve ILCs in the LNs

We identified C #7 as naïve ILCs exclusively present in the LN tissue, raising the question of whether there is a direct link between progenitor ILCs in the BM and naïve ILCs in the LNs. First, we defined the differentially expressed genes between C #4 of BM and C #7 of LN using heatmaps (Fig. 5a). BM C #4 highly expressed *SOX4*, *TOX2, CD38, and BCL11A* genes, which are progenitor markers, and cell cycling genes such as *CDK6* and *STMN-1*, that function as an important regulatory protein of microtubule dynamics and play an important role in cell-cycle progression and cell migration^51^. 

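BM HSC/CLP-like cells were compared with LN cells of the unnamed cluster taken in place of naive ILCs (4 BM and 6 LN libraries). Of 4282 genes, 917 differed, 364 higher in BM and 553 higher in LN (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p < 0.05). CD38 (1.90, adjusted p = 0.000129), BCL11A (1.87, adjusted p = 0.00111), CDK6 (2.09, adjusted p = 1.42e-05) and STMN1 (1.33, adjusted p = 0.00243) were higher in BM by edgeR with Benjamini-Hochberg adjustment, each with no overlap between libraries. TOX2 was higher in LN (−1.19, edgeR Benjamini-Hochberg adjusted p = 0.00626), and not called with at least 50 cells per library (0.103). SOX4 was not called (0.67, edgeR Benjamini-Hochberg adjusted p = 0.308) but was without abdominal LN 1 (1.29, adjusted p = 0.00354). Stronger integration, chosen after the data were seen, reversed TOX2 (2.00, edgeR Benjamini-Hochberg adjusted p = 0.00886). SOX4 and CD38 served to name the BM class.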

We subset these two and reclustered them to gain insights into the developmental progression of ILCs from the BM to the LN. We identified five distinct clusters. This unsupervised clustering identified LN naïve ILCs as a separate cluster from BM cells (Fig. 5b). To assess the developmental progression from BM progenitors to naïve ILCs, we generated a pseudotime trajectory ^52^ using a Monocle3 (Fig. 5c). The Pseudotime and developmental progression uncover the link of the BM progenitor to nILCs and the possibility of early development of ILC in the LNs. Computational ordering of cells in an unsupervised manner using maximal transcriptional similarity between successive pairs of cells allowed us to define the transcriptomic continuity of the cells. Pseudotime ordering formed a gradual progression from BM HSCs to naïve ILCs. The starting point of the pseudotime trajectory is HSCs expressing *CD34*, *TCF7*, *SOX4*, and *ITGA4*, followed by two major branch points (BPs), indicating two distinct cell fate (C_F_) decisions. Cells in C_F_1 progress to become mature ILCs in BM, and cells falling in C_F_2 develop into naïve ILCs. Expression of individual genes through the pseudotime trajectory indicates specific requirements of the naïve ILC development (Fig. 5d). The genes, including CD34, SOX4, and NFIL3, are expressed solely in the BM cells. GATA3, TCF7, and ZBTB16 expression starts from BM cells and increases through the development of the naïve ILC cluster. Expression of *IL7R*, the canonical maker of ILCs, begins from the later part of the BM trajectory and peaks in all the naïve ILCs, indicating the importance of this receptor in the ILC development.

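Between BM HSC/CLP-like cells and the unnamed LN cluster, IL7R was higher in LN (−5.72, adjusted p = 3.47e-07, edgeR with Benjamini-Hochberg adjustment, no overlap between libraries). NFIL3 (0.66, adjusted p = 0.165), GATA3 (−1.10, adjusted p = 0.195), TCF7 (−0.66, adjusted p = 0.0569) and ZBTB16 (0.03, adjusted p = 0.982) were not called by edgeR with Benjamini-Hochberg adjustment. Without abdominal LN 1, TCF7 was called (edgeR Benjamini-Hochberg adjusted p = 0.0254). CD34 had 61 counts in BM and 1 in LN, a ratio of 102 (95% interval 17.6 to 4.09e+03). Of 20 listed genes, 17 could be tested, and 10 were called in the stated direction and 1 in the opposite one. When adjusted over the list alone these were 11 and 1, which is not independent evidence.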

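Among genes higher in BM, the largest changes without overlap were in VPREB1 (count ratio 196, 95% interval 53.8 to 1.63e+03), BLNK (180, 31.7 to 7.19e+03) and PLD4 (139, 24.2 to 5.54e+03). In the LN cluster they were HSPA1A (521, 93.2 to 2.06e+04), HSPA1B (190, 65 to 925) and MORC1, which was at least 45.1-fold higher. Both heat shock genes were also higher in NK-like cells of every LN library than of any BM library, so their difference is not specific to this cluster. Without thoracic LN 2, the fitted log2 difference of HSPA1B was −4.93.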

**Fig. 5:**
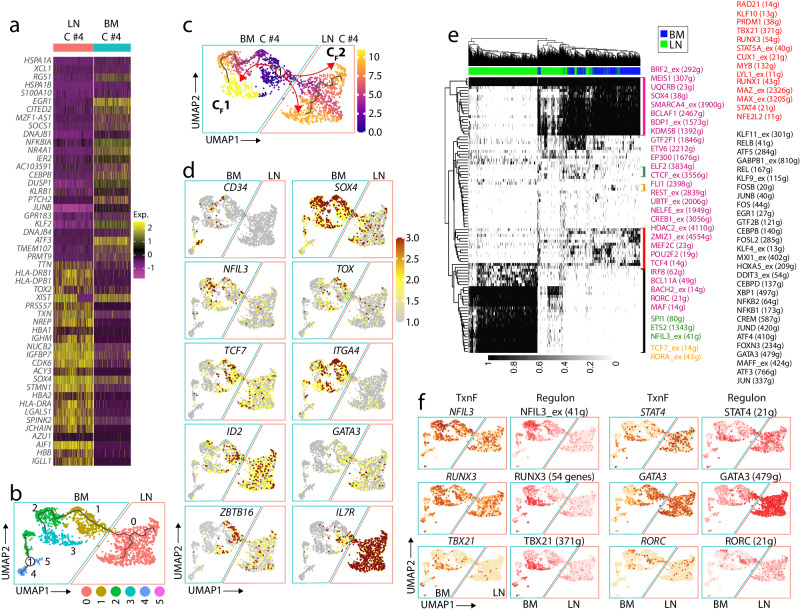
Developmental progression in the LNs indicates a naïve population committed from early progenitors. **a** Heatmaps of the top significant DEGs in C#4 of the BM and C#7 of the LNs. Rows and columns represent genes and cells, respectively. Cells from the same cluster are grouped together. The color scale reflected Z-Score from log2 fold change. **b** UMAP plot showing the clustering of combined BM progenitors and LN naïve ILC clusters. The reclustering identified 6 distinct clusters. Tissues are color-coded (LN blue; BM red). (1) indicates the starting point of the pseudotime trajectory on the separated partition (left side) of the cells. **c** Pseudotime trajectory analysis of BM progenitors and LN naïve ILC clusters. The line indicates developmental progression, and the colors represent the temporal dimension of cells in each stage. **d** Expression levels of genes related to the early progenitor stage to more committed ILCs shown in feature plots. Darker red represents higher expression levels. **e** Regulon activities in the BM progenitors and LN C #7 showing as a heatmap. The color bar represents each tissue, and the gray scale indicates regulon activity levels. The regulons are grouped in the color boxes based on their pattern of expression. **f** Expression of TFs and related regulons in BM progenitors and LN C #7. The darker color represents a higher expression of TF or higher activity of regulon.

We performed SCENIC analysis to define the global transcriptional changes orchestrated by the GRN. Using this analysis, we identified 76 co-regulated regulons further classified into five active groups (Fig. 5e, f). Regulons from BM cells were clustered into four groups. The first set contained regulons operated by BCL11A, SOX4, BCLAF1, MAF, MEF2C, and SMARCA4, predominantly active in most BM cells. The next major group is TBX21, RUNX1, RUNX3, and MYB, which also operate in the BM cells. The next two smaller regulons were operated by (ETS2, NFIL3) and (TCF7, RORA). 

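In LN cells of the unnamed cluster, EGR1 (−4.40, adjusted p = 0.00029), FOS (−2.71, adjusted p = 4.52e-05), JUNB (−3.51, adjusted p = 3.65e-05) and JUND (−2.40, adjusted p = 0.00151) were higher than in BM HSC/CLP-like cells by edgeR with Benjamini-Hochberg adjustment. No library overlapped for these 4 genes. EGR1 also stood at 256 CPM in mature NK-like cells of LN and 13.2 CPM in those of BM, so its difference is not specific to this cluster. NFKB1 was also higher, with overlap (−1.56, edgeR Benjamini-Hochberg adjusted p = 0.0185). Its adjusted p was 0.0901 without BM 2, 0.0673 without BM 3 and 0.0575 without BM 4 (edgeR, Benjamini-Hochberg). With at least 50 cells per library, NFKB1 (0.0591) and JUND (0.0528) were not called. REL was not called (−0.34, edgeR Benjamini-Hochberg adjusted p = 0.631), and NFKB2 and RELB had too few counts to be tested. Regulons were not analysed here.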

On the contrary, the active regulons in the naïve ILCs are related to immediate early genes (EGR1, FOS, JUNB, JUND) NFΚB family (NFKB1, NFKB2, REL, RELB), which indicates the role of NF-κB pathway in ILCs development. The activity of individual regulons and the expression of TFs overlay on the UMAP validated the role of regulons. NFIL3 regulon is more active in the BM cells, while the expression of the *NFIL3* gene continues in naïve ILCs. TBX21 regulon and its gene expression were more obvious in the mature ILCs as the role of this gene has been identified in ILC1 development^5^. *STAT4*, *GATA3*, and *RORC* expression and regulon activity begin in the pILCs and continue to naïve ILCs. Collectively, these data define the transcriptional profile of the early developmental stages of ILCs in the BM and LNs.

To further define the differences in the profile of naïve ILCs to C #4 of BM, we analyzed major signaling pathways using GSEA. Similar to what we found in comparing the C #4 in LN and BM, TLR pathways are significantly enriched in naïve LNs. In addition, the signaling pathways related to major cytokine pathways, including IL-4 and IL-13, were also enriched in LNs. On the contrary, the major upregulated pathways in the C #4 in the BM were related to proliferation, including G1/S transition and cyclin-related pathways, as shown in (Supplemental Fig. 5a). In the previous section, we have shown the location of HSC/CLP/EILP and pILCs in C# 4 using their specific gene expression. We isolated and reanalyzed these subsets to validate the link between the progenitor cluster and nILC. The results indicate the continuation of pILCs at the end of C #4 to nILCs in the LNs. To understand the potential relationships between the nILCs and more mature ILC subtypes, we performed trajectory analysis via Monocle. Overlaying these trajectories with the ILC clusters indicates the direct link of nILC to these subsets. Generally, using these methods, we could show the direct developmental stages from pILC to naïve ILCs and to the ILC1 and ILC3 clusters in the LNs (Supplemental Fig. 5b, c).

We generated heatmaps representing highly expressed genes to determine the similarities in gene expression between the abdominal and thoracic LN ILCs compared to the Spl or BM (Supplemental Fig. 6a). We found a higher expression of similar genes between ILCs from abdominal and thoracic LNs. While ILCs from the Spl, another secondary lymphoid organ, expressed a unique set of genes, they shared several genes expressed in the LN ILCs. However, ILCs from the BM shared only a minimal number of genes with ILCs from the LNs, expressing a unique set of genes (Supplemental Fig. 6a). 

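Between LN and BM, 1388 of 8826 genes differed in non-NK ILCs, 766 higher in LN and 622 higher in BM (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p < 0.05). The count was 729 without BM 2, 919 without BM 3 and 780 without BM 4. Clustering at a resolution of 1.0 gave 2755, and leaving out 49 cells called doublets before clustering gave 2566. Reclustering named clusters alone, chosen after the data were seen, gave 679. Between LN and Spl, the same edgeR test with Benjamini-Hochberg adjustment called 125 genes, 14 higher in LN and 111 higher in Spl. This count was 323 without abdominal LN 1, 74 without abdominal LN 3, 82 without thoracic LN 1 and 39 without Spl 3. CTLA4 had 546 counts in LN and 0 in BM, at least 17.6-fold, and HSPA1A (8.11, adjusted p = 0.0033) and HSPA1B (8.05, adjusted p = 0.00776) were higher in LN by edgeR with Benjamini-Hochberg adjustment. In NK-like cells, HSPA1B stood at 13.92 to 3073 CPM per LN library and 0.459 to 1.311 CPM per BM library. HSPA1A did not overlap there either, so these differences are not specific to ILCs. PRSS2 was higher in BM with a count ratio of 993 (95% interval 174 to 3.96e+04), as were VPREB1 (−5.40, edgeR Benjamini-Hochberg adjusted p = 2.01e-05) and BLNK (−4.77, adjusted p = 3.9e-06). Against Spl, ITGAD (−4.33, adjusted p = 8.86e-05), CSF1 (−3.95, adjusted p = 0.0014) and TNFSF14 (−3.68, adjusted p = 8.86e-05) were lower in every LN library than in any Spl library by edgeR with Benjamini-Hochberg adjustment. LEF1 (3.17, adjusted p = 0.00859) and ATP10A (2.39, adjusted p = 0.012) were higher in LN by edgeR with Benjamini-Hochberg adjustment and lost their calls without Spl 3 (0.0925 and 0.141). JCHAIN was higher in LN with a count ratio of 14 (95% interval 4.76 to 67.9) and lost its call without Spl 1 (0.0696), Spl 2 (0.0943), Spl 3 (0.13) or Spl 4 (0.0693).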

Next, we identified the differentially expressed genes between the abdominal and thoracic LN ILCs. We found several transcripts encoding transcription factors KLF2, KLF6, JUND, FOS, JUN, NFKBIA, FOSB, and GATA3 in ILCs from the abdominal LNs (Supplemental Fig. 6b). In contrast, the transcripts encoding heatshock proteins (HSPA1B, HSPA1A, DNAJB1, and HSPE1) and ribosomal proteins (RPS29, RPL37, RPL36, RPL38, and RPL22) were predominantly expressed in ILCs from thoracic LNs.

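Abdominal and thoracic LN did not differ in any of 11405 genes in non-NK ILCs (3 against 3 libraries, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p < 0.05). Of these genes, 492 had p below 0.05, and DESeq2 called 0 genes, with 544 below 0.05. Without the low-count filter, edgeR called 59 of 21013 genes. All 17 listed genes differed in the stated direction, and 0 were called when adjusted over the list alone. KLF6 (1.77) and GATA3 (1.75) showed no overlap between abdominal and thoracic libraries, with an edgeR Benjamini-Hochberg adjusted p of 0.94 each. KLF2 (1.48), JUND (1.41) and NFKBIA (1.22) were higher in abdominal LN.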

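HSPA1B (−3.43), HSPA1A (−2.52), DNAJB1 (−1.18) and HSPE1 (−0.91) were higher in thoracic LN, and none was called by edgeR with Benjamini-Hochberg adjustment. Without the low-count filter, HSPA1A (0.0112) and HSPA1B (0.000333) were called. HSPA1A and HSPA1B are near-identical paralogs whose UMIs counting could split. The mean heat shock level of ILCs was 7.70 in abdominal LN (SD 0.553) and 8.23 in thoracic LN (SD 1.66), a difference of −0.53 (exact two-sided permutation p = 0.8, the smallest allowed being 0.1). It was 0.33 without thoracic LN 2, −1.33 without thoracic LN 3 and −0.23 without abdominal LN 2. In NK-like cells the difference was −0.17 (exact permutation p = 0.9). It was 0.77 without thoracic LN 2, 0.02 without abdominal LN 2, −0.33 without abdominal LN 1 and −1.14 without thoracic LN 3. Over the 6 LN libraries, ILC and NK-like levels followed each other (Pearson r = 0.972, permutation p = 0.00139, Spearman rho = 1.0, permutation p = 0.00278). Adjusted over 3 relations by Benjamini-Hochberg, permutation p stayed at 0.00139 and 0.00278. Without the 2 libraries farthest from the median, r was 0.998.

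**Figure D4:**
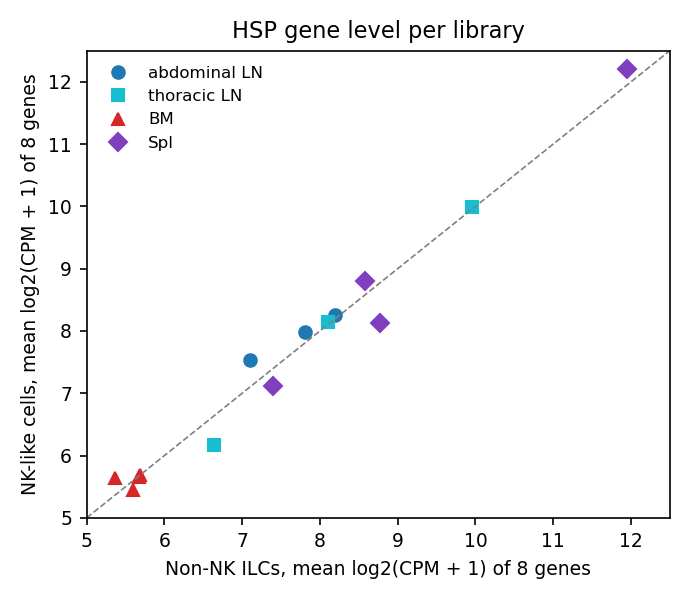
Mean log2(CPM + 1) of 8 heat shock genes in NK-like cells (vertical axis) against non-NK ILCs (horizontal axis), with 1 point per library and a dashed line of equal levels. In thoracic LN 2 both levels were near 10.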

### Transcriptionally distinct subpopulations of ILC1 and ILC3 in human LNs

We found the highest percentage of ILCs in the LN compared to BM and Spl. To gain further insights into the transcriptomic profiles of ILCs in the human LNs, we reclustered ILC1 and ILC3. Since ILC2 was represented only by one cluster, we did not further subdivide it. We identified three distinct sub-clusters in the ILC1 population (Fig. 6a). The UMAP plot and the cell number in three tissues indicate a higher number of all three ILC1 sub-clusters In LNs than BMs and Spl (Fig. 6b). 

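ILC1-like cells fell into 5 sub-clusters of 2383, 1949, 1426, 833 and 461 cells. LN gave 2295, 1818, 1338, 616 and 445 of them, BM 67, 79, 63, 80 and 0, and Spl 21, 52, 25, 137 and 16. In the first sub-cluster, ribosomal genes made up 46.5% of UMIs, against 35.4% over the rest.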

C #1 is the most abundant cluster in the BM, while all three sub-clusters were found in Spl, albeit in much fewer numbers. To identify the transcriptomic differences of ILC1 in LNs, BMs, and Spl, we compared the gene signature of total ILC1 in these tissues (Fig. 6c). We uncovered transcripts encoding the subunits of the CD3 signaling complex (*CD3E, CD3D, CD3G*) that are commonly expressed on ILC1 in all three tissues. We also found *CD48* expression in the common genes of ILC1 in three tissues. CD48 associates with CD2 and efficiently brings the Src family protein kinase LCK and LAT to the TCR/CD3 complex^53^. High expression of *LCK* in all ILC1 subsets could suggest the possible activation of the signaling pathway associated with the Src family.

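Against BM, ILC1-like cells of LN showed a log2 difference of 0.55 for CD3E, 0.78 for CD3D, 0.86 for CD3G, 0.31 for CD48 and 0.30 for LCK, and none was called by edgeR with Benjamini-Hochberg adjustment. CD3G was called without scrublet doublets (0.0437) and without the low-count filter (0.0357). Of the settings chosen after the data were seen, stronger integration called CD3E (0.000828), CD3D (0.0146) and CD3G (0.00828), a fixed ridge penalty called CD3E (0.032), CD3D (0.0341) and CD3G (0.0319), and no mitochondrial minimum called CD3D (0.0383). Against Spl, the difference was −0.05 for CD3E, 0.38 for CD3D, 0.78 for CD3G, 0.05 for CD48 and −0.14 for LCK, again with no call in edgeR, and stronger integration called CD3G (0.0206). CD3 genes served to name the class. In all 6 LN libraries, 11 of 12 T cell genes of a fixed list were higher in ILC1-like cells than in ILC3-like and NK-like cells. The paper proposes signalling through Src family kinases, which was not tested here.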

**Fig. 6:**
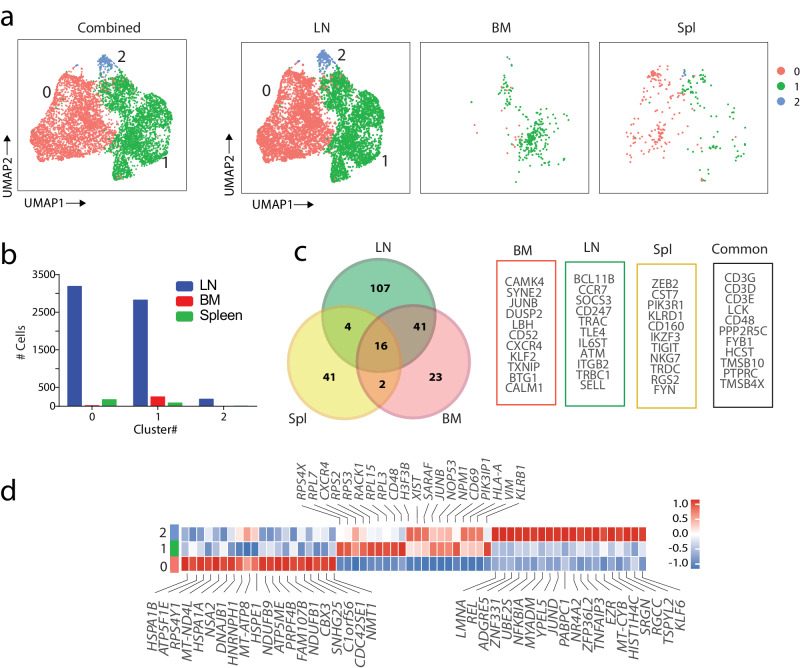
ILC1 in the human LNs contains three distinct clusters. **a**The ILC1 reclustering defined three transcriptomically- distinct clusters. UMAP visualization of ILC1 clusters color-coded based on tissue origin. **b** The barplot showing the actual number of each cluster. The LNs have higher total ILC1 compared to BMs and Spls. Cluster #1 is higher in the BM samples. **c** The unique and common genes for ILC1 in LN, BM, and Spl tissues. The colors indicate each tissue and the black box indicate the common genes for all three tissues. **d** The heatmap showing top DEGs in each of the three ILC1 clusters. The color scale reflects Z-score from log2 fold change.

In addition to the common genes for three tissues, some features are highly expressed only in LNs, BMs, or Spl. Most migratory ILCs are ILC1s, and they could enter LN directly from the circulation using CD62L and CCR7^54^. LN-specific genes of ILC1 show a high level of *CCR7* and CD62L (*SELL*) in the LN ILC1, indicating the migratory characteristic of these cells. 

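CCR7 was higher in ILC1-like cells of LN than of BM (2.75, adjusted p = 0.00693) and of Spl (2.26, adjusted p = 0.00959) by edgeR with Benjamini-Hochberg adjustment, with no overlap between libraries, and served to name the class. Against BM, its call was lost without BM 1 (edgeR Benjamini-Hochberg adjusted p = 0.0535), at resolutions of 0.3 (0.153) and 1.0 (0.0639), under the stricter cell filter (0.0636) and with at least 50 cells per library (0.0944). Against Spl, it was lost at a resolution of 0.3 (0.142), with at least 50 cells per library (0.123) and under stronger integration (0.0689), which was chosen after the data were seen.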

ILCs have an important role in producing different cytokines. IL-6 can induce SOCS3 expression through STAT3 signaling^55^. 

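SOCS3 was higher in every LN library than in any BM library of ILC1-like cells (2.57, edgeR Benjamini-Hochberg adjusted p = 0.00347) and not called against Spl (0.94, adjusted p = 0.173). With at least 50 cells per library, its BM call was lost (edgeR Benjamini-Hochberg adjusted p = 0.127). IL6ST was not called against BM (1.31, edgeR Benjamini-Hochberg adjusted p = 0.119) and was against Spl (1.73, adjusted p = 0.0435). The Spl call of IL6ST was lost without any 1 of BM 2, Spl 1, Spl 2, Spl 3, abdominal LN 2, abdominal LN 3, thoracic LN 1, thoracic LN 2 and thoracic LN 3, with an adjusted p between 0.0517 and 0.226 (edgeR, Benjamini-Hochberg).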

We also found that IL-6 family signal transducer (IL6ST) and SOCS3 genes are highly expressed in LN ILC1. Next, we analyzed ILC genes highly expressed in BMs and Spl. For BM, the specific genes include CD52, cytokine receptors *CXCR4*, and TF (*KLF2, JUNB*). 

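ILC1-like cells of LN and BM differed in 208 of 5463 genes, 136 higher in LN and 72 higher in BM (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p < 0.05). The count was 58 without BM 1, 92 without BM 2, 121 without BM 3 and 94 without BM 4. Of the 4 genes listed for BM, CD52 was higher in BM and not called (−0.90, edgeR Benjamini-Hochberg adjusted p = 0.13). Without abdominal LN 2 it was called (−1.20, edgeR Benjamini-Hochberg adjusted p = 0.0279). Under stronger integration, chosen after the data were seen, it was higher in LN and not called (0.37, edgeR Benjamini-Hochberg adjusted p = 0.522). CXCR4 (3.09, adjusted p = 0.000942) and JUNB (2.20, adjusted p = 0.00184) were higher in LN by edgeR with Benjamini-Hochberg adjustment, with no overlap between libraries. With at least 50 cells per library, 12 genes were called, and CXCR4 (0.0572) and JUNB (0.0789) were not among them. KLF2 was higher in LN and not called (1.65, edgeR Benjamini-Hochberg adjusted p = 0.0732), with an adjusted p of 0.0266 without Spl 2 and 0.0298 without thoracic LN 3. Over the 8 genes listed for LN and BM, 2 were called in the stated direction and 2 in the opposite one. When adjusted over the list alone, these were 4 and 3.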

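The 3 highest and lowest called genes without overlap were as follows. Higher in LN were HSPA1B (count ratio 437, 95% interval 78.5 to 1.73e+04), HSPA1A (143, 49 to 695) and CTLA4 (522 counts against 0, at least 7.69-fold). The 2 heat shock genes are near-identical, and counting could split their UMIs. Both were also higher in NK-like cells of every LN library than of any BM library (HSPA1A 14.82 to 3117 CPM against 3.519 to 9.782 CPM). Their difference is therefore not specific to ILC1-like cells. HSPA1A lost its call without BM 1 (0.0895), BM 2 (0.0866), BM 3 (0.0574) or BM 4 (0.0663). HSPA1B lost it without BM 1 (0.12), BM 2 (0.138), BM 3 (0.0876), BM 4 (0.101) or thoracic LN 2 (0.0615), and CTLA4 without BM 1 (0.0557) or BM 2 (0.0826). Higher in BM were HBA1 (−5.26, adjusted p = 0.00246), HBA2 (−5.07, adjusted p = 0.00251) and HBB (−4.84, adjusted p = 0.00858) by edgeR with Benjamini-Hochberg adjustment. Without BM 1, HBA2 (0.0535) and HBB (0.0818) were not called. HBA1 and HBA2 are also near-identical, and NK-like cells of BM held these transcripts at a similar level.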

The Spl ILC1 has more NK cell features. They express *CST7, NKG7, KLRD1*, and *CD160*, which are involved in the cytotoxic function of NK cells. These analyzes indicate the common genes and unique transcriptomic signature of ILC1 for LNs, BMs, and Spl.

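ILC1-like cells of LN and Spl differed in 258 genes, 102 higher in LN and 156 higher in Spl (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p < 0.05). The count was 434 without abdominal LN 1, 169 without abdominal LN 2, 135 without thoracic LN 2, 171 without thoracic LN 3 and 63 without Spl 3. CST7 (−2.44, adjusted p = 0.00134), NKG7 (−2.56, adjusted p = 0.000516), CD160 (−3.33, adjusted p = 0.00115) and KLRD1 (−2.01, adjusted p = 0.0218) were higher in Spl by edgeR with Benjamini-Hochberg adjustment. Libraries overlapped for KLRD1 alone of these 4 genes. The call of KLRD1 was lost without Spl 1 (0.0763), Spl 3 (0.0709) or Spl 4 (0.0654), and with at least 50 cells per library (0.326). Of the 8 genes listed for LN and Spl, 7 were called over all genes and 8 when adjusted over the list alone, which is not independent evidence. The ILC1-like sub-cluster of 833 cells had GZMK, NKG7, FCGR3A and CST7 among its leading genes. It held 137 of 251 Spl cells and 616 of 6512 LN cells. Its larger share in Spl stays open as a source of these differences and was not tested.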

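Other genes with a large change and no overlap were NSG1 (259 counts in LN against 0, at least 5.56-fold), CTLA4 (count ratio 16.8, 95% interval 4.63 to 139) and LEF1 (3.81, edgeR Benjamini-Hochberg adjusted p = 0.000106) in LN. In Spl they were ITGAD (−4.64, adjusted p = 0.000114), FCGR3A (−4.46, adjusted p = 0.000114) and IRF8 (−3.98, adjusted p = 0.000183) by edgeR with Benjamini-Hochberg adjustment. FCGR3A was among the leading genes of the sub-cluster of 833 cells, so its difference carries the same limit.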

Next, to identify the subset-specific gene expression and their signaling pathways, we generated a heatmap of DEGs showing the level of expression and significance of the top-regulated genes in three ILC1 clusters (Fig. 6d). These analyzes revealed that individual sub-clusters in an ILC population harbor highly variable transcriptomes^31^. 

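The smallest ILC1-like sub-cluster (461 cells) had a mean heat shock level of 10.30, against 8.47 over the other sub-clusters, and 7 of its 10 leading genes encode heat shock proteins. Thoracic LN 2 gave 67.5% of its cells. As a share of a library's ILC1-like cells it was 16.13% in Spl 2, 11.83% in thoracic LN 2, 10.53% in Spl 1 and 8.27% in thoracic LN 1. In the other libraries it was 0.0% to 4.37%. It had no counterpart when stress genes were left out of the variable genes. That setting leaves out the heat shock genes themselves, so this outcome was nearly fixed in advance.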

C #0 highly expressed transcripts of heat shock proteins (*HSPA1B, HSPA1A, DNAJB1, HSPE1*). In addition, pathway analysis of the highly variable expressed genes found the HSP90 chaperone cycle for steroid hormone receptors (SHR) as the most significant pathway in this cluster. C #1 has an activated condition with high expression of ribosomal proteins, CD48, and KLRB1. This cluster expresses the activation marker CD69. These data could suggest C #1 as the potential cluster newly arrived from the BM to LN. Interestingly, among the three ILC1 clusters, C #1 is the most prevalent in BM, consistent with identifying cluster #1 as a possible cluster newly coming from BM to LN. The top DEGs in C #2 are the most distinctive set, while this cluster has some genes that overlap with C #1 (*JUNB, NOP53, SARAF*) (Fig. 6d). C #2 possesses a unique gene profile and shows more regulatory function by expressing *REL, NFKBIA*, *TNFAIP3, and KLF6* genes.

After defining subsets for ILC1, we performed unbiased clustering on the subsets of the ILC3 and regrouping them to have further insights into the transcriptomic profiles of ILC3 in the human LNs PCA analysis identifies four different subsets for ILC3 in the LNs (Fig. 7a). Separating the ILC3 subsets in three tissues shows all four subsets exist in the LN with the highest number of cells related to C #0 and #1 (Fig. 7b, c). BM cells were highly enriched in C #1. 

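ILC3-like cells fell into 4 sub-clusters of 2219, 2045, 1764 and 793 cells. LN gave 2146, 1820, 1554 and 769 of them, BM 24, 189, 151 and 0, and Spl 49, 36, 59 and 24. Most BM cells lay in the second sub-cluster.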

Spleens possess all subsets with a lower number of cells than LNs. (Fig. 7b, c). A hierarchical heatmap of the top 20 DEGs from all the unsupervised ILC3 clusters in the LN validates the distinct transcriptomic profile of the ILC3 subset (Fig. 7d). C #0 is the most abundant cluster in the LNs. It contains activated cells with high expression of immediate early genes, including *CXCR4, JUND, DUSP2*, and *GADD45B*. This cluster also expresses a high level of IL-18-encoding transcripts and mitochondrial genes. 

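ILC3-like cells of LN and BM differed in 437 of 5158 genes, 270 higher in LN and 167 higher in BM (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p < 0.05). The count was 149 without BM 1, 171 without BM 2, 166 without BM 3 and 191 without BM 4. CXCR4 (3.71, adjusted p = 4.03e-05), JUND (2.64, adjusted p = 0.00606), DUSP2 (3.81, adjusted p = 0.00048) and IL18 (2.91, adjusted p = 0.00547) were higher in LN by edgeR with Benjamini-Hochberg adjustment, with no overlap between libraries. GADD45B was not called (1.18, edgeR Benjamini-Hochberg adjusted p = 0.0877) but was without thoracic LN 3 (0.0197). Between LN and Spl (3 Spl libraries), 28 genes were called, 1 higher in LN and 27 higher in Spl, by edgeR with Benjamini-Hochberg adjustment. This count was 65 without abdominal LN 1, 11 without thoracic LN 1 and 14 without Spl 3. Of the 5 genes listed above, only IL18 was higher in LN than in Spl (1.92), and 0 were called. CXCR4 (−0.45), JUND (−0.29), DUSP2 (−0.88) and GADD45B (−0.90) were lower in LN than in Spl. The paper does not compare these genes between LN and Spl.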

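Among genes higher in ILC3-like cells of LN than of BM, the largest changes without overlap were in CDKN1A (756 counts against 0, at least 12.7-fold), HSPA1A (count ratio 176, 95% interval 60.4 to 856) and HSPA1B (155, 52.9 to 750). Both heat shock genes were also higher in NK-like cells of every LN library than of any BM library, so their difference is not specific to ILC3-like cells. CDKN1A lost its call without BM 1 (0.0849), BM 2 (0.0796), BM 3 (0.0656) or BM 4 (0.0645), and HSPA1A without BM 1 (0.0862), BM 2 (0.0749), BM 3 (0.0781) or BM 4 (0.073). HSPA1B lost it without BM 1 (0.0941), BM 2 (0.103), BM 3 (0.0936), BM 4 (0.0845) or thoracic LN 2 (0.0556). HBA1 (−5.13, adjusted p = 0.000229), HBA2 (−5.04, adjusted p = 4.1e-05) and HBB (−5.01, adjusted p = 0.00048) were higher in BM by edgeR with Benjamini-Hochberg adjustment. Against Spl, NR4A3 (−3.45, adjusted p = 0.00967), TNFSF14 (−3.20, adjusted p = 0.00129) and CD83 (−2.99, adjusted p = 0.00694) were lower in LN by edgeR with Benjamini-Hochberg adjustment, and CD83 was not called without Spl 2 (0.0526). PWWP2A was higher in LN with a count ratio of 15.1 (95% interval 2.7 to 599). It lost its call without BM 3 (0.0576), BM 4 (0.05), Spl 3 (0.284), Spl 4 (0.104), abdominal LN 3 (0.0782), thoracic LN 1 (0.0609) or thoracic LN 2 (0.0549), and without Spl 2 its fitted log2 difference was 8.08.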

C #1 of ILC3 shows a higher level of the genes involved in the early development of ILCs, including *SELL*, *CD7, XCL1*, *XCL2*, and *LTB*. 

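LTB was higher in every BM library than in any LN library of ILC3-like cells (−2.15, edgeR Benjamini-Hochberg adjusted p = 0.0298). Its call was lost without any 1 of BM 1, BM 2, BM 3, BM 4, abdominal LN 3, thoracic LN 1 and thoracic LN 2, with an adjusted p between 0.051 and 0.0817 (edgeR, Benjamini-Hochberg). It was also lost at a resolution of 1.0 (0.0741), under the stricter cell filter (0.0811), without stress, ribosomal and mitochondrial genes among the variable genes (0.218) and with at least 50 cells per library (0.0566). CD7 was not called (−0.32, edgeR Benjamini-Hochberg adjusted p = 0.693). XCL1 (1.45, adjusted p = 0.152) and XCL2 (0.93, adjusted p = 0.459) were higher in LN and not called by edgeR with Benjamini-Hochberg adjustment, and counting could split the UMIs of these 2 near-identical genes.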

The presence of this cluster as the major cluster in BM validates this cluster as an early-stage committed ILC3s that could be newly arrived from BM. Cells in C #2 expressed high levels of transcripts encoding heat-shock proteins (*HSP1A1, HSPB1, HSPD1, HSPH1, HSPE1*). The ILC1 subcluster and ILC3 clusters both have a high expression of heat shock protein. That could be an indication of activated ILC cells in these two groups. 

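An ILC3-like sub-cluster of 793 cells had a mean heat shock level of 10.87, against 8.03 over the other sub-clusters, and 9 of its 10 leading genes encode heat shock proteins. Thoracic LN 2 gave 72.6% of its cells. As a share of a library's ILC3-like cells it was 48.69% in thoracic LN 2, 39.02% in Spl 2, 17.02% in Spl 4 and 7.38% in thoracic LN 1. In the other libraries it was 0.0% to 3.03%. When stress genes were left out of the variable genes, no such sub-cluster was found. That setting leaves out the heat shock genes themselves, so this outcome was nearly fixed in advance.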

C#3 is the high ribosomal cluster because it shows high expression of genes related to ribosomal proteins and translation. Finally, C #4 in ILC3 has a considerable expression of transcripts for ribosomal protein in addition to a distinct expression of *IFITM2* and *C1orf56* genes. The clustering of ILC3 in LNs indicates the heterogeneity of them in the LNs with the unique transcriptomic signature for the subsets.

**Fig. 7:**
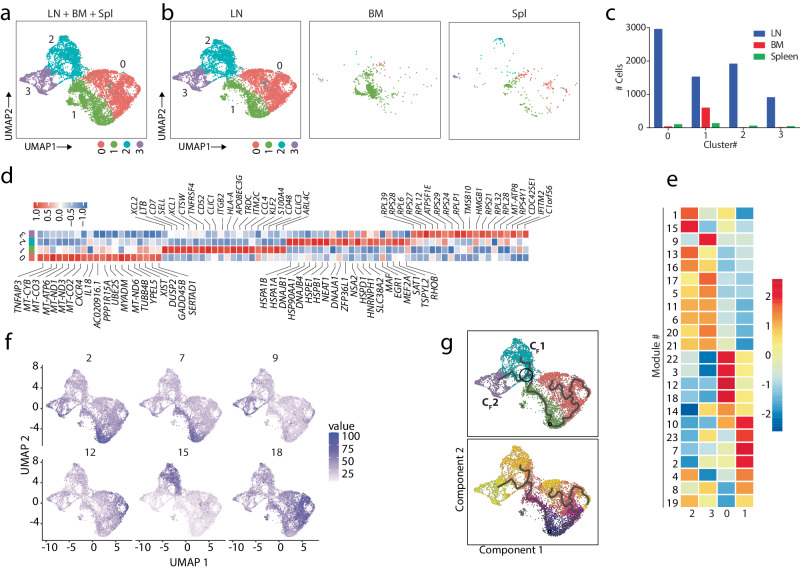
Identification of four transcriptomically- distinct clusters in human ILC3 in the LNs. **a** The ILC3 reclustering defined four transcriptomically- distinct clusters. Each color in the UMAP plot represents one cluster in the ILC3 population. **b** UMAP visualization of ILC3 clusters color-coded on the basis of tissue origin. **c** The barplot showing the actual number of each cluster in the tissues. The LN has a higher number of total ILC3 compared to BMs and Spls. Cluster #1 is higher in the BM samples. **d** The heatmap showing the top DEGs in each of the four ILC3 clusters. The color scale reflects Z-score from log2 fold change. (e) & (f) Defining the active gene module in each ILC3 subset. The level of expressed genes in each module is shown as a heatmap (**e**) and as a feature plot for selected modules (**f**). **g** Pseudotime analysis on the ILC3 subsets. The pseudotime axis indicates the temporal changes of expression of the genes starting from C#1. The black circle indicates the branch point to C#2 for cell fate 1 and C#3 for cell fate 2.

Next, to identify the potential spectrum of activation states of these ILC3 subsets, we performed pseudotime trajectory analysis (Fig. 7e–g). After finding the DEGs for all the clusters, we used Monocle3 to generate gene modules overlayed onto the UMAP. The genes involved in modules are shown (Supplemental Fig. 7a). Modules #2, 7, 9, 12, 15, and 18 are active modules in ILC3 clusters, as shown by heatmaps (Fig. 7e). The expression of each module is shown on each cluster (Fig. 7f, Supplemental Fig. 7a). Module #12 and 18 genes are highly expressed in C #0 and include *HES4*, *DUSP2*, and *TOB1*. Modules #2 and 7 are exclusively high in C #1. Identified early genes include *XCL1* and *XCL2*. These data validate our finding that C #1 is the earlier stage of ILC3 subsets. Other genes that could be found in this module include *SOCS3* and *KLRC1*. Module #15 is highly expressed on C #2 and contains transcripts encoding HSPs. Finally, Module #9 is high in C #3 with the expression of *PTP4A2*, *PTPN7*, and *CALM2* (Supplemental Fig. 7a).

After we defined the gene modules in each ILC3 cluster, we assessed the branch point in the trajectory analysis to determine genes that regulate the developmental program in ILC3 subsets in the LN (Fig. 7g**&** Supplemental Fig. 7b). The starting point of the pseudotime trajectory is followed by a major branch point (BP1), indicating two distinct cell fate decisions (C_F_). Genes that are involved in BP and two C_F_ can be defined as the modules. C_F1_ is going toward C#2. Module #1, which contains highly expressed genes in C_F1_, indicates transcripts for heat-shock proteins. In contrast, C #3 is mostly on the C_F2_, and the genes involved in this module are mostly related to memory features, including *CCR7, SELL*, and *CD44*. Module #2 contains genes involved in the transition between the two cell fates and shows high expression before the branch point. These genes include *XCL2, LTB*, and *IL2*. The temporal expression of individual genes on the pseudotime axis also indicates that heat shock protein genes increase before C #2 is generated and remain high in this cluster. *CD48, CD52*, and *XCL2* genes that are expressed in C #1 are higher at the start point of pseudotime, and their expression decreases when they develop into C #2 or C #3. (Supplemental Fig. 7c). Collectively, our data demonstrate that the subsets of ILC1 and ILC3 are heterogeneous in human LNs and follow unique transcriptional and developmental programs.

## Discussion

In this study, we comprehensively examined the diverse subsets of ILCs present in human LNs. We found early development of ILCs can happen in the lymph nodes as a secondary lymphoid tissue. A naïve ILCs (nILCs) population exists in the human LNs that can differentiate into other ILC subtypes. We identified highly heterogeneous sub-clusters of ILC1 and ILC3 in both abdominal and thoracic human LNs. Compared to LNs, human spleens contained only minimal numbers of ILCs, albeit with similar heterogeneity. In contrast to LNs and spleen, human BM contained largely ILC precursors and lower numbers of mature ILCs.

The developmental process of ILCs in mice has been extensively reported, while limited information exists on the human^42,56^. ILC development in mice starts from HSCs in the BM^57^ and then differentiates into lymphoid-primed multipotent progenitors (LMPPs) identified as Lin^−^Kit^Hi^Sca-1^Hi^Flt3^+^CD127^−^^58^. In humans, the development of ILCs starts from BM with an ILC precursor population in circulation and tissue^59,60^. Interestingly, previous studies found LNs to be the site for the early development of NK cells. CD34^Dim^CD45RA^+^ α4B7^+^ subset resides in the parafollicular T cell regions and could develop into CD56^Bright^ NK cells when stimulated by IL-15 and IL-2 in vitro^61^. Our findings show that ILC precursors also exist in human LN, suggesting a role for the secondary lymphoid tissues in the early development of ILCs. The most immature ILC progenitors are also found in human tonsils^56,62^. These cells are termed early tonsillar progenitors (ETPs) and are defined as Lin^−^CD34^+^CD10^+^KIT^−^ (ETP1) and Lin^−^CD34^+^CD10^−^KIT^+^ (ETP2). ETP1 and IL-1R^−^ ETP2 are multipotential and could give rise to T cells and DCs under specific culture conditions. IL-1R1^+^ ETP2 lacks all non-NK/ILC potentials. Hence, IL-1R1^+^ ETP2 might be the earliest common ILC precursors to both NK cells and ILCs in humans^63^. These ETP cells in the human tonsil indicate the possibility of early developmental stages in the secondary lymphoid tissues. Our study identified the developmental stages of ILCs, from HSCs to ILC precursors in the BM. Although we found progenitor clusters in both LN and BM, the cells in the BM show higher expression of the genes related to hematopoiesis. The earliest common precursors for NK cells and ILCs are EILPs, divided into specified and committed EILPs^64^. While specified EILPs maintain residual DC potential, committed EILPs have lost DC potential and are progenitors dedicated to NK and ILC lineages (48). Our study defined two transitions from HSCs to CLPs and CLPs to EILPs in the BM. The next stage after EILP is the committed progenitors, including NKPs and pILCs. In mice, NKPs downstream of EILPs generate conventional NK cells, while CHILPs produce various types of ILCs, including LTi-like ILC3, ILC1, ILC2, and ILC3^65^. The GATA3^+^PLZF^+^ subset of CHILPs, known as ILCPs, has lost the ability to generate LTi-like ILC3 and produces ILC1, ILC2, and ILC3^5^. Consistent with our data, previous studies identified a pILC subset in mouse fetal liver and adult BM that transiently expressed a high amount of Plzf that were committed to with multiple ILC1, ILC2, and ILC3 potentials at the clonal level^4^.

Previous studies uncovered a subset of naïve ILCs (nILCs) in the human colon that do not express master transcription factors while they express *IL7R* and *KIT*^32^. Trajectory analysis by Mazzurana et al. revealed potential differentiation pathways from naïve ILCs to three mature ILC3s (ILC3a-c) (28). ILC3a subset in the colon that expresses *XCL1* and *XCL2* is the first cluster in the trajectory. We discovered in our LN data that the first ILC3 cluster in the trajectory also expresses a high level of *XCL1* and *XCL2*. In addition to these two markers, our study indicates the expression of other genes in this cluster, including *KLF2*, *CTSW*, *EMP3*, *CLIC3*, and *LTB*. Our results show that the nILC population mainly exists in the LN but not in the BM or spl and expresses the genes upregulated on pILCs, including *ID2*, *ZBTB16*, and *IL-7R*. The comparison between gene regulatory networks of the nILC and the progenitor cluster indicates some unique activity of their regulons. Previous studies have shown that BCL11A is involved in early lymphoid development^49^. Consistent with that, BCL11A regulon is active in the BM progenitor population. IRF8 is another TF shown to be downregulated after being committed to mature ILCs. Consistent with that, IRF8 regulon is also active on the BM progenitor. On the contrary, the active regulons in the nILC population are related to effector functions such as NF-κB or ATF family. The presence of this naïve population could imply the necessity of fast response in these draining LN upon infection or disease condition. Our pseudotime trajectory analysis validates the link between the nILC population and all three ILCs.

We discovered extensive heterogeneity of ILCs in the human LNs. The transcriptomic and functional properties of ILC subsets in humans remain poorly understood. In humans, the ILC subtypes have been studied in lymphoid and non-lymphoid tissues, including blood, spleen, tonsil, adipose tissue, colon, and lungs^31,32,37,66^. Blood, spleen, and fat tissues have more ILC1 and ILC3 than ILC2^66^. Our findings demonstrate that ILC1, ILC2, and ILC3 exist within the human LN. Furthermore, we have observed that ILC1 and ILC3 are the most abundant subsets of ILCs in human LNs, whereas the proportion of ILC2 is relatively lower. This observation is similar to an earlier study by Mazzurana et al., who utilized full-length single-cell sequencing on human colon samples and did not identify ILC2 as a major subset in the colon^37^. Recently, it has become evident that innate lymphoid cells (ILCs) are a highly diverse and complex population of innate immune cells. Based on the T-bet expression levels in ILC1 from mice intestines, they can be subdivided into four transcriptional states referred to as ILC1a-d subsets. The ILC1d subset expressed the highest T-bet levels^67^. Similarly, ILC3 in the mouse intestine is classified into five distinct subsets based on the expression of *NKp46, CCR6, CD49a*, and *CD4* transcripts^68^. In humans, ILC1 and ILC3 subsets were proportionally more frequent in mucosal and lymphoid sites, particularly among the colon and ileum IEL^66^. Recently, the Colonna group showed an additional population representing intermediate subsets of the ILC1 and ILC3^69^. They referred these intermediate populations as ILC3b (CD103^+^CD196^+^CD300LF^+^) and ILC1b (CD103^+^CD196^+^CD300LF^−^). In the current study, our transcriptomic profiling of the ILCs in LN identifies three subsets of ILC1, four subsets of ILC3, and one subset of ILC2. Bar- Ephraim et al. compared ILC3s in the LN, spl, and tonsil. Their data revealed that in the absence of inflammation, LN ILC3s do not express cytokine or their classical gene signature^25^. Along with their finding, our ILC3s from healthy individuals do not express NKP44 or the transcripts encoding cytokines IL-22 and IL-17A. In addition, several genes, including *IL18*, *IL1R1*, *TNFSF4*, and *IL7R*, are shared between our data and this earlier work^25^.

ILC3 clusters include an early-stage expressing *XCL1*, *XCL2*, and *SELL*, the major subset in the BM. Our pseudotime trajectory of the BM ILCs validates this subset as the earliest cluster among developmental stages. There could be two possibilities for the presence of these clusters. These clusters could be the ILCs generated in BM and traffic to the LN. Another possibility is that these clusters are newly developed from nILC in the LN environment and not directly from BM. Our trajectory analysis supports the latter since the nILC mostly comes from the LN. This notion is further confirmed as pseudotime trajectory linked nILCs to ILC3 and ILC1. More in vitro analysis with sorted CXCR4^+^XCL1^+^XCL2^+^SELL^+^ ILC3 cells could unveil a better understanding of this phenomenon. ILC1 and ILC3 show a population with high expression of HSP transcripts, including *HSPA1B*, *HSPA1A*, *DNAJB1*, and *HSPE1*. Although HSPs form complexes with AHR, an important TF in ILC3 in normal conditions^70^, these proteins are also expressed on the activated ILC2s^71^. HSP^high^ clusters in ILC1 and ILC3 could be the inflamed or active subset of ILCs in the LNs. In addition to HSP genes, these clusters express genes involved in inflammation, including *NEAT1*, *MALAT*, and *DEK*^72,73^.

Our study comprehensively describes the transcriptional identity and developmental programs of the ILCs in human LNs. The insights gained in this study present a step toward a broader understanding of the tissue-specific development of ILCs and functions and create a roadmap for future studies to define new markers and potential pathways for therapeutic purposes.

## Methods

### Tissue collection and cell processing

LN and Spl samples were obtained from the Wisconsin Organ Donor Center, Versiti, WI. All samples from the organ donor center were provided anonymously after informed consent. The use of these human materials was approved by the IRB institutional IRB from Versiti. Versiti, Wisconsin, is one of 56 federally designated non-profit organ procurement organizations (OPO) in the country. Versiti Wisconsin’s OPO facilitates deceased organ donation in 11 counties in eastern Wisconsin. The OPO’s core responsibilities include donor family care and support, medical management and evaluation of organ donors, organ allocation and recovery, and public and professional education regarding the tremendous need for organ donation and transplantation. LN and Spl samples were received in the preserving media within 24 h after surgery, and we started the process immediately. Healthy human BM samples were de-identified samples. All fresh BM samples from healthy donors for the scRNA-seq and flow cytometry experiments were obtained from the Stem Cell and Xenograft Core of the University of Pennsylvania, PA. All samples were provided anonymously after informed consent. The collection, distribution, and usage of these de-identified human materials were approved by the Institutional Review Board (IRB) of the University of Pennsylvania. The samples were shipped overnight and processed immediately upon receipt.

### Cell separation cell sorting

LN and Spleen tissues were kept in a complete RPMI medium, and fats were removed from the tissue. To make single-cell suspension, Multi-Tissue Dissociation kit from Miltenyi, biotech was used. 0.5 g of the tissue was cut into small pieces of 2–4 mm length and transferred into the GentleMACS C Tube containing the enzyme mix and RPMI-1640 medium on ice. GentleMACS Program for the tissue type of interest (i.e., 37 °C ‘multi.B’ preset program for human spleen) was selected. After completion, the aqueous layer was filtered into 50 ml conical tube using a 70 μm cellular strainer. Cells were centrifuged at 300 × g for 7 min and resuspended in 10 ml of complete RPMI media for counting. BM samples were collected in anticoagulated tubes and processed on the same day. Density gradient separation of BM samples was performed as follows. Samples were diluted with an equal volume of Dulbecco’s phosphate buffered saline (PBS, Gibco) and layered over a density gradient medium (Lymphoprep, StemCell). Following centrifugation for 20 m at 800 × g, without brake, the mononuclear band was removed with a pipet, diluted, washed x 3 with PBS, and counted. Product samples were obtained directly from the manufactured Product. Washed with cold PBS + 0.4% bovine serum albumin (Sigma-Aldrich) and counted using a hemocytometer. Viability was assessed using trypan blue exclusion. Cells were allocated for FACS-sorting scRNAseq studies. All the innate lymphocytes were sorted as CD3E/CD19/CD20/CD14^−^CD7^+^ cells using FACSAria III or FACSMelody (BD Biosciences, San Jose, CA), and the purity was generally above 95%. Lin refers to CD3E, CD19, CD14, CD20. CD3E (UCHT1, 300417, @ 1:100), CD19 (HIB19, 302224, @ 1:100), CD14 (HCD14, 325616, @ 1:100), CD20 (2H7, 302320, @ 1:100), CD34 (581, 343512, @ 1:100), CD7 (CD7-6B7, 343108, @ 1:100), were from BioLegend (San Diego, CA).

### Single-cell RNA-seq for the sorted innate lymphocytes

#### Library preparation and sequencing

Cells were loaded on the 10X Chromium machine (10X Genomics) at target capture numbers of 8000–10000 viable cells/sample. Library construction was performed using the 10X Genomic Chromium Single Cell 3′ Reagent Kit v3.1 per manufacturer’s protocols. Single-cell cDNA libraries were sequenced via Illumina Novaseq 6000 (Illumina) to a depth of around 50 million reads per cell. Raw data from each sample were demultiplexed after sequencing and aligned to NCBI Human Reference Genome Build GRCh38-3.0.0 reference genome, and UMI counts were quantified using 10X Genomics CellRanger software v3.0.0 using default parameters. Data were further processed using the Seurat package (v 3.2.2) in R (v3.5.1 or higher)^74^.

#### Quality Control

QC steps included removing genes that expressed in three or fewer cells. Cells that expressed <100 or >6000 genes were filtered out to keep the good quality of cells. To remove apoptotic/lysing cells with high mitochondrial gene expression, we performed the filtering step to exclude cells with <2 or >20% mitochondrial gene expression. After removing the low-quality cells, a total of 163,057 cells were further analyzed. The average gene reads per cell was around 75,000 across all the samples.

#### Clustering and cell-type Annotation

All 14 samples from LNs, BM, and Spleens merged into a single Seurat object. The SCTransform function was used for normalization, finding highly variable features, and scaling. The variables UMI and mitochondrial transcript content were regressed to correct the batch effects. We used anchor-based integration to cluster the cells. Integration of different response groups at each time point was performed using the top 3000 features. Unbiased anchor-based clustering was then performed using the Seurat package’s application of a shared nearest neighbor (SNN) modularity optimization-based clustering algorithm (Louvain’s original algorithm). The top 40 principal components were used for the analysis of the PCElbowPlot and JackStrawPlots. The number of principal components (PCs) for clustering analysis was picked as described before. The number reached the baseline of the standard deviation of PC. Dimensionality reduction was performed using principal component analysis (PCA) and uniform manifold and approximation projection (UMAP) embedding for visualization. Cell cluster resolution was set manually for each with the help of clustree analysis. Differential gene expression analysis (DEG) was performed using the non-parametric Wilcoxon rank sum test as implemented in FindMarkers function of the DESeq2 package v1.30.0. Cell identities were determined by using both known human NK cell-specific get sets and our database from published paper in our lab for NK clusters in BM and blood. Default parameters were used, including detection in a minimum of 10% of cells and at least a log fold change of 0.25. Correction for multiple tests was done using the Benjamini and Hochberg methods. As done above for the merged data from a single timepoint, cell cycle scoring was performed, and the SCTransform function was used for normalization, finding highly variable features and scaling; the variables UMI and mitochondrial transcript content were regressed out. Data were integrated using the top 3000 features, and anchor-based clustering was performed as described previously using PCA for dimensionality reduction and visualized using UMAP.

#### Gene Set Enrichment Analysis

(GSEA)^75,76^ using the Reactome database^77^ was performed by the gsePathway function in the ReactomePA package v1.34.0^21^. The gene list to conduct GESA was ranked by the logFC (log fold change) from DEGs in the FindMarkers function. Adjusted P values for GSEA were obtained after adjustment for multiple gene set enrichment comparisons. GSEA results were visualized using the ggplot2 package (version 3.3.5) and enrichplot package v1.10.1. Adjusted *P* values < 0.05 were considered significant. Module score was calculated by using the AddModuleScore function with default parameters for different gene sets, which are from specific GSEA results and regulon results. Statistics of module scores are conducted by t-test, and *p* < 0.05 was considered significant.

#### Monocle analysis

Monocle 2 (version 2.14.0) and Monocle 3 (version 1.2.7) packages were used to view the cell state and trajectories in R^78,79^. The ordering genes for the cell clustering in the trajectory were picked up by the significant DEGs from different time points or different clusters in the Seurat object of FindAllMarkers with the cutoff of *p_val_adj* < *0.05 & abs(aver_logFC)* > *0.25*. The function of setOrderingFilter was used to order cells by the selected genes, and plot_ordering_genes was used to visualize the amount and location of the picked genes with the default parameter. The reduction_method is DDRTree. The function of plot_cell_trajectory was used to visualize the trajectory by time points, Seurat clusters, or Pesudotime.

#### SCENIC analysis

SCENIC package v1.1.2 was used to analyze the gene regulatory network^79,80^. The gene expression matrix was extracted, and cisTarget databases were 500 bp-upstream, and transcription start site-centered-10kb. (from https://resources.aertslab.org/cistarget/).

hg19_500bp_upstream_7species.mc9nr.feather and hg19_tss_centered_10kb_7species.mc9nr.feather. The binary regulon activity heatmap showed the regulons with absolute correlation >0.3 and active in at least 1% of cells. The co-expression target genes for a specific regulon were extracted to calculate the module score, visualized by feature plot. For the regulon activity on Seurat object, the matrix of 3.4_regulonAUC and the matrix from pData were combined. Plot the regulon activity on Seurat object by the function of plot_cell_trajectory.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Reporting Summary

## Data Availability

Data generated in this study are included in this published article and its supplementary information files. The data associated with this study are available from the corresponding author upon reasonable request. scRNA-seq data that support the findings of this study have been deposited in NCBI GEO with the #GSE243033 accession codes and are available at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243033.

# Supplementary material for: Transcriptomic diversity of innate lymphoid cells in human lymph nodes compared to BM and spleen
**Source:** Commun Biol. 2024 Jun 25;7:769. doi: 10.1038/s42003-024-06450-9

COMMSBIO-23-4093

Supplemental Materials

**Transcriptomic Diversity of Innate Lymphoid Cells in Human Lymph Node  
Compared to BM and Spleen**

Elaheh Hashemi<sup>1,2</sup>, Colleen McCarthy<sup>3</sup>, Sridhar Rao<sup>1,5,6</sup>, and Subramaniam Malarkannan<sup>1,2,4,5,\*</sup>

## Age and gender information of tissue donors

Supplemental Table 1

**Supplemental Figure 1. Transcriptomic landscape of individual donor.**

(a) Identification of transcriptomically distinct cell clusters as depicted by a UMAP of each tissue sample.

Abd (abdominal) LN (lymph node), Tho (thoracic) LNs, BMs (bone marrow), and Spls (spleen) Clusters were defined by integration-based analysis on the differential expressed genes (DEGs). Total cells clustered into 8 groups.

(b) The percentage of total ILCs in LNs, BMs, and Spls using flow cytometry. An anti-CD7 antibody was used to capture all ILCs, including NK cells. T cells, B cells, and monocytes were excluded by using anti-CD19, -CD20, -CD3ε, and -CD14 antibodies. An anti-CD127 antibody was used to detect helper ILCs in each tissue.

(c) Percentage of total ILCs and helper ILCs in each tissue as shown by bar graphs, and each dot represents a donor.

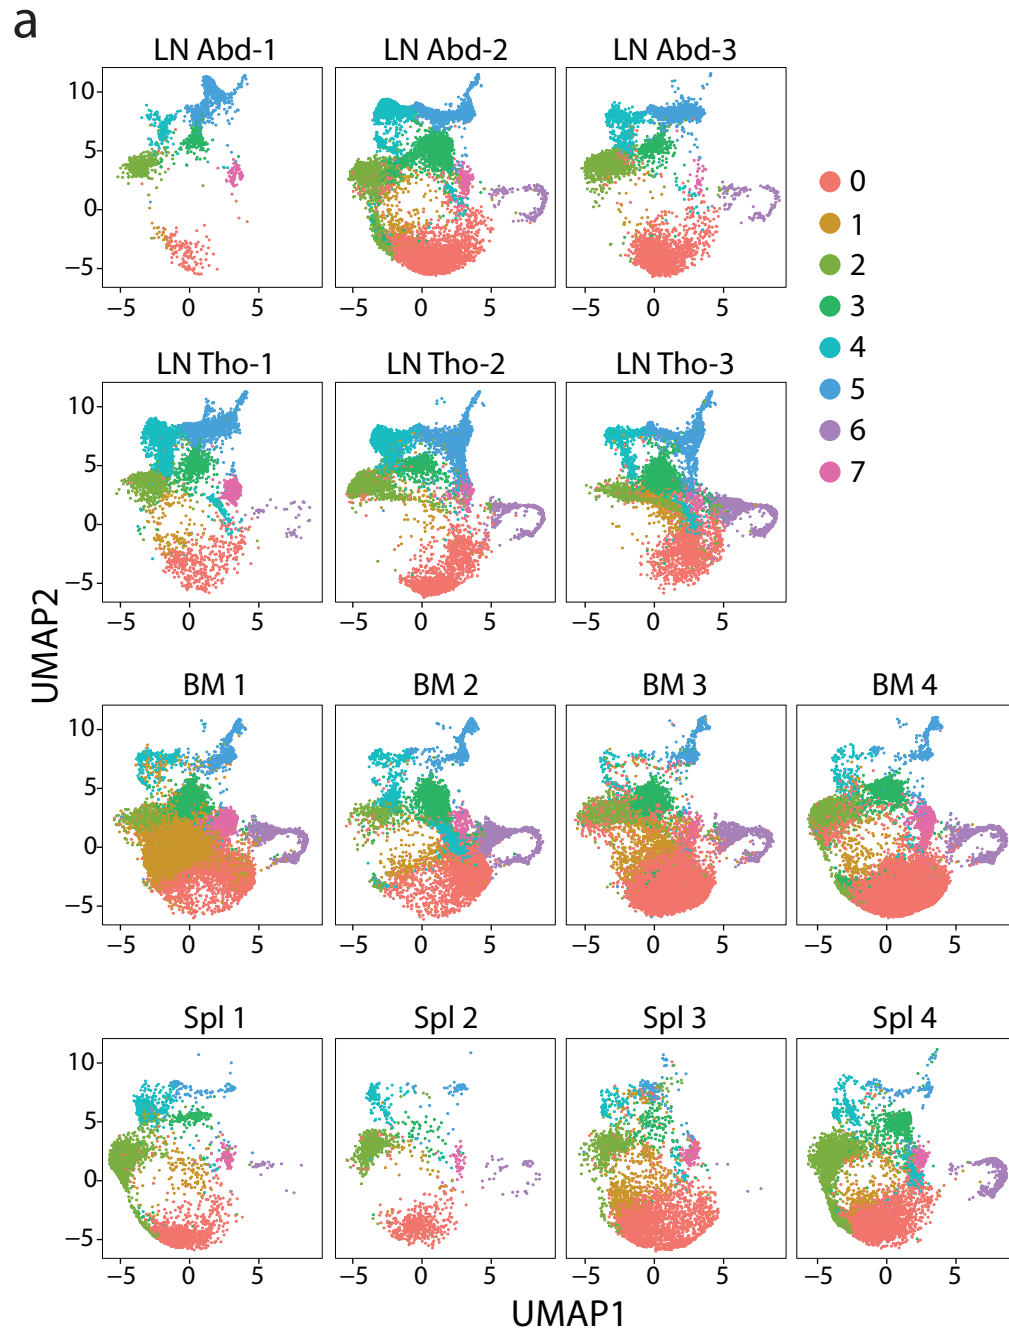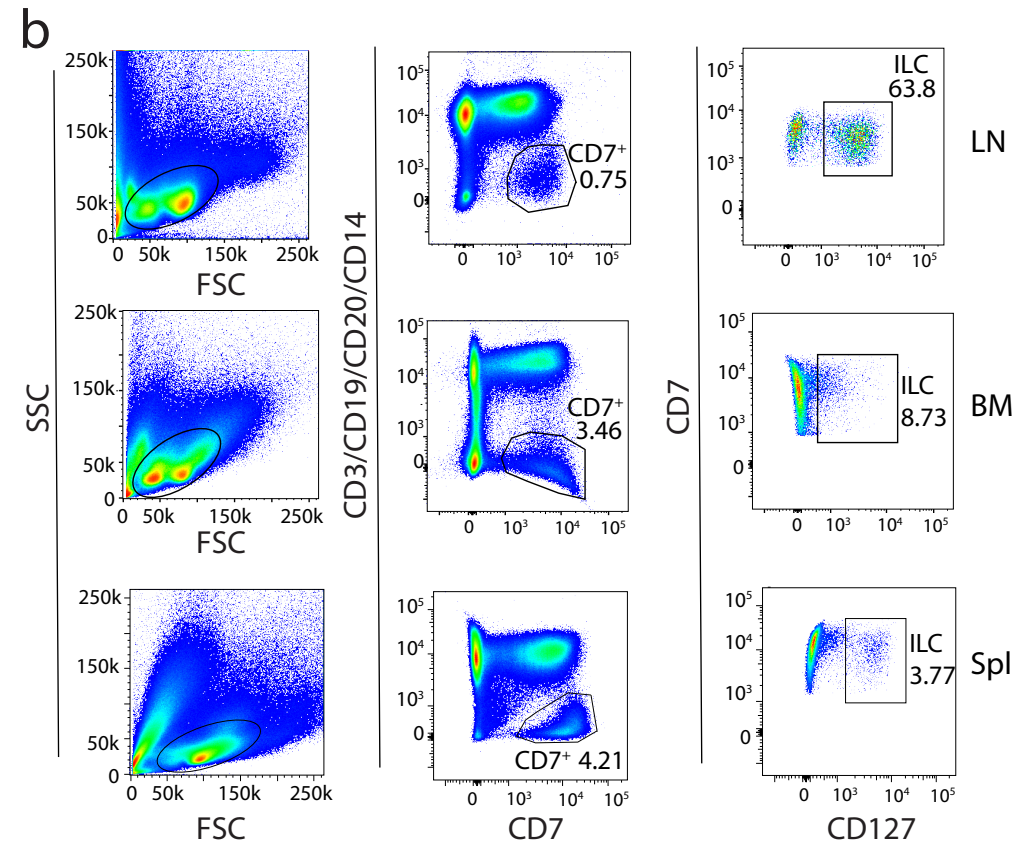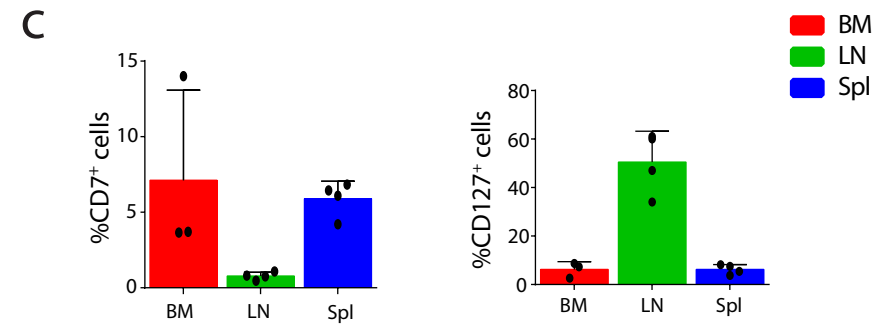

**Supplemental Figure 2. Identify helper ILCs.**

- (a) The DEGs for C #4 and #5 compared to conventional NK cells visualized by heatmap. The color scale reflects Z-score from log2 fold change.
- (b) Reclustering combined data from the C #4 and #5. A total 8 clusters were found after regrouping shown by UMAP.
- (c) Dot plots showing the expression of known markers for canonical NK. The size of the dots shows the percentage of the cells expressing genes, and the color indicates the significance of the expression.
- (d) Expression level of canonical NK gene list on the total ILCs. Module scores were calculated by the expression levels of gene lists and visualized by UMAPs. Blue to red represent levels of expression of the gene list in each feature plot.
- (e) Reclustering of ILCs after removing the C #1 and #7 from the previous setting. The UMAP depicted 10 distinct clusters identified by DEGs.
- (f) Dot plots showing the expression of known markers for canonical NK. The size of the dots shows the percentage of the cells expressing genes, and the color indicates the significance of the expression.
- (g) Expression level of canonical NK gene list on the total ILCs. Module scores were calculated by the expression levels of gene lists and visualized by UMAPs. Blue to red represent levels of expression of the gene list in each feature plot.

**a**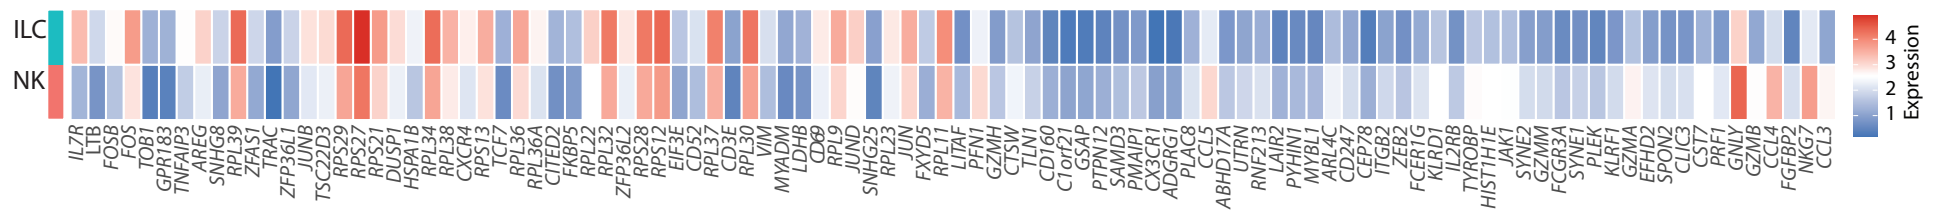**b**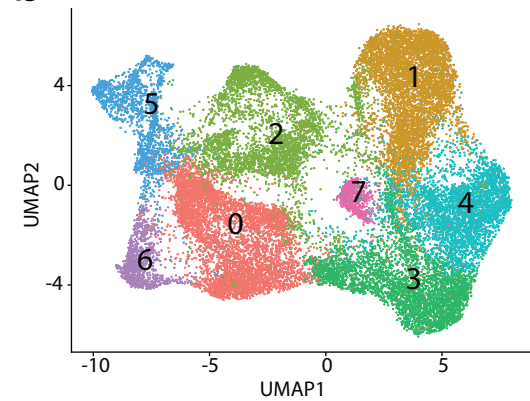**c**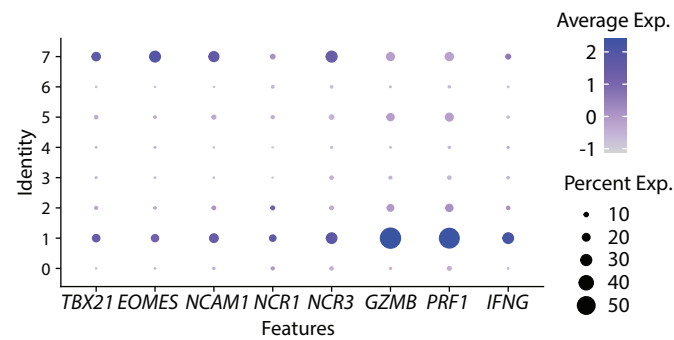**d**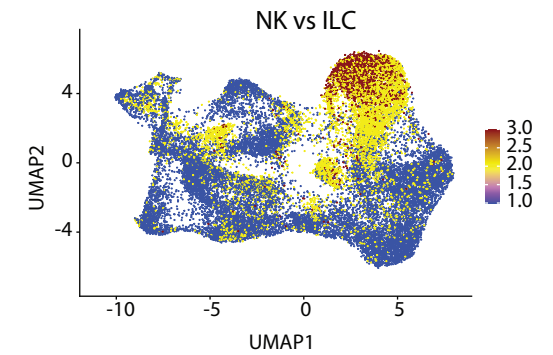**e**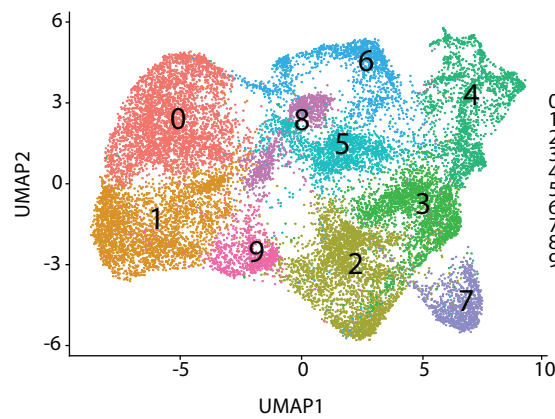**f**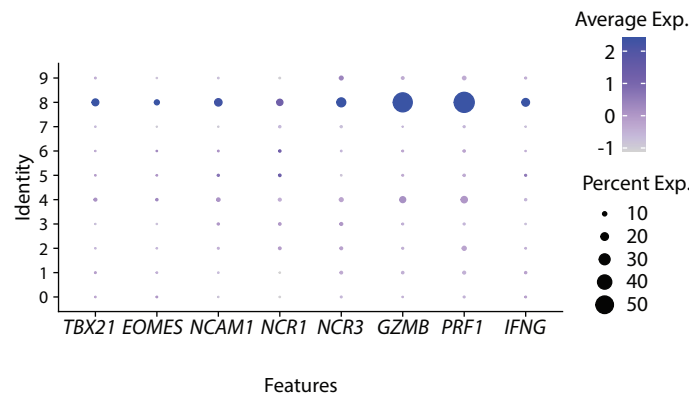**g**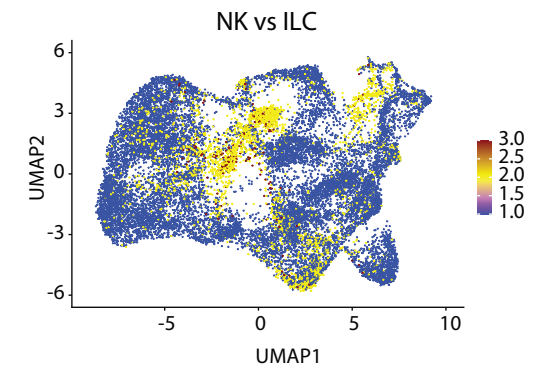

**Supplemental Figure 3. Transcriptional program and gene regulatory network (GRN) in ILCs isolated from lymph nodes.**

- (a) Identification of ILC subtypes in BM tissues using flow cytometry. An anti-CD7 antibody was used to capture all ILCs, including NK cells. T cells, B cells, and monocytes were excluded by using anti-CD19, -CD20, -CD3 $\epsilon$ , and -CD14 antibodies. CD7<sup>+</sup>CD127<sup>+</sup> cells were identified as helper ILCs. Anti-CD117 and -CRTH2 antibodies were used to identify ILC1-ILC3.
- (b) The percentage of total ILCs and each subtype with each sample represented as a dot.
- (c&d) Regulon activity of each TF and downstream target genes in ILC1 and ILC3 clusters is depicted by feature plots. The darker red color represents a higher level of expression. Number of genes (g) that were analyzed for each regulon in brackets.
- (e) Representative transcription factors and their corresponding binding motifs for each module are shown.

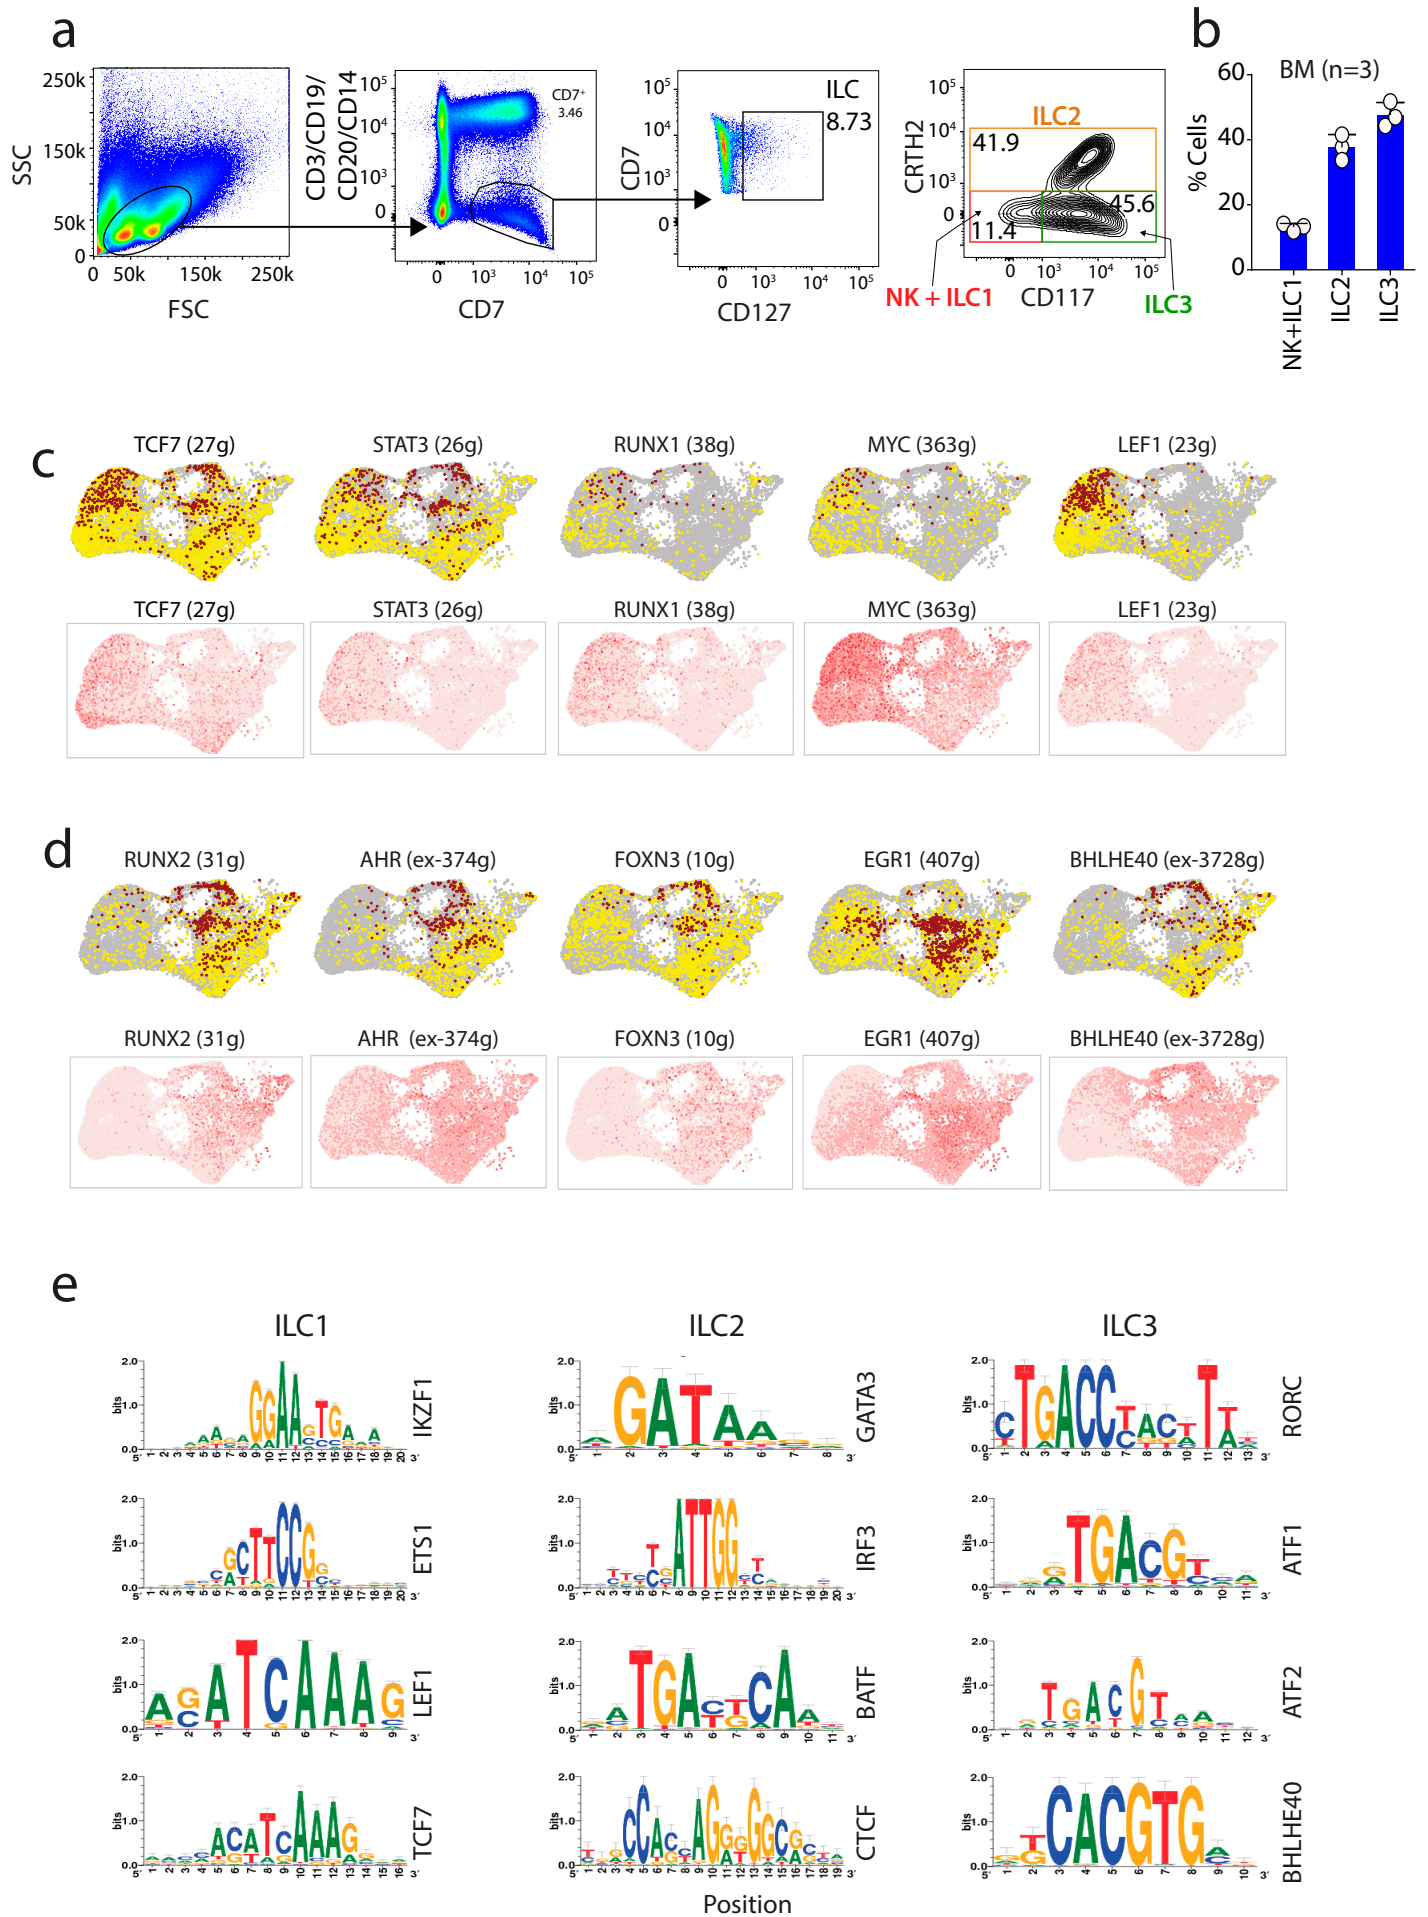

**Supplemental Figure 4. Transcriptomic landscape of progenitor population in BM and LNs.**

- (a) Heatmap showing the top significant DEGs in C#4 from BM and LN. Rows represent genes, and columns represent cells. Cells from the same cluster are grouped together. The color scale reflects Z-Score of log<sub>2</sub> fold change.
- (b) Heatmap showing the regulon activity of the C#4 from LN and BM color-coded by the tissues. The color bar on the top represents each tissue and related active regulons. The regulons are grouped in the color boxes based on their pattern of expression.
- (c) Gene Set Enrichment Analysis (GSEA) for specific pathways in C#4 of BM and LNs. The positive running enrichment score (red line) indicates the enrichment of pathways in each group. (RLM ranked list metric; RES rank enrichment score). P-values were calculated by the Wilcoxon Rank Sum test.

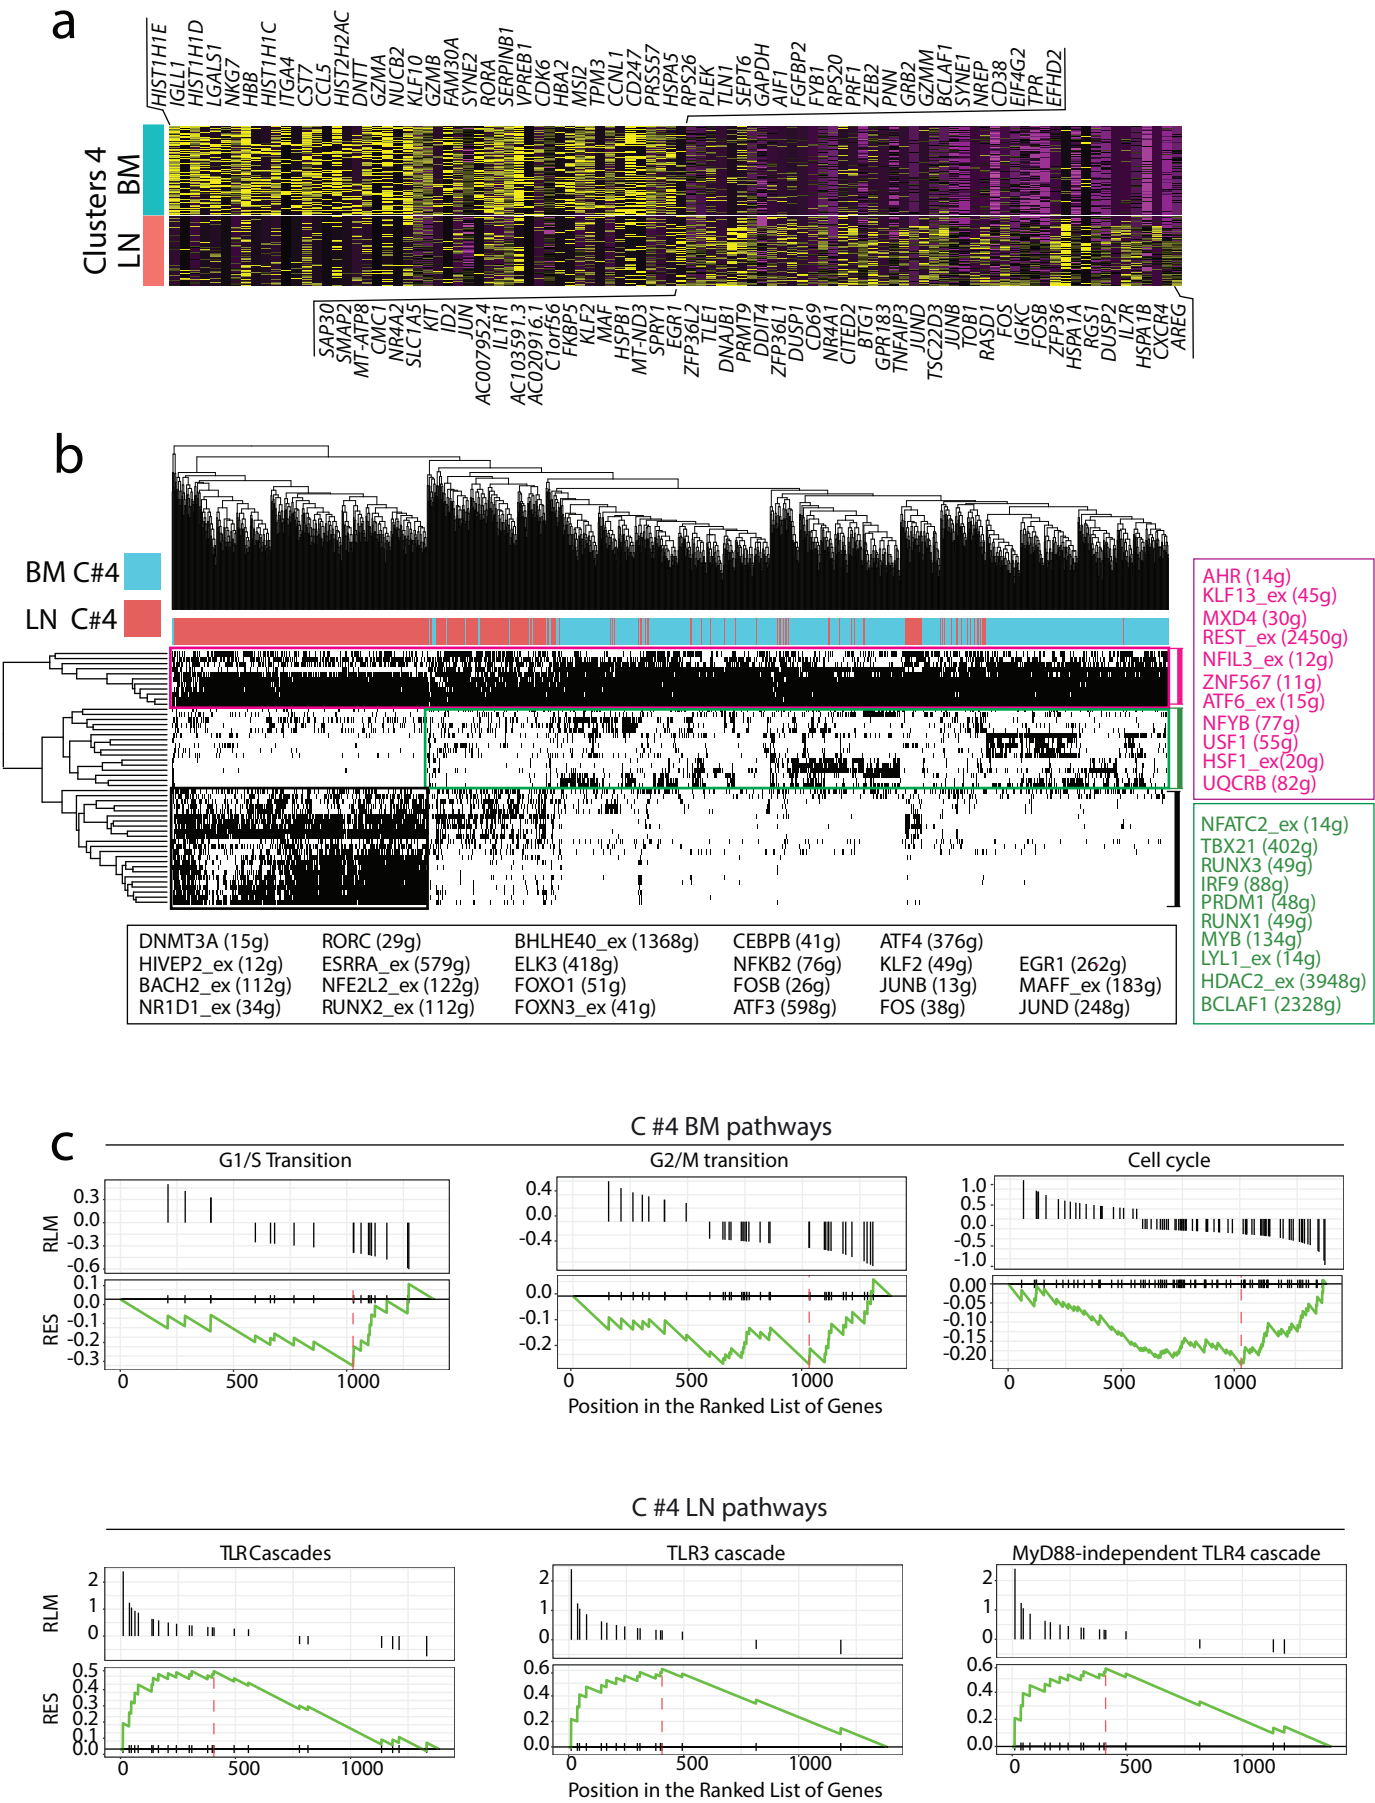

**Supplemental Figure 5. The distinct pathways operating in progenitors and naïve ILCs in the BM and LN tissues.**

(a) The barcode plots show the significantly altered GSEA pathways for C #4 in BM and C #7 LNs. The positive running enrichment score of the redline indicates the enrichment of pathways in each group. P values were calculated by the Wilcoxon Rank Sum test.

(b) RNA velocity depicting the BM progenitor development from HSC to CLP, EILP, and pILC. The black arrows indicate the direction of the ILC developments.

(c) & (d) Pseudotime analysis showing the development of nILCs to ILC1 and ILC3 using the Monocle3 package. Analysis of combined ILC1 and ILC3 with naïve ILCs indicates the potential temporal transcriptomic stage from nILCs to more mature ILCs.

**a**

C #7 LN upregulated pathways

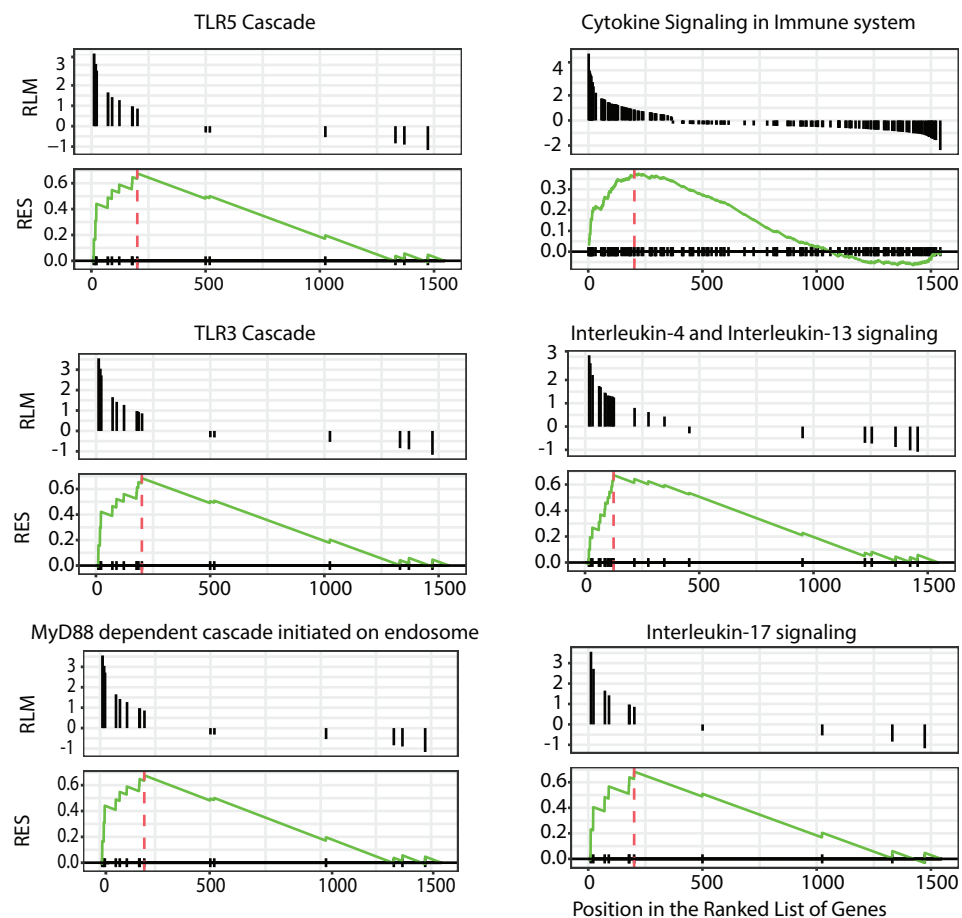

C #4 BM upregulated pathways

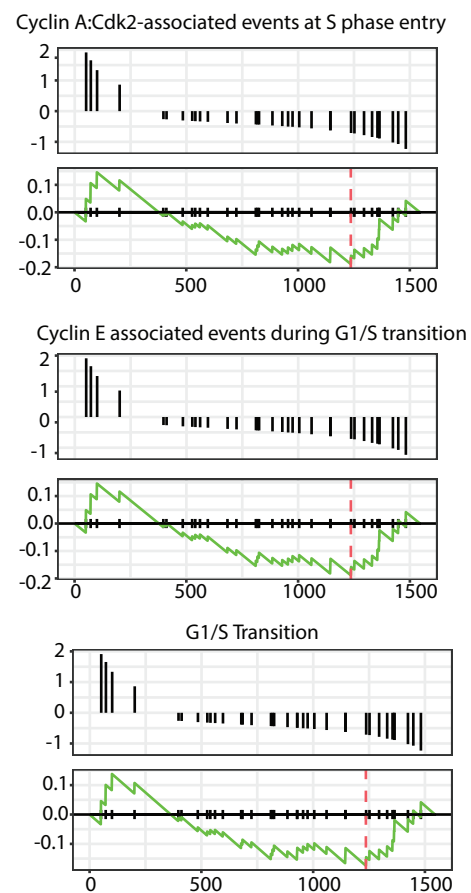**b**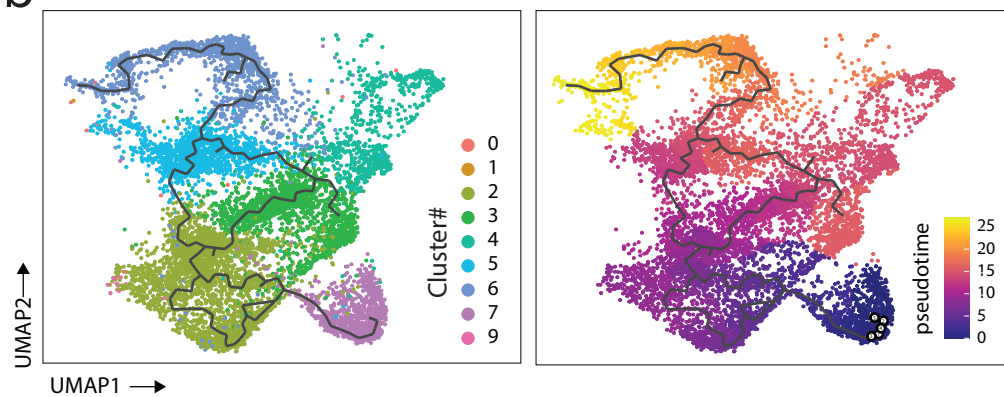**c**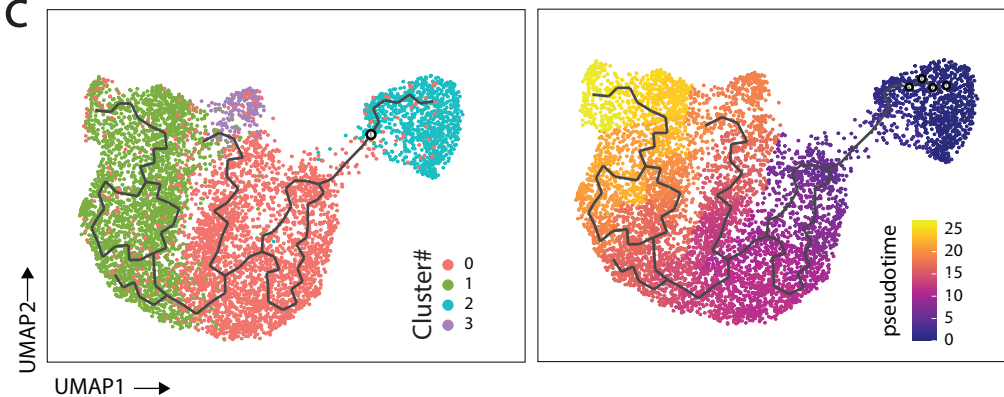

**Supplemental Figure 6. The DEGs analysis for the Thoracic and abdominal LNs.**

- (a) Heatmap representing highly expressed genes in the abdominal and thoracic LNs compared to spleen and BM.
- (b) Heatmap representing DEGs between human abdominal and thoracic LNs. Rows and columns represent genes and cells, respectively. The color scale reflects  $Z$ -score from log2 fold change.

a

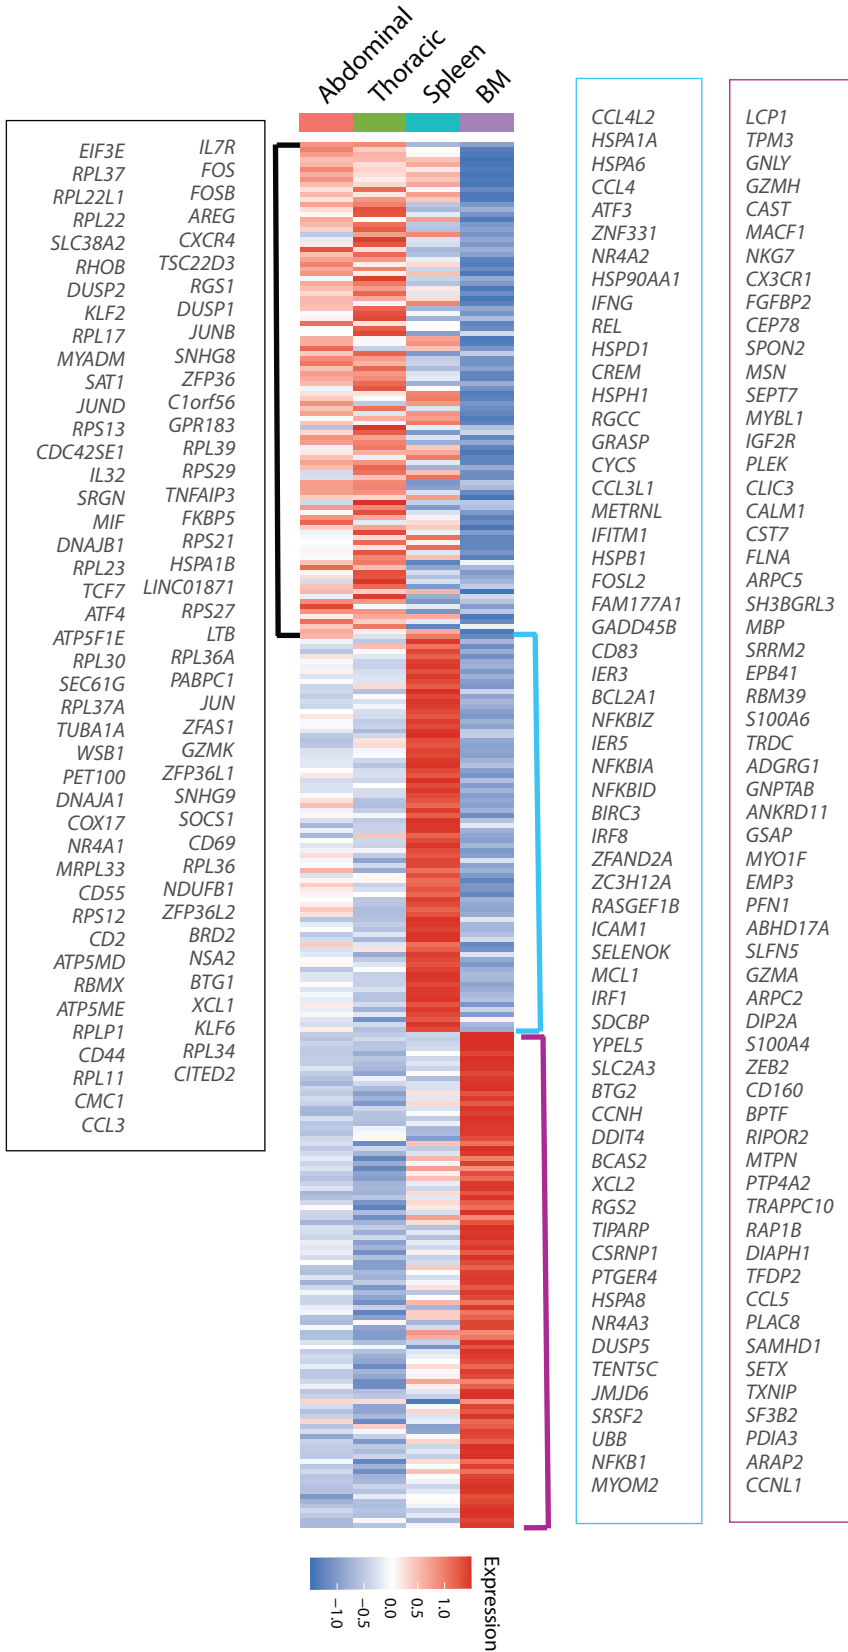

b

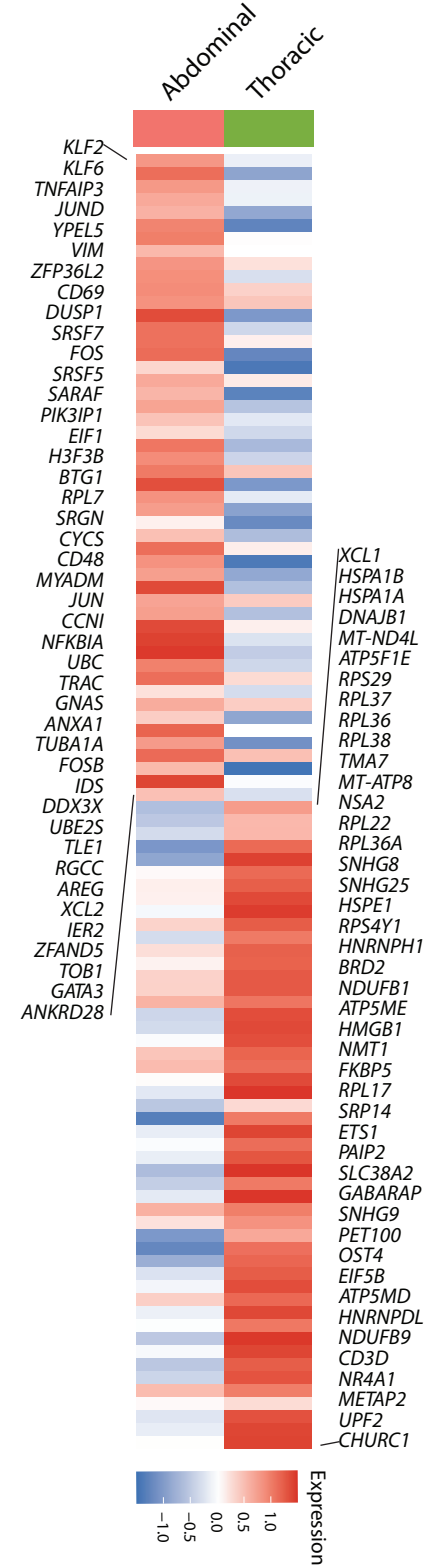

**Supplemental Figure 7. The branch point analysis of ILC3 subsets development.**

- (a) Each box shows selected genes for the modules that are highly expressed in the ILC3 subtypes. (Modules #12,18 for C#0, module #2,7 for C#1, module #15 for C#2, and module #9 for C#3)
- (b) The feature plots showing the gene module expression across pseudotime representing C#2 and C#3 and the branch point (BP). The starting point of the pseudotime trajectory is shown by #1 followed by two major branch points (BPs), indicating two distinct cell fate ( $C_F$ ) decisions.
- (c) Gene expression of selected genes overlayed onto pseudotime trajectories of CF and BP, demonstrating the effectorness gradient of gene expression in the transition.

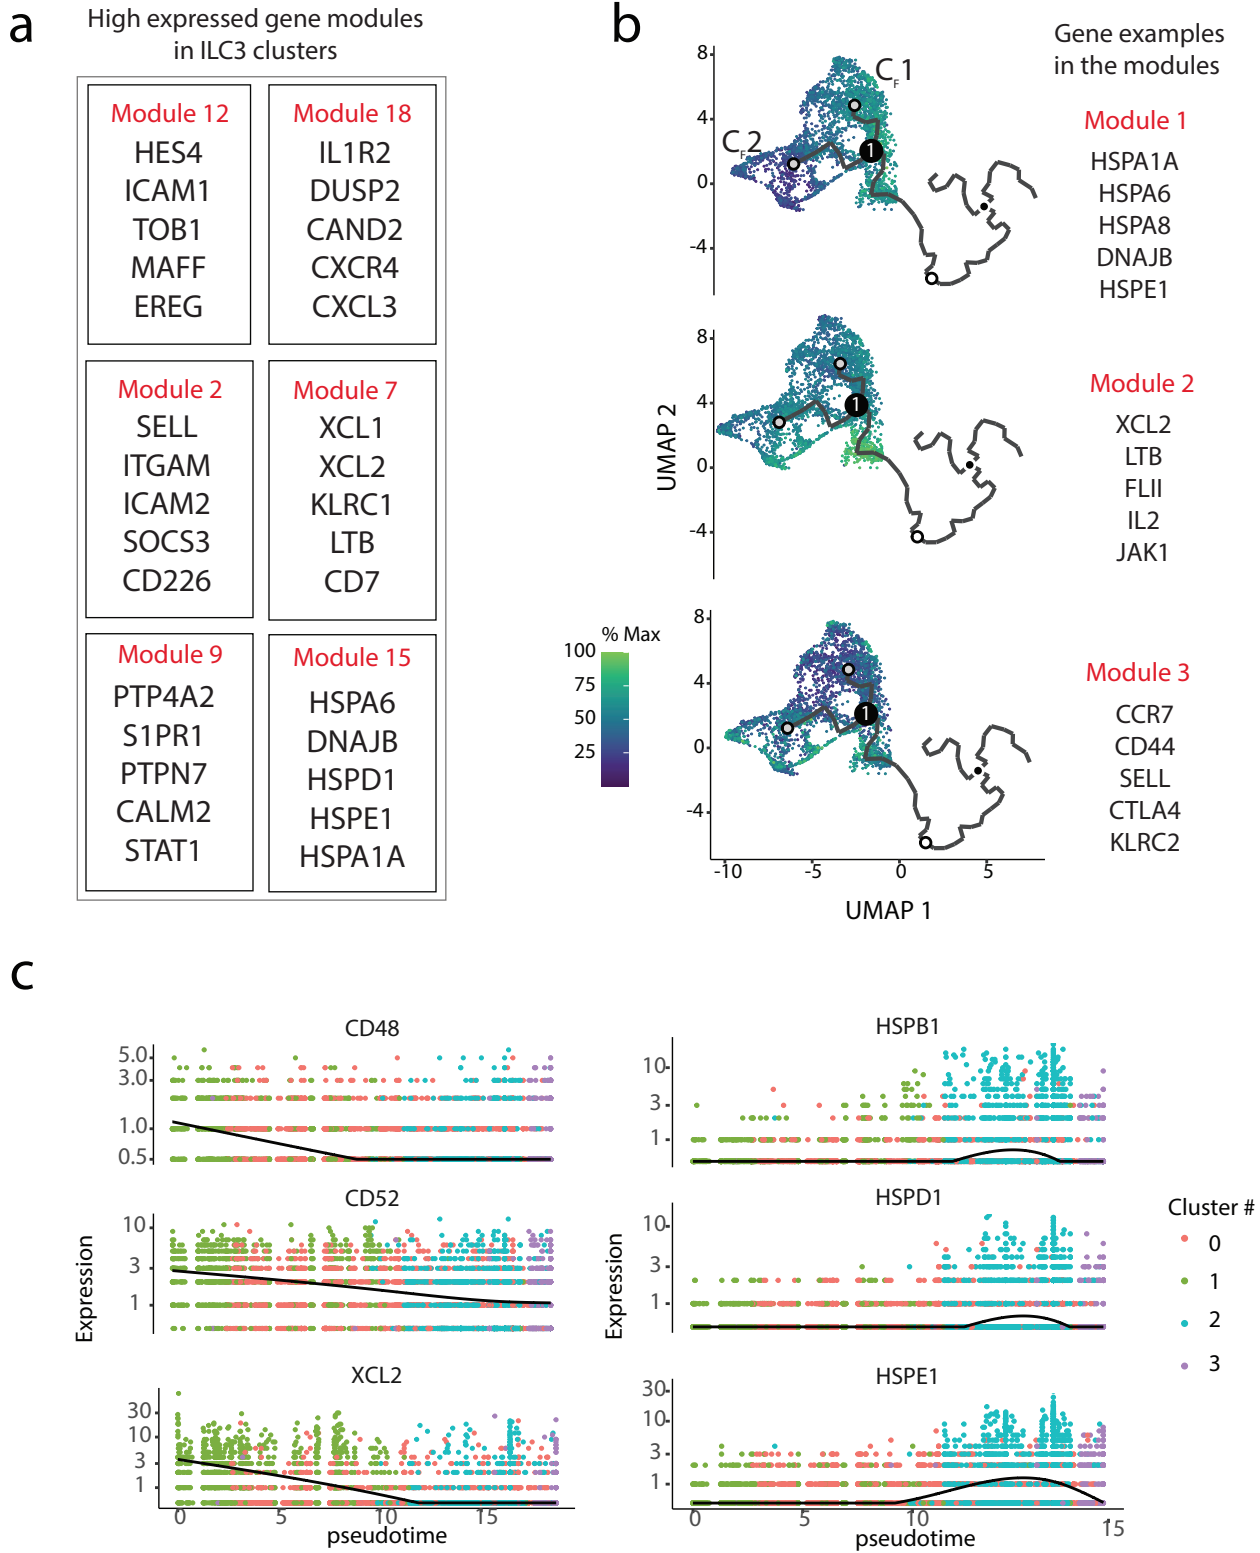

**Supplement:** Supplementary file 2 — Supplementary Information

# Supplementary material for: Transcriptomic diversity of innate lymphoid cells in human lymph nodes compared to BM and spleen
**Source:** Commun Biol. 2024 Jun 25;7:769. doi: 10.1038/s42003-024-06450-9
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Cells were loaded on the 10X Chromium machine (10X Genomics) at target capture numbers of 8000 viable cells/sample. Library construction was performed using the 10X Genomic Chromium Single Cell 3' Reagent Kit v3.1 per manufacturer's protocols. Single-cell cDNA libraries were sequenced via Illumina Novaseq 6000 (Illumina) to a depth of around 50 million reads per cell. Raw data from each sample were demultiplexed and then analyzed the data.

#### Data analysis

In this study we used software and packages that require for single-cell RNA sequencing analysis listed as below:

- Most of the analysis were conducted in R (v3.5.1 or higher)
- Data were aligned using NCBI Human Reference Genome Build GRCh38-3.0.0 reference genome and UMI counts quantified using 10X Genomics Cell Ranger software v3.0.0 using default parameters.
- SC RNA seq analysis including, clustering, visualization, were used the codes available in Seurat package (v 3.2.2)
- (GSEA) using the Reactome database was performed by the gsePathway function in the ReactomePA package v1.34.021.
- Pseudotime analysis was performed using Monocle 3 package (<https://cole-trapnell-lab.github.io/monocle3/>)
- RNA velocity was performed using velocity (<http://velocity.org/>) and scVelo (<https://scvelo.readthedocs.io/en/stable/>) packages.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

We have uploaded our all raw and analyzed data in GEO with the #GSE243033

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

- 2 LN thoracic samples were males and 1 is female. 3 LN Abdominal samples were males.  
- Spleen samples contained 2 males and 2 females  
- Bone marrow samples also were 2 males and 2 females

Reporting on race, ethnicity, or other socially relevant groupings

There is no information about the race or ethnicity of the samples.

Population characteristics

All the samples were collected from 20-60 years old adults with not specific disease condition or genotype.

Recruitment

The samples were collected from unknown people so no specific selection were conducted. There was a list of criteria that was exclude samples collections for the study, including Cancer or viral or bacterial acute infection.

Ethics oversight

The use of these human materials was approved by the IRB of the Versiti, Milwaukee, WI.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

In this study we used 14 samples total. 3 abdominal lymph nodes, 3 thoracic LN, 4 BM and 4 Spleens. The reason that we choose these numbers are that 3 samples are the minimum number that we can have confidence and take out the outliers if there are any. Although the number of cells captured after first analysis of sequencing were different, but the number of samples were comparable and have at least 3 samples for each condition.

Data exclusions

There was no sample that excluded from our study.

Replication

We did not have replication. Since the samples are human samples and hard to access, so having the replication was not considered in this study.

Randomization

We did not randomized the samples, Since the samples in our study are human samples and we want to capture as many cells as we can gather for sequencing. In the analysis there are steps for excluding the cells with low quality.

Blinding

?

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used CD3E (UCHT1, 300417, @ 1:100), CD19 (HIB19, 302224, @ 1:100), CD14 (HCD14, 325616, @ 1:100), CD20 (2H7, 302320, @ 1:100), CD7 (CD7-6B7, 343108, @ 1:100), CD117 (104D2, 313213, @ 1:100), CRTH2 (BM16, 350105, @ 1:100) were from BioLegend (San Diego, CA).

Validation The antibodies are from BioLegend company with their own validations. Here are some references for each antibody based on the manufacture website:  
 CD117 : (Omer OS, et al. 2020. Methods Mol Biol. 2121:199. PubMed  
 Yi W, et al. 2021. Cell Reports. 34(13):108922. PubMed)  
 CRTH2: (Halim TYF et al. 2018. Immunity. 48(6):1195-1207 . PubMed  
 Vanoni G, et al. 2021. eLife. 10:00. PubMed)  
 CD7: (Bi Y, et al. 2020. Cell Reports. 30(11):3917-3931. PubMed  
 Yang C, et al. 2019. Nat Commun. 10:3931. PubMed)  
 CD20: (Leach SM, et al. 2020. Cell Rep. 33:108337. PubMed  
 Lovelace SE, et al. 2022. iScience. 25:105067. PubMed)  
 CD14: (Jackson-Jones LH, et al. 2020. Immunity. 52:700. PubMed  
 Lissborg C, et al. 2022. PLoS One. 17:e0269960. PubMed)  
 CD19: (Yang Z, et al. 2018. Front Immunol. 9:2613. PubMed  
 Queckborner S, et al. 2020. Stem Cell Res Ther. 11:15. PubMed)  
 CD3E: (Japp AS, et al. 2021. Cell. 184(3):827-839.e14. PubMed  
 Alter G, et al. 2020. Cell. 183(1):185-196.e14. PubMed)

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                    |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Mononuclear cells were washed with cold PBS + 0.4% bovine serum albumin (Sigma-Aldrich) and counted using a hemocytometer. Viability was assessed using trypan blue exclusion. Cells were incubated with Ab with the mentioned ratio for 20 minutes in fridge and then cells were washed twice with FACS buffer and follow with assessing with the flow cytometry. |
| Instrument                | Flow cytometry analyses were conducted in LSR-II (BD Biosciences, San Jose, CA)                                                                                                                                                                                                                                                                                    |
| Software                  | FlowJo software (FlowJo LLC, Ashland, OR)                                                                                                                                                                                                                                                                                                                          |
| Cell population abundance | Among all the gated lymphocytes, the CD7+ cells were % 0.5-1 of the total lymphocyte populations. Then among the CD7+ cells, the ILC population percentage was %50-60 and then we gated on the IL7R+ cells. Among this population, as shown in the figures, majority of the cells were ILC3 then, ILC1+NK and the lower number of cells were ILC2.                 |
| Gating strategy           | Lymphocyte were gated based on the low FSC and SSC as shown in the figures. For some populations, positive and negative are discreet like CD127+ cells. For the populations with more overlapped the positive and negative populations are defined with the negative controls.                                                                                     |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

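RNA was measured in single cells of 14 libraries, 6 of LN, 4 of BM and 4 of Spl. The authors aligned the reads to the GRCh38 reference with Cell Ranger and deposited raw UMI counts per gene and barcode, one matrix per library, for the barcodes that Cell Ranger called as cells. The methods of the paper state version 3.0.0, and the matrix headers give 3.0.0 or 3.0.2 for LN and Spl and 6.0.0 for BM. The units were tested against the values, which were whole numbers in every matrix. Flow cytometry, regulons and pseudotime were not analysed here. Genes are given by the symbols of the deposited files.

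Cells with 100 to 6000 genes and 2% to 20% mitochondrial UMIs were kept, as the paper states. Scrublet (scanpy 1.11.5, expected doublet rate 6%) marked 49 cells, 0.03% of those kept. A caller that marks so few has not worked, so the doublets were kept, and leaving out the cells with the highest scores was added as an alternative. Pearson residuals (variance parameter 100) were computed for 3000 variable genes, picked by their median rank over libraries, and UMI count and mitochondrial share were regressed out. 40 principal components were integrated with an implementation of Harmony written for this work, in numpy 2.4.6. Louvain clustering (igraph 0.11.9, resolution 0.6) ran on a shared-neighbour graph of 20 neighbours. Clusters with ILC markers went into the next of 4 rounds. A cluster took the name of a class when at least 3 of its markers were found in at least 5% of cells at a log2 fold of at least 0.5, with rules for ties and for other lineages.

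The marker lists, the tests, the comparisons and the rule for named genes were fixed before the data were examined. The markers came from the paper's text and from general knowledge. Other choices were made after the first clusterings had been seen. These are the strength of integration (3 strengths were tried), the wording of the naming rule (4 versions were tried), the recursive selection of candidate clusters and a limit of 8.51 on the mean level of 9 cytotoxic genes, above which a cluster took no ILC name. The comparisons of all NK-like cells, of HSC/CLP-like cells as a share of all cells and of the summed cell cycle level were also added then. No cluster met the rule for naive ILCs, and LN cells of an unnamed cluster took their place.

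UMIs of each class were summed per library, with at least 20 cells. Genes were filtered with filterByExpr (10 and 15 counts) and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on TMM factors, with Benjamini-Hochberg adjustment over all tested genes. LN, BM and Spl libraries shared a fit, so that contrasts against LN share the LN libraries and their chance values. ILC3-like and ILC1-like cells of LN were compared with the library as a block. Cell cycle genes were tested with camera (limma 3.58.1, correlation 0.01) and fry. That list was tested without the low-count filter, a choice made after the filter had left 1 gene. DESeq2 1.42.0 served as the second tool. Shares and mean levels were compared by exact two-sided permutation of libraries, and ILC and NK-like levels of the same library by sign-flip permutation.

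On simulated data with a 2-fold change in 100 genes, edgeR called 1% of them between abdominal and thoracic LN and 78% between ILC3-like and ILC1-like cells. With a 4-fold change it called 62% and 97%. Other comparisons lay between these values.

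The text names the genes that the paper names for a comparison. Some of these genes are not reported here, and counts over the paper's lists include them. For each test over all genes, the rule also covers the 3 highest and the 3 lowest log2 fold changes among called genes whose libraries do not overlap. Genes that can carry a donor's sex or genotype are never named. Shares of cells with a UMI were taken after thinning to 1000 UMIs, and their intervals treat cells as independent. Gene lists for T cells, B cells, erythroid cells, heat shock and immediate early genes were written before the data were examined. Further tools were Python 3.11.15, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. Alternatives changed the cell filter, doublet removal, variable genes, integration, resolution, normalization, gene filter, test tool and the cells needed per library, and left out each library in turn.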

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

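Of the tests below, the one on cytotoxic genes of Spl was chosen after the result was seen. Single-gene levels were not tested for outlying libraries. Of 18 groups of libraries tested for 1 library far from the others, 1 had such a library, and chance gives about 1 in 20.

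In BM 2, the share of cells with an IL7R UMI was 8.21%, far from the nearest BM library at 5.08%, with a gap of 0.831 of the range. RNA with IL7R in all droplets of that library may explain part of it. Mature NK-like cells of BM 2 held IL7R in 3.879% of cells, against 1.216% to 2.126% in the other BM libraries. A difference between donors stays open and was not tested.

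The difference between non-NK ILCs and NK-like cells of the same library differed between tissues for 9 genes (exact two-sided permutation p = 0.00476, Benjamini-Hochberg adjusted over 58 tests 0.0307). Between LN and Spl, the ILC to NK-like difference was larger by 1.025 for CD69 and by 1.375 for JUN. It was lower in LN by −1.929 for CST7, −2.139 for NKG7, −2.714 for FCGR3A, −2.047 for KLRF1, −1.722 for CCL5 and −3.135 for EOMES. These tests used a separate computation of the ILC to NK-like difference, which does not match the earlier means for every gene. For FCGR3A, its means were −5.333 in LN and −2.619 in Spl, against −3.803 and −2.441 in the computation over 14 libraries. NK-like cells or their RNA among the non-NK ILCs of Spl would raise all abundant NK genes alike. Instead the level of GZMB in these ILCs was 3.23% of that in NK-like cells and that of CCL5 54%, which argues against this source for the set. NK-like cells low in GZMB stay open, as does a difference between the tissues, which was not tested apart from handling.

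For GATA3, the same separate computation gave a difference lower in LN than in BM by −1.499, with means of −0.163 in LN and 1.336 in BM. The means given earlier were −0.151 in LN and 1.245 in BM. The larger share of ILC2-like cells in BM was tested with ILC1-like and ILC3-like cells alone, where the difference between tissues was −1.716 (exact permutation p = 0.00476). This argues against the ILC2 share as the cause. For BM, the batch and the condition cannot be told apart.

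The paper does not report on 4008 cells that resembled plasmacytoid dendritic cells, at 4.547% of BM cells on average. They may be doublets of NK-like cells with another cell. Their NK genes stood at 20.8% of the level in NK-like cells (19.19% to 27.53%), which leaves this open. CD7+ cells of this lineage stay open as well.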

How the results depend on the processing

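Stronger integration, a fixed ridge penalty in the integration, no NK-feature step, reclustering of named clusters alone, leaving out the highest doublet scores, no mitochondrial minimum and the counting of the unnamed last-round cluster were chosen after the data were seen. So were all alternatives of the NK-like share and of the HSC/CLP share of all cells, and the replicate block of the cell cycle genes.

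The differences of LN from BM and Spl in the non-NK ILC share kept their direction and their side of 0.05 in all 14 alternatives, from 22.7205 to 38.082 points against BM and from 21.0288 to 34.8006 points against Spl. Mature NK-like cells of LN against BM kept both in 14 of 14, and the IL7R share in 4 of 4. The HSC/CLP share of non-NK ILCs in BM against LN kept both in 12 of 12. Against Spl it stayed positive and lost its call under stronger integration (17.1873, exact permutation p = 0.0571).

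Mature NK-like cells of LN against Spl were called under the stricter cell filter (−9.136), without scrublet doublets (−9.8996), without stress, ribosomal and mitochondrial genes among the variable genes (−8.1902), without integration (−26.4088) and with a fixed ridge penalty (−27.0475). Log normalization reversed the difference (1.2445). NK-like cells of LN against BM lost the call under the stricter cell filter (−1.5069). For the HSC/CLP share of all cells, no integration gave a call (−0.7977), and a resolution of 0.3 (−1.3967) and stronger integration (−1.0007) moved it further from 0 without a call (exact permutation p = 0.0857 and 0.0762). The sign reversed without stress genes (0.1343), under log normalization (0.1508) and without the mitochondrial minimum (0.0332). The cause was not tested.

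Counts of called genes moved by more than 1.5 times in many alternatives. The counts below are in the order of non-NK ILCs of LN against BM (1388) and Spl (125), ILC1-like cells against BM (208) and Spl (258), ILC3-like cells against BM (437) and Spl (28) and HSC/CLP-like cells (246). The stricter cell filter gave 2563, 293, 120, 428 and 689, and 574 for HSC/CLP-like cells. Leaving out the 49 scrublet doublets gave 2566, 322, 381 and 483, and 628 for HSC/CLP-like cells. The clusters were drawn anew without these cells, and the cause was not tested further. Of the 1388 genes, 1296 were also called without scrublet doublets. Leaving out stress genes gave 2600 and 342 for all non-NK ILCs, 556 for ILC1 against Spl, 1432 for ILC3 against BM and 467 for HSC/CLP-like cells. No integration gave 0 genes in edgeR for non-NK ILCs (882 at an unadjusted p under 0.05) and 0 for ILC3 (740), both against Spl with 2 Spl libraries left. DESeq2 was not run on that clustering.

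A resolution of 0.3 gave 60 for non-NK ILCs against Spl, 68 and 110 for ILC1, 271 for ILC3 against BM and 1037 for HSC/CLP-like cells. A resolution of 1.0 gave 2755 and 528 for non-NK ILCs, 570 for ILC1 against Spl and 627 for HSC/CLP-like cells. Stronger integration gave 2674, 471, 1436, 432, 1729, 398 and 1272. The fixed ridge penalty gave 2089, 436, 783, 673 and 1429. Without the NK-feature step, the counts were 2373 and 485 for non-NK ILCs, 591 for ILC1 against Spl, 1033 and 72 for ILC3 and 513 for HSC/CLP-like cells. Reclustering named clusters alone gave 679 and 357 for non-NK ILCs and 553 for ILC1 against Spl. Leaving out the highest doublet scores gave 387 for non-NK ILCs against Spl, 529 for ILC1 against Spl and 462 for HSC/CLP-like cells. Without the mitochondrial minimum, the counts were 2560, 476, 555, 488 and 1662, and 380 for HSC/CLP-like cells.

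DESeq2 gave 230 for non-NK ILCs and 47 for ILC3, both against Spl. Without the low-count filter, 59 genes were called between abdominal and thoracic LN, 282 for non-NK ILCs against Spl, 566 and 564 for ILC1, 700 and 197 for ILC3, 464 for HSC/CLP-like cells and 1535 for HSC/CLP-like cells against the unnamed LN cluster. More genes were tested there. With at least 50 cells per library, ILC1 gave 12 and 94 and ILC3 189 and 9, with fewer libraries. In the last of these, 1 Spl library was left, which is assumed to vary like the others.

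The cell cycle genes kept their direction in all 12 alternatives and lost the call under fry, with the same median of 0.933. Over the alternatives, the median ranged from 0.655 without the highest doublet scores to 2.552 without scrublet doublets. It was 2.467 without the mitochondrial minimum, 2.114 without stress genes, 1.984 at a resolution of 1.0, 1.722 under stronger integration and 1.708 at a resolution of 0.3. Heat shock levels of abdominal against thoracic LN were not called in any of 14 alternatives, in ILCs or NK-like cells, in a design that cannot reach 0.05.

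Leaving out each library in turn gave the following ranges. The non-NK ILC share ranged from 28.3288 to 36.5541 points against BM and from 26.3585 to 34.5837 against Spl. Mature NK-like cells ranged from −61.4707 to −53.7341 against BM and from −8.9018 to −3.0825 against Spl. Without Spl 2, the latter was called. All NK-like cells ranged from −32.9679 to −25.8137 and from −31.2155 to −24.0614. The HSC/CLP share of non-NK ILCs ranged from 24.5737 to 31.5994 against LN and from 24.6936 to 31.7193 against Spl (not called without Spl 1, Spl 2, Spl 3 or Spl 4), and its share of all cells from −0.29 to −0.0197. The IL7R share ranged from 42.7843 to 51.0276 and from 41.8284 to 50.0716. The heat shock difference ranged from −1.3273 without thoracic LN 3 to 0.3336 without thoracic LN 2 in ILCs, and from −1.1386 without thoracic LN 3 to 0.774 without thoracic LN 2 in NK-like cells.

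Counts without 1 library ranged from 729 (BM 2) to 1566 for non-NK ILCs against BM and from 39 (Spl 3) to 323 (abdominal LN 1) against Spl. ILC1 counts ranged from 58 (BM 1) to 257 against BM and from 63 (Spl 3) to 434 (abdominal LN 1) against Spl. ILC3 counts ranged from 149 (BM 1) to 513 against BM and from 11 (thoracic LN 1) to 65 (abdominal LN 1) against Spl. For HSC/CLP-like cells they ranged from 131 (BM 4) to 346, against the unnamed LN cluster from 691 to 918, for ILC3 against ILC1 from 2862 to 3389, and between abdominal and thoracic LN from 0 to 0. The cell cycle median ranged from 0.696 to 1.091.

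Libraries of different tissues carry the same replicate numbers. Correlations of libraries with the same number ranged from −0.052 to 0.238 for ILCs of abdominal and thoracic LN. For NK-like cells of abdominal LN and BM, all 3 were over 0.1 (0.102 to 0.317), and in every other pair of groups at least 1 was not. BM came from another source than LN, and the numbers were not taken to pair the libraries. With the number as a replicate block, the counts were 0 between abdominal and thoracic LN, 1124 and 129 for non-NK ILCs, 213 and 237 for ILC1, 338 and 28 for ILC3, 68 for HSC/CLP-like cells and 646 against the unnamed LN cluster. With this block, the cell cycle median was 0.771 (camera, two-sided). Without the replicate block, ILC3 against ILC1 of LN gave 1470 genes.

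Of the named genes, 3780 values kept direction and side of 0.05, 112 gained a call and 168 lost one. In 71 values, a gene that was not called changed sign, and in 1 a called gene did. The uncalled genes include CD52 in ILC1-like cells of LN against BM (0.367 under stronger integration), XCL2 in ILC3-like cells of LN against BM (−0.385 without abdominal LN 2), RUNX1 in HSC/CLP-like cells (−0.376 without thoracic LN 1) and, against the unnamed LN cluster, REL (0.366 without abdominal LN 1), GATA3 (0.147) and TCF7 (0.06), the last 2 under stronger integration. The called gene was TOX2 in HSC/CLP-like cells against the unnamed LN cluster, at 2.001 under stronger integration.

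Without integration, no BM library held 20 ILCs, so the gene comparisons against BM had no value. Reclustering named clusters alone gave no HSC/CLP-like class. Outside of stronger integration, no other clustering gave an LN-rich unnamed cluster to set against BM. Adding Spl libraries to the HSC/CLP comparison was not possible, since none held 20 such cells. ILC to NK-like levels and shares of progenitor cells with a UMI were not computed under the alternatives. Depth limits the shares of cells with a UMI, which rose without thinning, and the genes that can be tested in classes of few cells.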

Differences from the paper's values

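The paper states that 1 cluster held 80% of the BM cells with progenitor gene features, written in words (the paper's value). HSC/CLP-like cells were 28.8% of the non-NK ILCs of BM here, as a mean over 4 libraries. These are shares of different sets of cells, so the gap alone shows no disagreement. Of the alternatives set before the data were examined, a resolution of 0.3 (65.56%, SD 9.64) and a resolution of 1.0 (59.23%, SD 7.01) came within 1.5 times of the paper's value, while still below it by more than their SD. The stricter cell filter (47.67%), leaving out scrublet doublets (46.13%), leaving out stress genes (30.48%), log normalization (40.38%) and leaving out BM 1 (33.31%), BM 2 (27.13%), BM 3 (28.49%) or BM 4 (26.28%) did not. The paper compared cells, and libraries were compared here.

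The paper states that these cells were most numerous in BM. In numbers they were, with 292 cells in BM and 203 in LN, but as a share of all cells they were 0.367% in BM and 0.505% in LN. The share was higher in BM when stress genes were left out (0.1343 points) and under log normalization (0.1508). It was also higher without the mitochondrial minimum, a setting chosen after seeing the values (0.0332). The paper states that a cluster of naive ILCs was found in LN alone. No cluster met that name here.

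Of 12 genes that the paper states as higher in ILCs than in NK cells, 10 were. CD69 (−0.325) and JUN (−0.088) were lower on average, with 5 of 14 libraries higher for each. By tissue, JUN was higher in ILCs of LN (0.528) and lower in BM (−0.261) and Spl (−0.839), and CD69 was lower in LN (−0.053) and Spl (−1.073) and higher in BM (0.015). All 17 genes stated as lower were lower. The paper's tests took cells as replicates.

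Of 17 genes stated to differ between abdominal and thoracic LN, 17 differed in that direction and edgeR called 0 after Benjamini-Hochberg adjustment. Without the low-count filter, GATA3, HSPA1A and HSPA1B were called.

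Of 8 genes stated for ILC1 of LN and BM, 5 differed in the stated direction and 2 were called in it. CXCR4 (3.09) and JUNB (2.201) were called in LN instead of BM, and KLF2 (1.646) was higher in LN. KLF2 was called in LN with DESeq2, without the low-count filter, with a replicate block and under stronger integration. CD52 was higher in BM (−0.904) and not called, and was called without abdominal LN 2. It was higher in LN and not called under stronger integration (0.367). IL6ST was higher in LN (1.311) and not called. It was called without scrublet doublets, without stress genes, without the low-count filter and with a replicate block. It was also called under stronger integration, a fixed ridge penalty, no mitochondrial minimum and reclustering of named clusters alone, settings chosen after seeing the values, each of which dropped 0 of the 2 called genes. Of these 2, CCR7 was not called at resolutions of 0.3 and 1.0 or under the stricter cell filter, and neither CCR7 nor SOCS3 with 50 cells per library.

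Of 8 genes stated for ILC1 of LN and Spl, 7 were called, and SOCS3 (0.938) was not. It was called at a resolution of 1.0, without stress genes and without the low-count filter. It was also called with a fixed ridge penalty, without the highest doublet scores, without the NK-feature step and with reclustering of named clusters alone, chosen after seeing the values, each of which dropped 0 of the 7. CCR7 was not called at a resolution of 0.3 or under stronger integration, nor CCR7 and KLRD1 with 50 cells per library. The last dropped 3 of the 7 and a resolution of 0.3 dropped 2.

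The paper lists 10 genes for the ILC3 clusters most abundant in LN and in BM. Between LN and BM, 8 of them differed in the direction of those tissues and 5 were called. Of the 5 genes listed for LN, 1 was higher in LN than in Spl and 0 were called, a contrast that the paper does not make. The paper compared clusters, and tissues were compared here. XCL1 (1.447) and XCL2 (0.929) were higher in LN than in BM. XCL2 was higher in BM and not called with a replicate block (−0.101) and without abdominal LN 2 (−0.385). GADD45B (1.175) was called at a resolution of 1.0, without stress genes, without the low-count filter and without thoracic LN 3. The first 2 of these dropped LTB, as did the stricter cell filter, 50 cells per library and stronger integration. It was also called with a fixed ridge penalty, without the NK-feature step and without the mitochondrial minimum, chosen after seeing the values, each of which dropped 1 of the 5 (LTB).

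In HSC/CLP-like cells, 8 of 9 tested genes differed in the stated direction and 4 were called. RUNX3 was higher in LN (−2.193). CD38 (1.165) was not called here and was called in 11 other settings, 7 of them set before the data were examined, and without abdominal LN 2. These 7 were resolutions of 0.3 and 1.0, the stricter cell filter, no scrublet doublets, no stress genes, no low-count filter and 50 cells per library. Of the 4 called genes, ZEB2 was dropped at both resolutions, ITGA4 without stress genes and with the replicate block, and IL7R and ZEB2 with 50 cells per library. KIT (−0.726) was called at both resolutions and without scrublet doublets. MYB (0.91) and RUNX1 (0.224) were called at a resolution of 0.3. CD34 was called at a resolution of 1.0, under the stricter cell filter, without stress genes and without the low-count filter, and IL1R1 at both resolutions. Of the settings chosen after seeing the values, stronger integration called CD34, CD38, IL1R1, KIT, MYB and RUNX1 and dropped 0 of the 4. Leaving out the highest doublet scores called CD38 and IL1R1 and dropped 0, and no mitochondrial minimum called CD38 and KIT and dropped 0. Without the NK-feature step, CD38 was called and 1 of the 4 was dropped (ZEB2).

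Against the unnamed LN cluster, 15 of 17 tested genes differed in the stated direction and 10 were called. That cluster held ILC3 markers and also 387 BM cells, while the paper describes its naive ILCs as found in LN alone. It may therefore not match the paper's naive ILCs. TOX2 was higher in LN (−1.188) and ZBTB16 did not follow the stated direction (0.028). ZBTB16 followed it without a call with 50 cells per library (−0.775) and without BM 1 (−0.35), BM 3, thoracic LN 1, thoracic LN 2 or thoracic LN 3. SOX4 (0.671), NFIL3 (0.663), GATA3 (−1.101), TCF7 (−0.662) and REL (−0.343) were not called. GATA3 was called without the low-count filter, as were CD34, NFKB2 and RELB. TCF7 was called with DESeq2, TCF7 and SOX4 without abdominal LN 1, and CD34 and NFKB2 with 50 cells per library, which dropped JUND and NFKB1. Stronger integration, chosen after seeing the values, called CD34, NFKB2 and SOX4, reversed TOX2 (2.001) and dropped 0 of the 10.

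Of 20 transcription factors named for ILC1 and ILC3 of LN, 20 had higher transcripts in the class they are named for and 17 were called. For TCF7, BACH2, STAT3, ETS1, RUNX1 and FOXO1 the paper gives regulon activity, which was not analysed here, so their transcripts test no statement on expression. TCF7 (−0.245), ATF1 (0.307) and ATF2 (0.117) were not. TCF7 was called under stronger integration, chosen after seeing the values, which dropped 0 of the 17. BACH2 was dropped without scrublet doublets, without stress genes, with a fixed ridge penalty, without the highest doublet scores and without the mitochondrial minimum. Without the replicate block, 9 of the 17 were dropped (ATF4, ATF5, BACH2, EGR1, ETS1, FOS, JUN, JUND and STAT3).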

Other observations

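The tests of regrouped libraries, of heat shock levels, of histone genes and of genes called in ILC3-like cells alone were chosen after their results were seen.

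Libraries were regrouped at random to ask whether a count as large can arise by chance. For non-NK ILCs of LN against BM, 1 of 100 groupings (the real one, 1388 genes) reached the count, and the highest other gave 263. Against Spl, 3 of 100 groupings reached 125 genes, the highest other giving 327. For ILC1, 1 of 100 reached 208 genes against BM (highest other 39) and 2 of 100 reached 258 against Spl (highest other 283). For ILC3, 1 of 100 reached 437 against BM (highest other 5) and 4 of 84 reached 28 against Spl (highest other 88). For HSC/CLP-like cells 1 of 35 reached 246 (highest other 4), against the unnamed LN cluster 1 of 100 reached 917 (highest other 73), and for ILC3 against ILC1 of LN 1 of 32 reached 3402 (highest other 0). Against BM, and between HSC/CLP-like cells of BM and LN, no other grouping tried reached the count. The smallest share possible was 1 of 100, and 1 of 35 for HSC/CLP-like cells. Chance is therefore unlikely for these counts but not excluded. Against Spl, some other groupings gave more genes than the real one, so chance stays open there. For ILC3 against ILC1 of LN and for the unnamed LN cluster, the classes came from clusters of the same counts. The clustering itself could set a high count there, so the regrouping decides nothing for them. For abdominal against thoracic LN, 10 of 10 groupings reached the count of 0 (highest other 13), and so few groupings exclude nothing. For the cell cycle genes, 11 of 35 groupings gave a p as small as the real one, the smallest other being 3.37e-08, so chance cannot be excluded.

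Heat shock genes differed between LN libraries in ILCs and NK-like cells alike, with a Pearson r of 0.972 over 6 libraries. The level of ILCs minus that of NK-like cells was lower in abdominal than in thoracic LN by −0.359, without overlap between libraries (exact permutation p = 0.1, the smallest that 3 against 3 libraries allow), so a part that differs between the cell types stays open. A heat shock response of all cells of a library, as from its handling, may explain this. A response in the tissue before it was taken stays open and was not tested. In the ILC3 sub-cluster rich in heat shock genes, 8 of 8 such genes were higher than in the other cells. Immediate early genes stood highest in another ILC3 sub-cluster, at 11.769 against 10.972.

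Histone genes were higher in BM than in LN in NK-like cells too, with a median log2 difference of 1.507 over 36 genes. A difference of all cells of the BM libraries may explain it, and the batch and the condition cannot be told apart.

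Many genes differed between non-NK ILCs of LN and BM. The larger HSC/CLP share in BM is argued against for 340 of them, which were also called in the same direction in ILC3-like cells alone, a class without HSC/CLP-like cells (0 were called in the opposite direction). For the other called genes that share stays open. Of the 929 genes tested in both, 98.1% went in the same direction, but ILC3-like cells are part of the non-NK ILCs, which leaves this open. A difference of all cells of the libraries stays open. In NK-like cells, 88.4% of the called genes went in the same direction, which decides nothing, since on a like measure 128 of 210 groupings of the libraries were as high as the real one (88.1%, others 71.8% to 98.2%). A difference of tissue stays open as well.

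Hemoglobin genes were higher in BM than in LN in ILC1-like and ILC3-like cells. RNA from erythroid cells in the droplets of BM may explain it, since the ILC to NK-like ratio of these genes was 0.9 (0.44 to 1.59). Of the erythroid list, 0 of 7 genes were higher in ILC1-like cells of all 6 LN libraries than in ILC3-like and NK-like cells.

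CD3 transcripts were found in ILC1-like cells of LN. T cells in these clusters may be their source. CD4 and CD8B were found together in 6 cells, against 41.3 expected, a ratio of 0.145 (permutation p = 0.000999, the smallest that 1000 shuffles can give). Of the T cell list, 11 of 12 genes were higher in ILC1-like cells than in ILC3-like and NK-like cells of all 6 LN libraries, TRBC1 being the exception. CD5 and CD28 of that list also served as ILC1 markers. Of the B cell list, 1 of 6 genes (IGHM) was higher. ILC1 cells with CD3 transcripts stay open.

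IL7R was found in mature NK-like cells of LN at 14.9% of the level in ILCs. RNA from ILCs in the droplets could be the source, and over 13 genes high in ILCs the median was 43.5% (4.6% to 77.1%), which leaves this open. NK-like cells that express IL7R stay open as well.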
